# Heterogeneity of p53 dependent genomic responses following ethanol exposure in a developmental mouse model of fetal alcohol spectrum disorder

**DOI:** 10.1371/journal.pone.0180873

**Published:** 2017-07-19

**Authors:** Maria Camargo Moreno, Sandra M. Mooney, Frank A. Middleton

## Abstract

Prenatal ethanol exposure can produce structural and functional deficits in the brain and result in Fetal Alcohol Spectrum Disorder (FASD). In rodent models acute exposure to a high concentration of alcohol causes increased apoptosis in the developing brain. A single causal molecular switch that signals for this increase in apoptosis has yet to be identified. The protein p53 has been suggested to play a pivotal role in enabling cells to engage in pro-apoptotic processes, and thus figures prominently as a hub molecule in the intracellular cascade of responses elicited by alcohol exposure. In the present study we examined the effect of ethanol-induced cellular and molecular responses in primary somatosensory cortex (SI) and hippocampus of 7-day-old wild-type (WT) and p53-knockout (KO) mice. We quantified apoptosis by active caspase-3 immunohistochemistry and ApopTag™ labeling, then determined total RNA expression levels in laminae of SI and hippocampal subregions. Immunohistochemical results confirmed increased incidence of apoptotic cells in both regions in WT and KO mice following ethanol exposure. The lack of p53 was not protective in these brain regions. Molecular analyses revealed a heterogeneous response to ethanol exposure that varied depending on the subregion, and which may go undetected using a global approach. Gene network analyses suggest that the presence or absence of p53 alters neuronal function and synaptic modifications following ethanol exposure, in addition to playing a classic role in cell cycle signaling. Thus, p53 may function in a way that underlies the intellectual and behavioral deficits observed in FASD.

## Introduction

Fetal Alcohol Spectrum Disorder (FASD) is caused by maternal alcohol consumption during pregnancy. Abstaining from consumption would prevent this disorder, unfortunately this has proven difficult to achieve. The general U.S. prevalence rate of FASD is on average 3.6% of children [1–2]. The effects of ethanol on the developing brain include a wide range of molecular alterations, including changes in DNA, RNA, and protein. Knowledge of the mechanisms underlying these alterations may help redress the damage. One major consequence of developmental ethanol exposure is a marked increase in apoptosis that strongly contributes to the FASD phenotype (reviewed in [3]. Moreover, there appears to be an enhanced vulnerability to cell death and apoptosis in specific brain regions, including the anterior vermis of the cerebellum, the hippocampus, the corpus callosum, the striatum, and selected regions of the frontal, parietal and temporal lobes [4–7].

At the protein level, several molecules have been identified with putative roles in directing the cell towards apoptosis, including neurotrophins, phosphoinositide 3-kinase, p53, phosphatase and tensin homolog, gamma-Aminobutyric acid and glutamate receptors, and membrane recycling machinery [8–9]. Among these, the transcription factor p53 has emerged from work in our lab as well as others, as being particularly affected by ethanol exposure [10–12]. p53 is a well-studied protein that has been nicknamed the ‘guardian of the genome’ because of its classical function as a transcription factor that induces the transcription of p21 leading to a stoppage of the cell cycle upon detection of cellular stress [13]. Transcribed p21 goes on to inhibit cell cycle progression by binding to Cdk2 [14]. Inhibition of Cdk2 prevents cells in G1 from progressing into the next cell cycle phase which is when the synthesis of new DNA occurs. p53 is also recognized to prevent cell cycle progression in other phases of the cell cycle [15]. In addition to p53’s classic role as cell cycle inhibitor, it is also well accepted that it promotes expression of genes involved in apoptosis, DNA repair, senescence, autophagy, and development [16–17]. The focus of the current study is on the role of p53 in apoptosis signaling.

The protein Bax is one of several well-studied examples of an apoptosis genes that p53 promotes transcription of [18–21]. Studies of the role of p53 in alcohol-induced apoptosis, however, reveal a range of reported outcomes regarding its level of expression. The majority of ethanol studies have focused singularly on the liver, and have in general found that p53 protein and mRNA increases, although there are studies that show the opposite trend [22–27]. Studies of p53 that have considered the damage done to the brain in drinking paradigms are fewer [11–12, 28].

To better understand whether p53 coordinates the observed increase in apoptosis in the brain in response to alcohol exposure, the present study was undertaken to provide a comprehensive analysis of the molecular mechanisms that underlie the contribution of p53 to the FASD phenotype. We focused in particular on two of the brain areas described above: the primary somatosensory cortex and the hippocampus. We took a unique approach in examining total RNA expression levels in primary somatosensory cortex in combination with a more spatially-refined RNA expression analysis related to p53 pathways in individual subregions of the somatosensory cortex (lamina 2–3, 4, 5, 6) and subregions of the hippocampus (CA1 and dentate gyrus).

Our results reveal that there is a heterogeneous response to alcohol exposure that varies depending on the brain subregion under consideration, which may go undetected using a global measurement approach. We conclude that in the brain regions assessed, the absence of p53 does not protect against ethanol-induced apoptosis. Instead we suggest that p53 plays a more specialized role in neuronal function; specifically influencing gene networks related to the development of neuronal projections, in addition to its classic role in cell cycle signaling. Moreover, we also identified changes in gene networks involved in fatty acid and ke tone body metabolism that are influenced by the presence of p53 following ethanol exposure.

## Results

### Assessment of apoptosis in a developmental mouse FASD model

Our use of a developmental ethanol exposure model in P7 mice enabled us to determine if there were significant increases in apoptosis using two different techniques (ApopTag and active caspase 3 immunoreactivity). We found that although there were increases, the results differed in magnitude for each method.

#### ApopTag

ApopTag staining appeared as small nuclear puncta that was easily distinguished from background and counter-staining when present (Fig 1, top). In some cases, this staining was most evident in upper cortical layers. Overall, an average of 0.93% of cells were labeled in the ApopTag assays across the treatment groups in the four brain regions of interest (S1, CA1, CA3, and DG). Comparison of cell counts in the different groups using two-way ANOVA revealed a significant main effect of alcohol treatment (p < 0.05) in three of the brain regions (S1, CA1, DG), but no effect of Genotype and no Treatment x Genotype interaction in any brain region. Looking specifically at the effects of ethanol in the mice confirmed significant increases in ApopTag staining as a result of ethanol exposure in three brain regions in KO mice (S1, CA1, CA3) and two brain regions in WT mice (S1, CA1) (Fig 2, top; Table 1). Some evidence for increased ApopTag staining was observed in the other areas, even though the difference was not significant (Fig 2, top). There were no between group differences in ApopTag staining due to Genotype in any brain region in these post-hoc comparisons.

**Fig 1:**
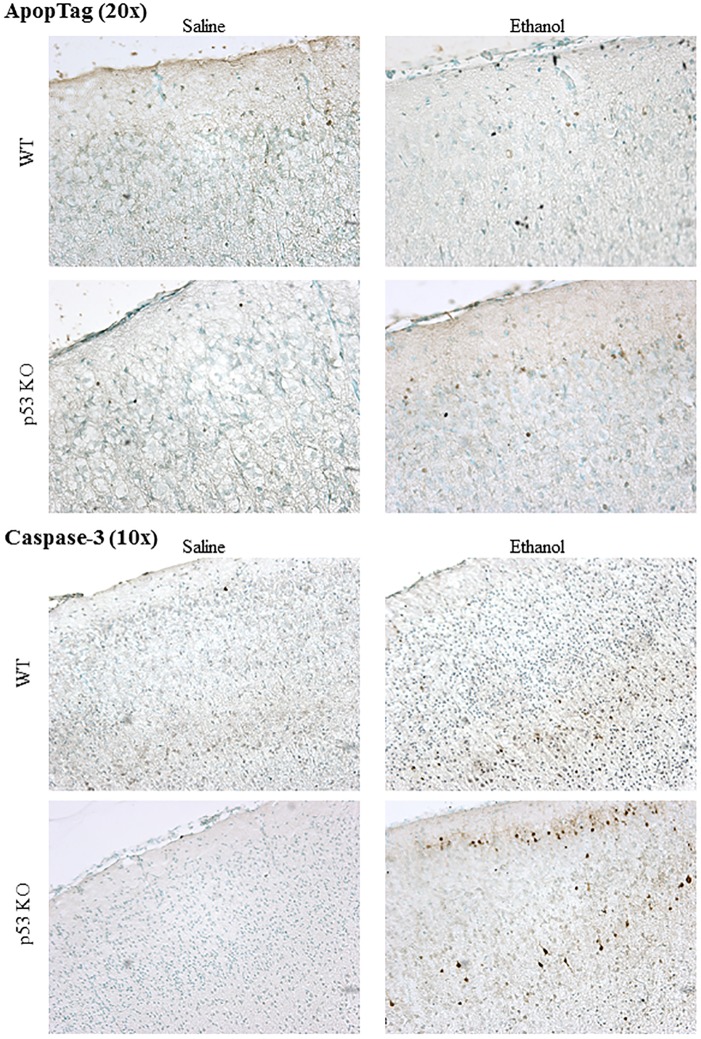
Cell labeled by ApopTag or active caspase-3 immunostaining in somatosensory cortex 8 hours after ethanol exposure in 7-day-old mice. Upper, ApopTag staining (viewed at 20x) appeared as small nuclear puncta easily distinguished from background and counter-staining when present, which tended to be most evident in upper cortical layers. Lower, Immunostaining for active caspase 3 labeled mostly whole cell somas that appeared darkly stained and were most evident in both upper and lower cortical layers in some cases.

**Fig 2:**
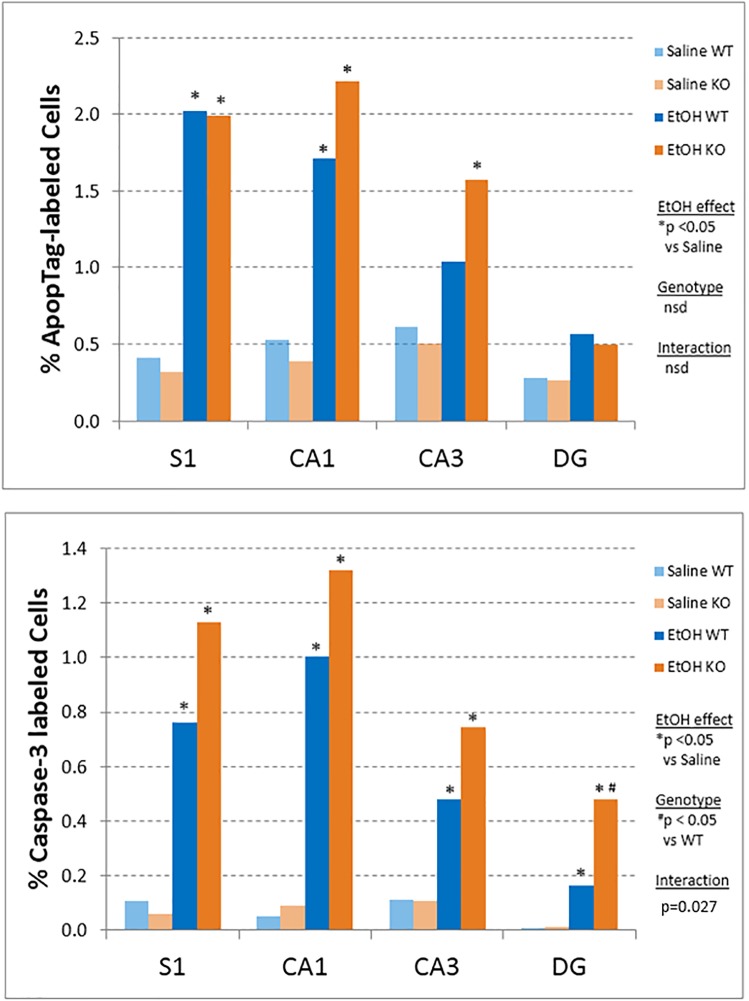
Quantification of apoptosis in whole somatosensory cortex (S1) and three subregions of the hippocampal formation (CA1, CA3, dentate gyrus (DG)) following ethanol administration. Upper, The percentage of ApopTag immunopositive cells was determined. An average of 0.93% of cells were labeled across both treatment groups in the four brain regions. Lower, Counting of active caspase-3 immunopositive cells revealed an average of 0.41% of cells labeled across the treatment groups in the four brain regions of interest, and a significant main effect of alcohol treatment (p < 0.05) in all four brain regions, as well as a significant main effect of Genotype in the DG and a significant Treatment x Genotype interaction in the DG. Asterisks indicate p < 0.05 compared to the Saline-treated mice within each Genotype. Pound (#) symbol indicates significant effect (p < 0.05) of Genotype.

**Table 1:** Percentage labeled cells following ethanol or saline injections.

**ApopTag**	**S1**	**CA1**	**CA3**	**DG**
Saline WT	0.41	0.53	0.61	0.28
Saline KO	0.32	0.39	0.51	0.27
EtOH WT	2.02	1.71	1.04	0.57
EtOH KO	1.99	2.21	1.58	0.50
**Active Caspase-3**	**S1**	**CA1**	**CA3**	**DG**
Saline WT	0.11	0.05	0.11	0.01
Saline KO	0.06	0.09	0.11	0.01
EtOH WT	0.76	1.00	0.48	0.17
EtOH KO	1.13	1.32	0.75	0.48
Spearman Correlation ApopTag: Caspase-3	0.679	0.756	0.680	0.516

#### Active caspase 3

Immunostaining for active caspase 3 mostly labeled whole cell somas that appeared very darkly stained, and were most evident in both upper and lower cortical layers in some cases (Fig 1, bottom). Overall, an average of 0.41% of cells were labeled in the active caspase 3 assays across the treatment groups in the four brain regions of interest (S1, CA1, CA3, and DG). Comparison of cell counts in the different groups using two-way ANOVA revealed a significant main effect of alcohol treatment (p < 0.05) in all four brain regions, as well as a significant main effect of Genotype in the DG and a significant Treatment x Genotype interaction in the DG. Between group comparisons confirmed significant increases in staining as a result of ethanol exposure in each of the brain regions regardless of Genotype (Fig 2, bottom; Table 1).

Direct comparison of the ApopTag and active caspase 3 staining in the same animals was performed using a Spearman's correlation test. This indicated the presence of significantly correlated counts with both assay techniques, with the greatest similarity in counts observed for the CA1 region (Table 1).

### Ethanol alters cell cycle, synaptic, and metabolic genes in a p53-related manner in whole somatosensory cortex

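Stranded total RNA-Seq libraries of whole somatosensory cortex from P7 mice were examined in 4 groups of 3 libraries each. The groups were WT mice and p53 KO mice that received saline or ethanol (2.5 g/kg per injection). The p53 KO line carries a targeted disruption of Trp53, the mouse gene that encodes p53. The authors filtered the reads by quality, aligned them to mouse genome version mm10 and estimated a count for each RefSeq transcript in Partek Flow. The files list 35840 transcripts of 24452 gene symbols, and 17411 of these transcripts share their symbol with another. Between 43.2% and 45.5% of the nonzero counts in a library were whole numbers and the rest were fractions, so reads shared by several transcripts were divided among them. The authors also deposited RPKM values for the same transcripts. At 20453 of the 20504 ranks with an RPKM above 0 in all libraries (99.8%), the sorted RPKM was the same in the 12 libraries within 0.1%.
The total estimated count was 9659724, 1953154 and 15719626 in the WT saline libraries (replicates 1, 3 and 13). It was 15387284, 10861741 and 5060577 in the WT ethanol libraries (replicates 4, 5 and 14). In the KO saline libraries it was 11627871, 17066392 and 10143487 (replicates 7, 8 and 9), and in the KO ethanol libraries it was 10311978, 719735 and 13119826 (replicates 10, 12 and 18). The highest total was 23.7 times the lowest. The mean over the 12 libraries was 10.1 M. It was 11.9 M without WT saline replicate 3 and KO ethanol replicate 12, which had the lowest totals. The paper's reported average is 12 M reads aligned to RefSeq. The values given here use the deposited counts. The 2 shallowest libraries, WT saline replicate 3 and KO ethanol replicate 12, have names that open with the letter L, whereas the other 10 names open with P. The methods describe laser microdissection for part of the samples and a hole-punch method for the rest, and the paper's text does not name the method used for each library.

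**Figure D1:**
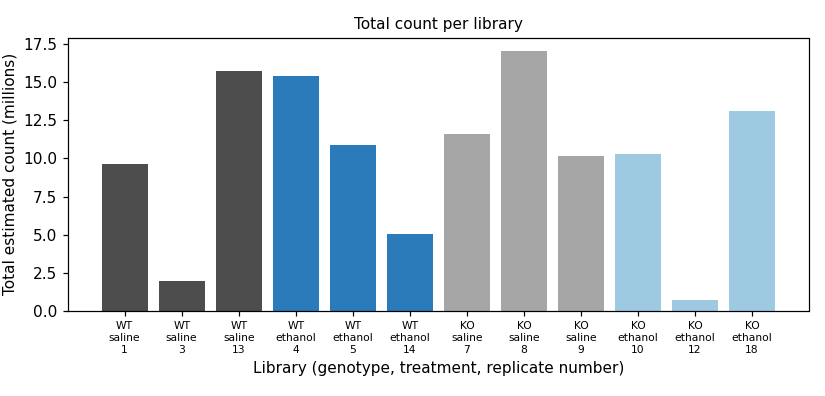
Total estimated count of each library (vertical axis) by genotype, treatment and replicate number (horizontal axis). The bars reach from 719735 in KO ethanol replicate 12 to 17066392 in KO saline replicate 8, with 1953154 in WT saline replicate 3.

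The counts were rounded to whole numbers and normalized with the TMM method of edgeR, and 21715 transcripts passed the edgeR filter on low counts. Each comparison was a contrast of one model over all 12 libraries, tested with the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment. The TMM factors ranged from 0.549 in WT saline replicate 1 to 1.23 in KO ethanol replicate 10. When 200 transcripts were changed 8-fold in simulated counts with the same means and library sizes, the test found 96.5% of them in WT ethanol versus saline at an unadjusted p under 0.05 and 70.5% at an adjusted p under 0.05. The changed transcripts were drawn only from those with higher mean counts. Apart from the changes, the simulated libraries differed systematically in depth alone. These shares therefore do not hold for transcripts with few counts or for other differences between libraries.
The targeted gene was examined first. Trp53 is listed as 2 transcripts, NM_011640 and NM_001127233. Their summed count was between 14.0 and 453.0 in a library. Per 1e6 counts of the library it was 13.5 ± 12.1 in WT saline, 15.6 ± 7.76 in WT ethanol, 18.8 ± 11.6 in KO saline and 29.5 ± 8.66 in KO ethanol libraries (SD, n = 3 per group). The main effect of Genotype on the sum was 0.59 on the log2 scale (standard error 0.42, unadjusted p = 0.185 in edgeR). The share of the count assigned to NM_001127233 was between 7.0% and 23.1% in the 6 WT libraries and between 65.7% and 70.6% in the 3 KO saline libraries. It was 70.6%, 7.0% and 48.3% in KO ethanol replicates 10, 12 and 18, and replicate 12 had only 14.0 Trp53 counts.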

After rigorous data cleaning and alignment, the results from the global assessment of RNA expression changes in whole somatosensory cortex yielded an average of 12 M reads aligned to RefSeq. Most (87%) of these reads were fully contained within an exon, 0.94% were partly within an exon, 6.26% were intronic, and 5.71% were intergenic. The RNA-Seq data were analyzed using a two-way ANOVA with a focus on the two main factors of Exposure (ethanol vs saline) and p53 Genotype (KO vs WT) as well as the interaction between them (Exposure x Genotype).The results indicated that 824 genes showed nominally significant main effects of Genotype (uncorrected P < 0.05), 763 genes had nominally significant main effects of Treatment (uncorrected P-value < 0.05), and 1969 genes had nominally significant interactions of Genotype x Treatment (uncorrected P-value < 0.05).

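Of the 21715 transcripts tested, 1770 had a main effect of Genotype at an unadjusted p under 0.05 in the edgeR model (967 higher and 803 lower in KO mice). A main effect of Treatment at this level was found for 1607 transcripts, 1008 higher and 599 lower after ethanol. The Genotype x Treatment interaction was at this level for 3325 transcripts. With calibrated tests and no effect, 1086 transcripts would be expected under 0.05 in each of these tests. Over 100 assignments of the 12 libraries to the groups, the real one included, the median was 683 for Genotype, 960.5 for Treatment and 780.5 for the interaction. After Benjamini-Hochberg adjustment, 0 transcripts had an adjusted p under 0.05 for Genotype, Treatment or the interaction. The lowest adjusted p from the edgeR quasi-likelihood test was 0.479 for Genotype, 0.111 for Treatment and 0.137 for the interaction. With an adjusted p under 0.30, 0 transcripts remained for Genotype, 1 for Treatment and 2623 for the interaction. When the 2 libraries whose names open with L were left out, 6250 transcripts had an unadjusted p under 0.05 for Genotype and 5511 for Treatment. Among the 3325 interaction transcripts, 3097 had ethanol log2 fold changes of opposite sign in WT and KO mice. The interaction is the difference of these fold changes, so choosing transcripts by it favours opposite signs. The number that this alone would give was not computed. Among the smallest p values for Treatment were those of Rasgrf1 NM_011245 (log2 fold change 2.45, standard error 0.34, edgeR adjusted p = 0.111) and Sh3kbp1 NM_001135727 (3.78, standard error 0.71). The latter had at most 0.5 counts in a WT saline library, so the size of its change is not well measured. Summed over its transcripts, Sh3kbp1 had a main effect of Treatment of -0.02.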

To set the stage for understanding which genes of those affected by ethanol might be differentially affected in WT and KO mice, we first briefly describe the genes that were most significantly affected by ethanol in each individual post-hoc test analyzed by genotype. 

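Sik2 (NM_178710; chromosome 9, 50892801 to 51009073 in mm10) was at 4.10 ± 0.893 normalized CPM (SD, n = 3) in WT mice given saline and 16.9 ± 2.18 (SD, n = 3) in WT mice exposed to ethanol. This was a log2 fold change of 2.03 (standard error 0.43, adjusted p = 0.0893 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Dmtf1 (NM_011806; chromosome 5, 9118868 to 9161776) rose from 12.2 ± 2.14 to 52.8 ± 10.6 CPM (SD, n = 3 per group), a log2 fold change of 2.10 (standard error 0.35, edgeR adjusted p = 0.0593). Map4 (NM_001205332; chromosome 9, 109931774 to 110083954) rose from 9.10 ± 1.02 to 49.9 ± 7.11 CPM (SD, n = 3 per group), a log2 fold change of 2.45 (standard error 0.37, edgeR adjusted p = 0.0395). In each of these genes, all 3 libraries from ethanol-exposed WT mice were above all 3 WT saline libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Leaving out any 1 of the 12 libraries kept the log2 fold change between 1.86 and 2.23 for Sik2, between 1.89 and 2.26 for Dmtf1, and between 2.31 and 2.55 for Map4. The files list 6 transcripts of Map4, whose reads the counting divides. With the counts summed over all transcripts of a symbol, the log2 fold change was 0.26 for Map4, 1.21 for Dmtf1 and 2.06 for Sik2. Ranked by p, the Sik2, Dmtf1 and Map4 transcripts were numbers 79, 13 and 6 among the 21715 tested. The smallest p values belonged to Rasgrf1 NM_011245 (log2 fold change 3.81, standard error 0.51), Smarca2 NM_011416 (3.38, standard error 0.46) and Syne1 NM_001079686 (3.73, standard error 0.54), each with an edgeR adjusted p of 0.0395.

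**Figure D2:**
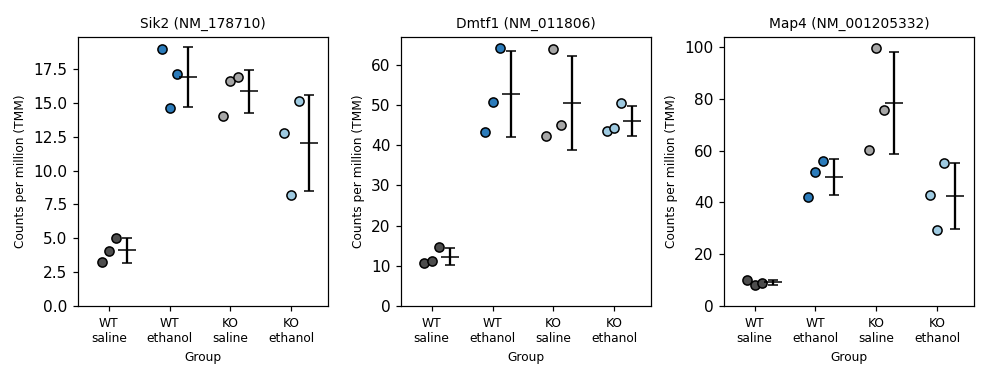
Normalized CPM (vertical axes) of the Sik2, Dmtf1 and Map4 transcripts in each library of the 4 groups (horizontal axes). Points are libraries, and the bars beside them give the mean and SD of 3 libraries. The WT saline libraries, with means of 4.10, 12.2 and 9.10 CPM, lie below all libraries of the other groups.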

In the WT mice, the genes most significantly affected by ethanol included Salt inducible kinase 2 (Sik2), Cyclin D binding myb-like transcription factor 1 (Dmtf1), and Microtubule-associated protein 4 (Map4) (Table 2).

**Table 2:** Genes with significant changes in expression after ethanol treatment in P7 WT mouse somatosensory cortex.

							*2-way ANOVA*			*Post-Hoc Contrast*				
							*Treatment*, *Genotype*, *Interaction*			*WT* ^*ETOH*^ *vs*. *WT* ^*Saline*^				
										Mean Expression				* *
	Gene ID	Gene Name	Chr	Start	Stop	Strand	p-value (Treatment)	p-value (Genotype)	p-value (Genotype x Treatment)	WT ^ETOH^	WT ^Saline^	Fold Chg	p-value	FDR
1	Sik2	salt inducible kinase 2	9	50892801	51009074	-	0.00019	0.00065	0.00002	4.06	1.28	3.17	0.00000	0.07
2	Dmtf1	cyclin D binding myb-like transcription factor 1	5	9118868	9161777	-	0.00023	0.00044	0.00013	12.57	3.35	3.76	0.00001	0.08
3	Map4	microtubule-associated protein 4	9	109931774	110083955	+	0.00415	0.00005	0.00002	7.82	1.79	4.36	0.00002	0.08
4	Cit	citron	5	115845656	116006342	+	0.00044	0.00037	0.00025	2.39	0.23	10.64	0.00003	0.08
5	Smarca2	SWI/SNF related, matrix associated, actin depend-ent regulator of chromatin, subfamily a, member 2	19	26605160	26778322	+	0.00157	0.00103	0.00009	11.85	1.40	8.46	0.00003	0.08
6	Prune2	prune homolog 2 (Drosophila)	19	16956118	17223933	+	0.00128	0.64599	0.00016	3.32	1.48	2.25	0.00004	0.08
7	Hp1bp3	heterochromatin protein 1, binding protein 3	4	138216612	138244683	+	0.00069	0.07633	0.00035	19.89	10.49	1.90	0.00004	0.08
8	Il17d	interleukin 17D	14	57524829	57543167	+	0.00104	0.56984	0.00025	3.91	10.66	-2.73	0.00005	0.08
9	Rnf6	ring finger protein (C3H2C3 type) 6	5	146209194	146221458	-	0.00091	0.06118	0.00035	4.37	0.15	28.45	0.00005	0.08
10	Rasgrf1	RAS protein-specific guanine nucleotide-releasing factor 1	9	89909775	90026980	+	0.00009	0.08841	0.00645	12.45	1.04	11.95	0.00006	0.08
11	Fam13b	family with sequence similarity 13, member B	18	34442351	34506824	-	0.00673	0.00144	0.00011	18.43	4.63	3.98	0.00007	0.08
12	Dnajc18	DnaJ (Hsp40) homolog, subfamily C, member 18	18	35671105	35703145	-	0.00179	0.01027	0.00031	12.57	7.85	1.60	0.00007	0.08
13	Grik2	glutamate receptor, ionotropic, kainate 2 (beta 2)	10	49099463	49788755	-	0.00042	0.35360	0.00133	11.77	3.68	3.20	0.00007	0.08
14	Ncoa7	nuclear receptor coactivator 7	10	30645582	30803108	-	0.00653	0.01225	0.00018	8.78	2.27	3.87	0.00009	0.10
15	Plcb4	phospholipase C, beta 4	2	135741830	136013069	+	0.00241	0.06248	0.00065	6.71	0.58	11.53	0.00013	0.12
16	Golga1	golgi autoantigen, golgin subfamily a, 1	2	39016156	39065542	-	0.00351	0.00162	0.00053	3.95	0.58	6.84	0.00013	0.12
17	Sirt3	sirtuin 3 (silent mating type information regulation 2, homolog) 3 (S. cerevisiae)	7	140863663	140881870	-	0.00534	0.95473	0.00045	1.82	12.18	-6.69	0.00015	0.12
18	Ctu1	cytosolic thiouridylase subunit 1 homolog (S. pombe)	7	43672031	43678298	+	0.00024	0.04411	0.01268	2.69	5.58	-2.07	0.00015	0.12
19	Sh3gl2	SH3-domain GRB2-like 2	4	85205456	85389380	+	0.06213	0.00381	0.00009	101.15	60.55	1.67	0.00016	0.12
20	Syne1	synaptic nuclear envelope 1	10	5020196	5194708	-	0.00235	0.00243	0.00117	4.55	0.49	9.31	0.00017	0.13
21	Nudt8	nudix (nucleoside diphosphate linked moiety X)-type motif 8	19	4000580	4002103	+	0.08048	0.21373	0.00009	6.16	14.22	-2.31	0.00019	0.13
22	Sorbs2	sorbin and SH3 domain containing 2	8	45507788	45827907	+	0.00437	0.29684	0.00074	3.22	0.42	7.67	0.00019	0.13
23	Hivep3	human immunodeficiency virus type I enhancer binding protein 3	4	119814678	120135412	+	0.03469	0.00036	0.00019	1.55	0.27	5.78	0.00021	0.13
24	Txlng	taxilin gamma	X	162778917	162829455	-	0.01230	0.00360	0.00041	1.94	0.25	7.76	0.00022	0.13
25	Nop9	nucleolar protein homolog (Yeast), pumilio domain-containing Protein	14	55745693	55755635	+	0.00282	0.00809	0.00155	3.80	9.19	-2.42	0.00023	0.13

Results sorted by post-hoc significance in the WT samples. 

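In the WT mice, 3947 of the 21715 transcripts tested differed between ethanol and saline at an unadjusted p under 0.05, 2176 higher and 1771 lower after ethanol. By chance, 1086 would be at this level. At an adjusted p under 0.05 from the edgeR quasi-likelihood test, 12 transcripts remained (11 higher, 1 lower), and 4677 had an adjusted p under 0.30. All 25 transcripts of Table 2 changed in the direction that the table gives, 23 with an unadjusted p under 0.05 and 8 with an adjusted p under 0.05. Each was the transcript whose group means of RPKM lay nearest to the table's, which nearly fixes the direction. When only the 8320 transcripts with at least 10 counts in every library were tested, 1724 were at an unadjusted p under 0.05. This is 20.7% of those tested, against 18.2% without this requirement. Among all 21715, the number rose from 3947 to 6998 when the 2 libraries whose names open with L were left out. Leaving out 1 library at a time gave between 2196 and 5775 transcripts. The number at an adjusted p under 0.05 then lay between 0 and 316, and that under 0.30 between 298 and 8774. The transcripts that rose were longer (median 4308.5 bases) than those that fell (median 1487 bases). With the trend of each library with transcript length and GC content removed, a setting chosen after seeing the data, 3496 transcripts had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05.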

The # genes with P values ≤ 0.05 was 2,038 out of 15,248 queried. N_total_ = 24 mice.

Notably, compared to the p53WT mice, different genes showed nominally significant effects of ethanol in the KO mice (Table 3). In this case, the four most affected genes included Jun dimerization protein 2 (Jdp2), ATPase, aminophospholipid transporter (APLT), class I, type 8A, member 1 (Atp8a1), and Eukaryotic translation initiation factor 4E member 2 (Eif4E2) (Table 3).

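Jdp2 (NM_001205052; chromosome 12, 85599105 to 85639878) was at 3.94 ± 0.852 CPM (SD, n = 3) in KO mice given saline and 8.00 ± 2.80 (SD, n = 3) in KO mice exposed to ethanol. Its log2 fold change was 1.09 (standard error 0.50, adjusted p = 0.9998 from the edgeR quasi-likelihood test). For Atp8a1 (NM_001038999; chromosome 5, 67618139 to 67847431), the level was 66.1 ± 16.0 after saline and 31.1 ± 4.24 CPM after ethanol (SD, n = 3 per group), a log2 fold change of -1.07 (standard error 0.33, edgeR adjusted p = 0.9998). Eif4e2 (NM_001039170; chromosome 1, 87213914 to 87228858) was at 0.543 ± 0.515 after saline and 11.5 ± 8.63 CPM after ethanol (SD, n = 3 per group). Its log2 fold change of 4.18 (standard error 0.81) had the smallest unadjusted p of all transcripts in KO mice, 0.000149, with an edgeR adjusted p of 0.9998. Summed over the transcripts of each gene, the log2 fold change was 0.00 for Eif4e2, 0.28 for Jdp2 and -0.89 for Atp8a1. The next transcripts by p were Rbbp8 NM_001081223 (log2 fold change -3.98, standard error 0.86) and Hhip NM_020259 (-3.62, standard error 0.84). Dcx NM_001110223, which Table 13 marks, had a log2 fold change of -1.02 (standard error 0.45, edgeR adjusted p = 0.9998). With 1 library left out at a time, Atp8a1 and Eif4e2 kept an unadjusted p under 0.05 in all 12 fits, Dcx in 8 and Jdp2 in 3.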

**Table 3:** Genes with significant expression changes after ethanol treatment in P7 KO mouse somatosensory cortex.

							*2-way ANOVA*			*Post-Hoc Contrast*				
							*Treatment*, *Genotype*, *Interaction*			*KO* ^*ETOH*^ *vs*. *KO* ^*Saline*^				
										Mean Expression				
** **	Gene ID	Gene Name	Chr	Start	Stop	Strand	p-value (Treatment)	p-value (Genotype)	p-value (Genotype x Treatment)	KO ^ETOH^	KO ^Saline^	Fold change	P-value	FDR
1	Jdp2	Jun dimerization protein 2	12	85599105	85639879	+	0.00474	0.82156	0.00826	4.64	2.10	2.21	0.00082	0.93
2	Atp8a1	ATPase, aminophospholipid transporter (APLT), class I, type 8A, member 1	5	67618139	67847432	-	0.03356	0.05795	0.00150	3.48	6.90	-1.98	0.00088	0.93
3	Eif4e2	eukaryotic translation initiation factor 4E member 2	1	87213914	87228859	+	0.05460	0.00681	0.00190	5.65	0.26	21.68	0.00135	0.93
4	Nars	asparaginyl-tRNA synthetase	18	64499647	64516558	-	0.00021	0.18884	0.75149	19.79	34.18	-1.73	0.00145	0.93
5	Sqle	squalene epoxidase	15	59315092	59331194	+	0.00050	0.11345	0.37065	44.86	64.81	-1.44	0.00167	0.93
6	Aloxe3	arachidonate lipoxygenase 3	11	69126377	69149116	+	0.00158	0.38422	0.15555	3.65	2.46	1.49	0.00223	0.93
7	Trub2	TruB pseudouridine (psi) synthase homolog 2 (E. coli)	2	29774684	29787672	-	0.01909	0.02822	0.01274	0.46	1.53	-3.35	0.00252	0.93
8	Stx16	syntaxin 16	2	174077051	174099772	+	0.00424	0.95722	0.07782	2.47	1.12	2.22	0.00291	0.93
9	Plekhb1	pleckstrin homology domain containing, family B (evectins) member 1	7	100643896	100658457	-	0.00077	0.02222	0.52186	1.14	3.72	-3.26	0.00303	0.93
10	Stx16	syntaxin 16	2	174077051	174099772	+	0.00403	0.00678	0.09452	1.75	0.99	1.77	0.00317	0.93
11	Ap1g1	adaptor protein complex AP-1, gamma 1 subunit	8	109778583	109864210	+	0.00174	0.01786	0.24411	4.28	7.68	-1.79	0.00322	0.93
12	Necab1	N-terminal EF-hand calcium binding protein 1	4	14952245	15149132	-	0.07970	0.70533	0.00491	40.03	80.49	-2.01	0.00326	0.93
13	Clcn4	chloride channel 4–2	7	7282309	7298837	-	0.00860	0.22439	0.04679	28.77	49.45	-1.72	0.00341	0.93
14	Mob3a	MOB kinase activator 3A	10	80685253	80701821	-	0.01468	0.80982	0.03750	5.26	9.74	-1.85	0.00422	0.93
15	Syt1	synaptotagmin I	10	108497650	109010976	-	0.84295	0.00173	0.00043	41.34	60.54	-1.46	0.00442	0.93
16	Asph	aspartate-beta-hydroxylase	4	9628646	9669163	-	0.00064	0.01087	0.90692	15.71	22.32	-1.42	0.00451	0.93
17	Pih1d1	PIH1 domain containing 1	7	45155946	45160065	+	0.53032	0.00680	0.00135	16.08	7.07	2.27	0.00480	0.93
18	Stard4	StAR-related lipid transfer (START) domain containing 4	18	33201421	33213817	-	0.06998	0.29159	0.00981	2.24	6.27	-2.80	0.00481	0.93
19	Mdk	Midkine	2	91929805	91931703	-	0.22526	0.09691	0.00324	22.18	8.03	2.76	0.00482	0.93
20	Hmgcr	3-hydroxy-3-methylglutaryl-Coenzyme A reductase	13	96648962	96670937	-	0.29823	0.64500	0.00251	32.52	69.15	-2.13	0.00488	0.93
21	Prkar2b	protein kinase, cAMP dependent regulatory, type II beta	12	31958479	32061280	-	0.02067	0.14821	0.03323	53.89	95.40	-1.77	0.00489	0.93
22	Ankrd39	ankyrin repeat domain 39	1	36538171	36547253	-	0.12787	0.02430	0.00591	2.26	0.34	6.68	0.00503	0.93
23	Hsd17b7	hydroxysteroid (17-beta) dehydrogenase 7	1	169949537	169969206	-	0.01304	0.06298	0.05826	2.39	4.93	-2.06	0.00518	0.93
24	Gtf2a1	general transcription factor II A, 1	12	91555262	91590488	-	0.00619	0.00143	0.14021	1.39	3.13	-2.26	0.00553	0.93
25	Jmjd7	Pla2g4b - phospholipase A2, group IVB (cytosolic)	2	120027483	120032605	+	0.81699	0.00388	0.00055	3.62	2.08	1.74	0.00565	0.93

Results sorted according to post-hoc significance in the KO samples. The # genes with P values ≤ 0.05 was 615 out of 15,248 queried.

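In the KO mice, 650 of the 21715 transcripts differed between ethanol and saline at an unadjusted p under 0.05, 285 higher and 365 lower after ethanol. This is below the 1086 transcripts that chance alone would give. The lowest adjusted p from the edgeR quasi-likelihood test was 0.9998, so 0 transcripts had an adjusted p under 0.05 and 0 had one under 0.30. All 25 transcripts of Table 3 changed in the direction that the table gives, and 15 of them had an unadjusted p under 0.05. As for Table 2, matching by group means of RPKM nearly fixes this direction. KO ethanol replicate 12, with the lowest total count (719735), is 1 of the 3 KO ethanol libraries. Leaving out 1 library at a time gave between 175 and 1273 transcripts at an unadjusted p under 0.05.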

Because of the apparent differences in the genes altered by ethanol in the two genotypes, we also examined the baseline differences due to genotype in the saline-treated condition of the experimental model. 

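Under saline, 4142 of 21715 transcripts (19.1%) differed between p53 KO and WT mice at an unadjusted p under 0.05, 2070 higher and 2072 lower in KO mice. After adjustment in edgeR, 15 transcripts had an adjusted p under 0.05 (13 higher, 2 lower), and 5166 had an adjusted p under 0.30. The 25 transcripts of Table 4 all differed in the direction that the table gives, which the matching by group means of RPKM nearly fixes. Of these, 21 had an unadjusted p under 0.05 and 10 an adjusted p under 0.05. With at least 10 counts required in every library, 1925 of the 8320 transcripts then tested were at an unadjusted p under 0.05. Across the fits that each left out 1 library, the number lay between 2517 and 6170. At an adjusted p under 0.05 it lay between 0 and 1353, and under 0.30 between 72 and 9156. The transcripts that were higher in KO mice were longer (median 4401 bases) than those that were lower (median 1400.5 bases). With the trends of each library with transcript length and GC content removed, a setting chosen after seeing the data, 3406 had an unadjusted p under 0.05 and 6 an adjusted p under 0.05.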

A total of 2,088 genes were significantly changed (Table 4). Interestingly, there was considerable overlap in the genes showing a baseline difference in the two genotypes with those that showed ethanol-induced effects in each genotype separately. 

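At an unadjusted p under 0.05, 2751 transcripts differed both between WT ethanol and WT saline and between KO and WT mice under saline. This is 69.7% of the transcripts in the first comparison and 66.4% of those in the second. In 2750 of them the sign was the same, 1453 higher and 1297 lower than in WT saline. The interaction was also at an unadjusted p under 0.05 for 2019 of them. Across all tested transcripts, the log2 fold changes of both comparisons had a Spearman rho of 0.85, where transcripts are not independent replicates. The same 3 WT saline libraries are the reference in both comparisons, so their spread enters both fold changes and favours the same sign. The rho and the number of shared signs that this alone would give were not computed. An unadjusted p under 0.05 for ethanol versus saline in each genotype was found for 162 transcripts, and 135 of these changed in opposite directions. The rho of the ethanol effects in WT and KO mice, which share no library, was -0.18 across transcripts.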

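In the saline condition, Map4 (NM_001205332) was at 78.5 ± 19.8 CPM (SD, n = 3) in KO mice against 9.10 ± 1.02 (SD, n = 3) in WT mice. The log2 fold change was 3.10 (standard error 0.38, adjusted p = 0.0264 from the edgeR quasi-likelihood test). Sik2 was at 15.9 ± 1.59 CPM (SD, n = 3) in KO mice, a log2 fold change of 1.94 (standard error 0.43, edgeR adjusted p = 0.111). Dmtf1 was at 50.4 ± 11.7 CPM (SD, n = 3) in KO mice, a log2 fold change of 2.03 (standard error 0.35, edgeR adjusted p = 0.0557). By p, the Map4, Dmtf1 and Sik2 transcripts ranked 1, 18 and 92 among 21715. The next ranks after Map4 were those of Smarca2 NM_011416 and Hivep3 NM_010657. In the 12 fits that each left out 1 library, the log2 fold changes stayed between 2.88 and 3.23 for Map4, 1.77 and 2.14 for Sik2, and 1.81 and 2.20 for Dmtf1. Summed over all transcripts of the gene, the log2 fold change was 0.16 for Map4, 1.28 for Dmtf1 and 1.98 for Sik2.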

In fact, the top three affected genes in the WT mice treated with ethanol vs saline (Table 2) and in the p53 KO vs p53 WT mice (Table 4) overlapped completely (i.e., Map4, Sik2, and Dmtf1). The presence of these overlapping genes was reinforced by the results of the two-way ANOVA interaction analysis, which specifically detects genes whose expression changes due to ethanol are strongly influenced by p53 genotype (and vice versa). 

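The interaction, taken as the ethanol log2 fold change in KO mice minus that in WT mice, was -3.31 for Map4 NM_001205332 (standard error 0.51, adjusted p = 0.137 from the edgeR quasi-likelihood test). It was -2.38 for Sik2 (standard error 0.59, edgeR adjusted p = 0.201) and -2.23 for Dmtf1 (standard error 0.48, edgeR adjusted p = 0.168). In KO mice, ethanol changed Sik2 by -0.35, Dmtf1 by -0.13 and Map4 by -0.86 on the log2 scale. All 3 interactions kept their sign and an unadjusted p under 0.05 in the 12 fits that each left out 1 library. With counts summed over the transcripts of each gene, the interaction was -0.31 for Map4, -2.40 for Sik2 and -1.32 for Dmtf1.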

As expected, the Map4, Sik2, and Dmtf1 genes all showed significant interaction effects (Table 5). Thus, many genes altered due to ethanol in WT mice are also altered due to baseline p53 genotype differences. 

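Hivep3 (NM_010657; chromosome 4, 119814678 to 120135411) was at 1.81 ± 0.203 CPM in WT saline, 17.1 ± 2.39 in WT ethanol and 33.1 ± 11.1 in KO saline libraries (SD, n = 3 per group). The log2 fold changes were 3.26 (standard error 0.58, edgeR adjusted p = 0.0619) for ethanol in WT mice and 4.21 (standard error 0.60, edgeR adjusted p = 0.0412) for KO versus WT mice under saline. Smarca2 (NM_011416; chromosome 19, 26605160 to 26778321) was at 7.82 ± 4.92, 77.9 ± 14.8 and 82.2 ± 15.8 CPM in the same groups (SD, n = 3 per group). Its log2 fold changes were 3.38 (standard error 0.46, edgeR adjusted p = 0.0395) and 3.46 (standard error 0.46, edgeR adjusted p = 0.0341). The other Smarca2 transcript, NM_026003, changed by -0.90 and -0.96, and with both summed the log2 fold changes were 0.12 and 0.14. For Sh3gl2 (NM_019535; chromosome 4, 85205456 to 85389379), the level was 269 ± 60.3, 290 ± 92.2 and 293 ± 26.8 CPM (SD, n = 3 per group). Its log2 fold changes of 0.11 (standard error 0.37) and 0.13 (standard error 0.37) were smaller than the spread between replicates. On the deposited RPKM values, limma on log2(RPKM + 1) gave 0.72 and 0.86 for Sh3gl2, whereas without the 2 libraries whose names open with L the counts gave -0.08 and -0.06.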

Most of these genes do not belong to canonical p53 signaling pathways, although several are clearly involved in p53-related processes, including chromatin and cell cycle regulation (e.g., Dmtf1, Hivep3, and Smarca2) as well as synaptic function (e.g., Sh3gl2).

**Table 4:** Genes with significant expression changes due to genotype in saline-treated P7 WT and KO mice.

							*2-way ANOVA*			*Post-Hoc Contrast*				
							*Treatment*, *Genotype*, *Interaction*			*KO* ^*Saline*^ *vs*. *WT* ^*Saline*^				
										Mean Expression				
	Gene ID	Gene Name	Chr	Start	Stop	Strand	p-value (Treatment)	p-value (Genotype)	p-value (Genotype x Treatment)	KO ^Saline^	WT ^Saline^	Fold change	P-value	FDR
1	Map4	microtubule-associated protein 4	9	109931774	110083955	+	0.00415	0.00005	0.00002	12.45	1.79	6.94	0.00000	0.03
2	Sik2	salt inducible kinase 2	9	50892801	51009074	-	0.00019	0.00065	0.00002	3.75	1.28	2.93	0.00001	0.06
3	Dmtf1	cyclin D binding myb-like transcription factor 1	5	9118868	9161777	-	0.00023	0.00044	0.00013	11.88	3.35	3.55	0.00002	0.06
4	Hivep3	human immunodeficiency virus type I enhancer binding protein 3	4	119814678	120135412	+	0.03469	0.00036	0.00019	3.09	0.27	11.51	0.00002	0.06
5	Smarca2	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2	19	26605160	26778322	+	0.00157	0.00103	0.00009	12.62	1.40	9.00	0.00002	0.06
6	Cit	citron	5	115845656	116006342	+	0.00044	0.00037	0.00025	2.40	0.23	10.66	0.00003	0.06
7	Axl	AXL receptor tyrosine kinase	7	25756500	25788734	-	0.19396	0.00014	0.00092	0.86	5.69	-6.61	0.00003	0.06
8	Fam13b	family with sequence similarity 13, member B	18	34442351	34506824	-	0.00673	0.00144	0.00011	21.27	4.63	4.59	0.00003	0.06
9	Sh3gl2	SH3-domain GRB2-like 2	4	85205456	85389380	+	0.06213	0.00381	0.00009	110.79	60.55	1.83	0.00004	0.07
10	Anks1b	ankyrin repeat and sterile alpha motif domain containing 1B	10	90575727	90972985	+	0.00120	0.00009	0.00672	3.50	0.83	4.22	0.00006	0.09
11	Mrpl55	mitochondrial ribosomal protein L55	11	59202486	59206136	+	0.17417	0.00025	0.00255	3.60	12.35	-3.43	0.00007	0.10
12	Pcbp2	poly(rC) binding protein 2	15	102470632	102500060	+	0.02222	0.00011	0.00870	7.31	17.81	-2.44	0.00008	0.10
13	Syt1	synaptotagmin I	10	108497650	109010976	-	0.84295	0.00173	0.00043	60.54	29.84	2.03	0.00008	0.10
14	Golga1	golgi autoantigen, golgin subfamily a, 1	2	39016156	39065542	-	0.00351	0.00162	0.00053	4.57	0.58	7.91	0.00009	0.10
15	Txlng	taxilin gamma	X	162778917	162829455	-	0.01230	0.00360	0.00041	2.40	0.25	9.62	0.00012	0.10
16	Tppp	tubulin polymerization promoting protein	13	74009419	74035754	+	0.17454	0.00235	0.00065	28.08	9.17	3.06	0.00012	0.10
17	Ncoa7	nuclear receptor coactivator 7	10	30645582	30803108	-	0.00653	0.01225	0.00018	8.49	2.27	3.75	0.00012	0.10
18	Syt1	synaptotagmin I	10	108497650	109010976	-	0.47102	0.00270	0.00060	131.82	61.28	2.15	0.00013	0.10
19	Dync1li2	dynein, cytoplasmic 1 light intermediate chain 2	8	104417674	104443048	-	0.00764	0.00232	0.00070	32.04	9.70	3.30	0.00013	0.10
20	Jmjd7	Pla2g4b - phospholipase A2, group IVB (cytosolic)	2	120027483	120032605	+	0.81699	0.00388	0.00055	2.08	5.78	-2.78	0.00014	0.11
21	Alad	aminolevulinate, delta-dehydratase	4	62505984	62519910	-	0.01717	0.00408	0.00056	1.65	5.50	-3.33	0.00015	0.11
22	Dnajc18	DnaJ (Hsp40) homolog, subfamily C, member 18	18	35671105	35703145	-	0.00179	0.01027	0.00031	11.86	7.85	1.51	0.00016	0.11
23	Syne1	synaptic nuclear envelope 1	10	5020196	5194708	-	0.00235	0.00243	0.00117	3.73	0.49	7.65	0.00018	0.12
24	Camk1d	calcium/calmodulin-dependent protein kinase ID	2	5293457	5676047	-	0.08877	0.00444	0.00074	15.46	6.34	2.44	0.00019	0.12
25	Shank2	SH3/ankyrin domain gene 2	7	144175520	144422676	+	0.02071	0.00228	0.00145	7.46	1.02	7.29	0.00019	0.12

Results sorted according to post-hoc significance in the saline-treated KO vs WT samples. The # genes with P values ≤ 0.05 was 2,088.

**Table 5:** Genes with significant interaction effects in expression after ethanol treatment in P7 WT and KO mice.

							*2-way ANOVA Interaction*		*Post-Hoc Contrasts of Interest*					
							*Genotype x Treatment*		*WT* ^*EtOH*^ *vs WT* ^*Saline*^		*KO* ^*EtOH*^ *vs KO* ^*Saline*^		*KO* ^*Saline*^ *vs WT* ^*Saline*^	
	Gene ID	Gene Name	Chr	Start	Stop	Strand	P-value	FDR	Fold Chg	P-value	Fold Chg	P-value	Fold Chg	P-value
1	Sik2	salt inducible kinase 2	9	50892801	51009074	-	0.00002	0.15	3.17	0.00000	-1.21	0.11781	2.93	0.00001
2	Map4	microtubule-associated protein 4	9	109931774	110083955	+	0.00002	0.15	4.36	0.00002	-1.77	0.00777	6.94	0.00000
3	Sh3gl2	SH3-domain GRB2-like 2	4	85205456	85389380	+	0.00009	0.27	1.67	0.00016	-1.31	0.00681	1.83	0.00004
4	Smarca2	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2	19	26605160	26778322	+	0.00009	0.27	8.46	0.00003	-1.63	0.10869	9.00	0.00002
5	Nudt8	nudix (nucleoside diphosphate linked moiety X)-type motif 8	19	4000580	4002103	+	0.00009	0.27	-2.31	0.00019	1.63	0.00616	-2.23	0.00030
6	Fam13b	family with sequence similarity 13, member B	18	34442351	34506824	-	0.00011	0.27	3.98	0.00007	-1.51	0.04162	4.59	0.00003
7	Dmtf1	cyclin D binding myb-like transcription factor 1	5	9118868	9161777	-	0.00013	0.29	3.76	0.00001	-1.07	0.71778	3.55	0.00002
8	Prune2	prune homolog 2 (Drosophila)	19	16956118	17223933	+	0.00016	0.29	2.25	0.00004	-1.13	0.23131	1.54	0.00234
9	Ncoa7	nuclear receptor coactivator 7	10	30645582	30803108	-	0.00018	0.29	3.87	0.00009	-1.48	0.07524	3.75	0.00012
10	Hivep3	human immunodeficiency virus type I enhancer binding protein 3	4	119814678	120135412	+	0.00019	0.29	5.78	0.00021	-2.15	0.02382	11.51	0.00002
11	Cit	citron	5	115845656	116006342	+	0.00025	0.30	10.64	0.00003	-1.14	0.72748	10.66	0.00003
12	Il17d	interleukin 17D	14	57524829	57543167	+	0.00025	0.30	-2.73	0.00005	1.10	0.41739	-1.66	0.00407
13	Mvb12a	Fam125a - family with sequence similarity 125, member A	8	71542930	71548027	+	0.00027	0.30	-2.11	0.00061	1.52	0.01173	-2.06	0.00061
14	Dnajc18	DnaJ (Hsp40) homolog, subfamily C, member 18	18	35671105	35703145	-	0.00031	0.30	1.60	0.00007	-1.07	0.33251	1.51	0.00016
15	Hp1bp3	heterochromatin protein 1, binding protein 3	4	138216612	138244683	+	0.00035	0.30	1.90	0.00004	-1.04	0.69045	1.58	0.00049
16	Rnf6	ring finger protein (C3H2C3 type) 6	5	146209194	146221458	-	0.00035	0.30	28.45	0.00005	-1.34	0.58522	12.50	0.00044
17	Txlng	taxilin gamma	X	162778917	162829455	-	0.00041	0.30	7.76	0.00022	-1.71	0.10678	9.62	0.00012
18	Nme4	NME/NM23 nucleoside diphosphate kinase 4	17	26091745	26095471	-	0.00041	0.30	-2.91	0.00069	1.79	0.02198	-3.08	0.00048
19	Syt1	synaptotagmin I	10	108497650	109010976	-	0.00043	0.30	1.51	0.00296	-1.46	0.00442	2.03	0.00008
20	Macrod2	MACRO domain containing 2	2	140395430	142390051	+	0.00043	0.30	4.03	0.00041	-1.82	0.04721	4.36	0.00031
21	Sirt3	sirtuin 3 (silent mating type information regulation 2, homolog) 3 (S. cerevisiae)	7	140863663	140881870	-	0.00045	0.30	-6.69	0.00015	1.53	0.20943	-3.16	0.00351
22	Zfp410	zinc finger protein 410	12	84316859	84343831	+	0.00045	0.30	-7.90	0.00048	3.04	0.04164	-4.14	0.00466
23	Celf1	CUGBP, Elav-like family member 1	2	90940397	91019498	+	0.00045	0.30	-2.31	0.00039	1.39	0.05613	-1.91	0.00193

Results sorted according to significance of the interaction effect in the 2-way ANOVA model. 

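The interaction of Genotype and Treatment was at an unadjusted p under 0.05 for 3325 of 21715 transcripts (15.3%), 1574 positive and 1751 negative. With an adjusted p under 0.05 in edgeR there were 0, and with an adjusted p under 0.30 there were 2623. All 23 transcripts of Table 5 had an interaction in the direction of the table, and 19 had an unadjusted p under 0.05. Where a gene of the table has several transcripts, the one whose fold changes were nearest to the table's was taken, which favours the same direction. The smallest p values belonged to Smarca2 NM_011416 (log2 interaction -4.10, standard error 0.61), Map4 NM_001205332 (-3.31, standard error 0.51) and Sh3kbp1 NM_001135727 (-8.48, standard error 1.42), each with an edgeR adjusted p of 0.137. Summed over the transcripts of each gene, these interactions were -0.34, -0.31 and -0.46. The Sh3kbp1 transcript had at most 0.5 counts in a WT saline library, so the size of its interaction is not well measured. With the first letter of the library name as a covariate, 2180 transcripts were at an unadjusted p under 0.05 and 2 at an adjusted p under 0.30.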

The # genes with P values ≤ 0.05 was 2,144.

#### Gene ontology enrichment analysis

To formally examine the numerous genes with robust interaction effects, we performed two levels of biological pathway analysis. The first was a widely-used enrichment approach based on over-representation in specific KEGG Gene Ontology pathways. The results from this analysis indicate enrichment of changed genes in pathways related to metabolic, synaptic, and cell cycle functions, including: Butanoate metabolism (KEGG ID 157, p = 0.00017); GABAergic synapse (KEGG ID 90, p = 0.00229), and Chronic myeloid leukemia (KEGG ID 215, p = 0.00298). Notably, each of the nominally enriched pathways contained between 4–20% of the genes mapping to that pathway (Table 6).

**Table 6:** KEGG pathways enriched with genes showing significant Ethanol x Genotype interaction effects.

		Enrichment		KEGG pathway Genes			Score per 2-way ANOVA factors			Score per Post-Hoc Contrasts		
	KEGG Pathway Name	Score	p-value	*# genes in list*, *in pathway*	*# genes not in list*, *in pathway*	*% genes in pathway that are present*	*Treatment*	*Genotype*	*Treatment x Genotype*	*WT*^*ETOH*^ *vs*. *WT*^*SALINE*^	*KO*^*ETOH*^ *vs*. *KO*^*SALINE*^	*KO*^*SALINE*^ *vs*. *WT*^*SALINE*^
1	Butanoate metabolism (KEGG ID:157)	8.71	0.00017	5	22	18.52	1.39	0.45	2.55	2.64	0.91	1.78
2	GABAergic synapse (KEGG ID:90)	6.08	0.00229	7	85	7.61	1.63	0.40	2.40	2.86	0.46	1.30
3	Chronic myeloid leukemia (KEGG ID:215)	5.82	0.00298	6	66	8.33	0.81	0.79	2.51	2.40	1.04	2.26
4	Estrogen signaling pathway (KEGG ID:13)	5.78	0.00309	7	90	7.22	0.99	0.71	2.45	2.47	0.89	2.06
5	Osteoclast differentiation (KEGG ID:24)	5.65	0.00353	8	118	6.35	1.39	0.58	2.40	2.71	0.75	1.77
6	T cell receptor signaling pathway (KEGG ID:132)	5.39	0.00455	7	97	6.73	0.79	0.48	2.37	2.29	0.93	2.00
7	Proteoglycans in cancer (KEGG ID:260)	5.31	0.00495	11	213	4.91	0.93	0.46	2.38	2.39	0.85	1.96
8	Phosphatidylinositol signaling system (KEGG ID:211)	5.17	0.00567	6	76	7.32	1.12	0.33	2.31	2.44	0.69	1.58
9	Protein processing in endoplasmic reticulum (KEGG ID:35)	5.16	0.00573	9	157	5.42	0.73	0.68	2.33	2.19	0.99	2.07
10	Ras signaling pathway (KEGG ID:19)	5.15	0.00583	11	218	4.80	0.85	0.79	2.41	2.22	1.08	2.18
11	Oocyte meiosis (KEGG ID:7)	5.14	0.00589	7	102	6.42	0.77	0.42	2.21	2.00	1.01	1.80
12	ErbB signaling pathway (KEGG ID:212)	4.83	0.00797	6	82	6.82	0.82	0.82	2.50	2.40	1.02	2.29
13	Insulin signaling pathway (KEGG ID:64)	4.81	0.00817	8	137	5.52	0.75	0.68	2.44	2.32	1.01	2.13
14	Terpenoid backbone biosynthesis (KEGG ID:258)	4.71	0.00901	3	19	13.64	0.44	0.16	2.53	1.32	2.20	1.86
15	Dorso-ventral axis formation (KEGG ID:207)	4.71	0.00901	3	19	13.64	0.80	0.88	2.23	1.79	1.24	2.26
16	Fc epsilon RI signaling pathway (KEGG ID:121)	4.50	0.01112	5	63	7.35	0.90	0.34	2.50	2.45	0.96	1.93
17	Taurine and hypotaurine metabolism (KEGG ID:217)	4.14	0.01594	2	8	20.00	2.01	0.23	2.35	3.07	0.23	1.35
18	Valine, leucine and isoleucine degradation (KEGG ID:40)	4.00	0.01825	4	47	7.84	0.87	0.76	2.51	2.24	1.22	2.12
19	N-Glycan biosynthesis (KEGG ID:30)	4.00	0.01825	4	47	7.84	0.26	0.20	2.50	1.95	1.51	1.87
20	FoxO signaling pathway (KEGG ID:195)	3.99	0.01855	7	129	5.15	0.73	0.56	2.54	2.31	1.17	2.18
21	Endometrial cancer (KEGG ID:272)	3.94	0.01947	4	48	7.69	1.02	0.42	2.52	2.54	0.88	2.00
22	beta-Alanine metabolism (KEGG ID:18)	3.86	0.02117	3	27	10.00	2.17	0.34	2.45	3.22	0.18	1.33
23	TNF signaling pathway (KEGG ID:111)	3.81	0.02212	6	104	5.45	1.17	0.33	2.37	2.54	0.68	1.85
24	Non-small cell lung cancer (KEGG ID:273)	3.75	0.02344	4	51	7.27	1.02	0.42	2.52	2.54	0.88	2.00
25	Epstein-Barr virus infection (KEGG ID:149)	3.73	0.02398	9	201	4.29	1.28	0.88	2.32	2.59	0.58	2.22
26	Toxoplasmosis (KEGG ID:213)	3.69	0.02488	6	107	5.31	1.19	0.43	2.49	2.65	0.77	2.05
27	Circadian rhythm (KEGG ID:146)	3.68	0.02513	3	29	9.38	0.31	0.28	2.23	1.85	1.18	1.81
28	Progesterone-mediated oocyte maturation (KEGG ID:168)	3.62	0.02681	5	80	5.88	1.20	0.38	2.28	2.43	0.67	1.65
29	Alanine, aspartate, glutamate metabolism (KEGG ID:190)	3.60	0.02724	3	30	9.09	2.17	0.34	2.45	3.22	0.18	1.33
30	Adrenergic signaling in cardiomyocytes (KEGG ID:259)	3.51	0.02978	7	143	4.67	1.21	0.35	2.40	2.47	0.80	1.81
31	Neurotrophin signaling pathway (KEGG ID:128)	3.37	0.03448	6	116	4.92	0.72	0.85	2.50	2.27	1.14	2.31
32	mTOR signaling pathway (KEGG ID:216)	3.37	0.03449	4	58	6.45	0.95	0.42	2.43	2.35	0.95	1.93
33	Inositol phosphate metabolism (KEGG ID:219)	3.37	0.03449	4	58	6.45	1.06	0.26	2.15	2.29	0.63	1.68
34	Chemokine signaling pathway (KEGG ID:158)	3.36	0.03457	8	181	4.23	1.06	0.77	2.56	2.59	0.93	1.99
35	Morphine addiction (KEGG ID:160)	3.28	0.03751	5	88	5.38	1.26	0.41	2.31	2.59	0.60	1.25
36	Glioma (KEGG ID:122)	3.22	0.04002	4	61	6.15	0.95	0.98	2.61	2.55	1.03	2.42
37	Renal cell carcinoma (KEGG ID:16)	3.17	0.04196	4	62	6.06	1.08	0.73	2.45	2.22	1.11	2.17
38	RNA transport (KEGG ID:105)	3.16	0.04248	7	155	4.32	0.81	0.91	2.43	2.20	1.09	2.34
39	Vascular smooth muscle contraction (KEGG ID:233)	3.14	0.04341	6	123	4.65	1.05	0.88	2.34	2.44	0.76	1.61
40	RIG-I-like receptor signaling pathway (KEGG ID:106)	3.12	0.04396	4	63	5.97	0.50	0.45	2.24	2.01	1.04	1.70
41	Aldosterone-regulated sodium reabsorption (KEGG ID:72)	3.11	0.04465	3	37	7.50	1.23	0.21	2.55	2.70	0.76	1.82
42	Hepatitis C (KEGG ID:108)	3.01	0.04911	6	127	4.51	1.10	0.70	2.52	2.61	0.85	2.25

Results sorted according to significance of the enrichment score. A total of 7,387 KEGG pathways were queried, with 42 showing p < 0.05.

#### Pathway ANOVA analysis

We followed up the enrichment analysis with a Pathway ANOVA analysis in Partek Genomics Suite using the KEGG annotation database. The results indicated a significant overall main effect of ethanol treatment on the net expression of six KEGG transcript groups (Steroid biosynthesis; p53 signaling pathway; Collecting duct acid secretion; Glycosphingolipid biosynthesis; Valine, leucine and isoleucine biosynthesis; and mTOR signaling; Table 7). Among these, we note that the p53 signaling pathway ranked 2^nd^ according to significance (p = 0.0262), contained 117 transcripts, and exhibited significant decreases in WT animals exposed to ethanol (-1.24 fold, p = 0.0177) and a trend for increased expression in KO mice versus WT mice in the saline condition (2.21 fold, p = 0.0837); Fig 3, upper). 

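The expression of a gene set was taken as the mean of the deposited RPKM over its tested transcripts in each library. Each set was written by hand from the name of its pathway, so its members can differ from those of the paper's set. This gave 107 transcripts for p53 signaling and 16 for Steroid biosynthesis. The p53 signaling mean was 9.79 ± 1.06 RPKM in WT saline, 7.94 ± 0.645 in WT ethanol, 8.62 ± 0.568 in KO saline and 8.10 ± 0.242 in KO ethanol libraries (SD, n = 3 per group). Ethanol changed it -1.23-fold in WT mice (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). In KO mice the change was -1.06-fold (exact permutation p = 0.1). In the saline condition, the difference of KO from WT mice was -1.14-fold (exact permutation p = 0.2). When the mean was taken over log2(RPKM + 1), the setting that moved the ethanol change in WT mice most, it was -0.12 on the log2 scale against -0.30. The Steroid biosynthesis mean fell from 24.4 ± 3.52 to 20.6 ± 1.30 RPKM (SD, n = 3 per group) in WT mice, a -1.18-fold change (exact permutation p = 0.3). In KO mice it fell from 22.9 ± 2.35 to 17.6 ± 2.81 RPKM (SD, n = 3 per group), a -1.30-fold change (exact permutation p = 0.1).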

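The mean RPKM of the 132 tested transcripts in a hand-written Apoptosis set was 14.5 ± 1.39 (SD, n = 3) in KO mice given saline and 11.9 ± 0.307 (SD, n = 3) in KO mice exposed to ethanol. This is a -1.22-fold change (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). In WT mice the means were 13.9 ± 1.35 after saline and 14.3 ± 1.37 RPKM after ethanol (SD, n = 3 per group), which differ by less than the spread between replicates. By the sign of the edgeR log2 fold change, 84 transcripts were lower and 48 higher after ethanol in KO mice. At an unadjusted p under 0.05, 1 was lower and 0 were higher. On the mean of log2(RPKM + 1), the change in KO mice was -0.11.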

Another pathway of interest (Apoptosis, ranked 17^th^) did not show a significant overall effect, but did show notable decreases in the KO mice exposed to ethanol (-1.22 fold, p = 0.0278; Table 7).

**Fig 3:**
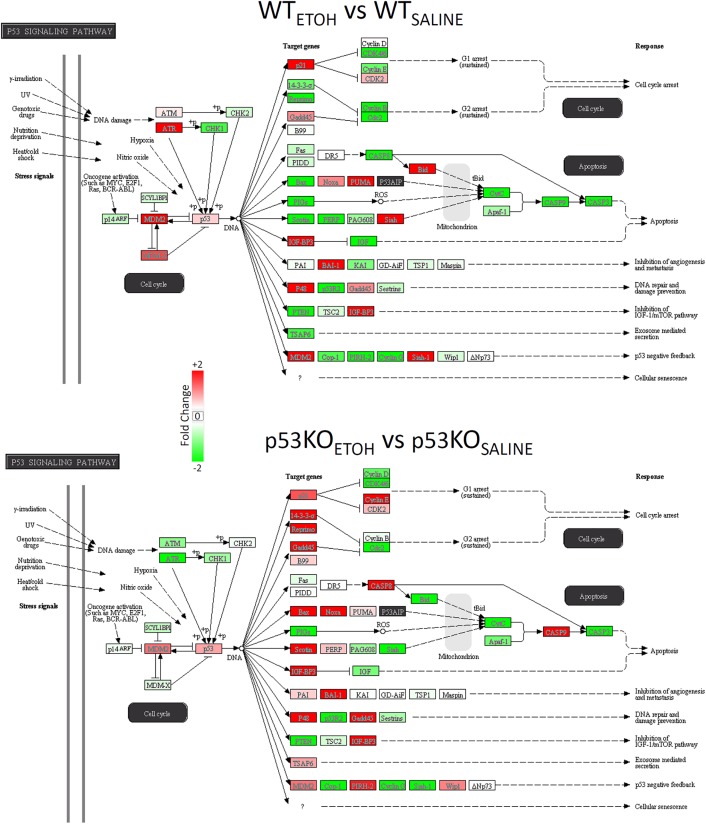
Changes in p53 Signaling genes due to ethanol. Ethanol induced changes in all n = 117 transcripts in the KEGG p53 Signaling pathway are shown. Colors denote direction of change (red = increased, green = decreased, white = no change).

**Table 7:** Top Pathway ANOVA KEGG gene sets showing effects due to main effect of ethanol vs saline treatment.

			*2-way ANOVA*			*Post-Hoc Contrasts*					
			*Treatment*, *Genotype*, *Interaction*			*WT*^*EtOH*^ *vs WT*^*Saline*^		*KO*^*EtOH*^ *vs KO*^*Saline*^		*KO*^*Saline*^ *vs WT*^*Saline*^	
	Top Shifted KEGG Pathways	# Genes	p value (Genotype)	p value (Treatment)	p value (Genotype x Treatment)	p value	Fold Change	p value	Fold Change	p value	Fold Change
1	**Steroid biosynthesis**	23	0.2038	**0.0158**	0.7359	0.0924	-1.20	**0.0429**	-1.29	0.4853	1.23
2	**p53 signaling pathway**	117	0.2273	**0.0262**	0.1758	**0.0177**	-1.24	0.4073	-1.07	0.0837	2.21
3	**Collecting duct acid secretion**	34	0.1023	**0.0267**	**0.0115**	**0.0029**	1.28	0.7056	-1.02	**0.0069**	1.88
4	**Glycosphingolipid biosynthesis—lacto and neolacto series**	51	0.1555	**0.0330**	0.1318	**0.0169**	-1.36	0.5446	-1.07	0.0508	1.49
5	**Valine, leucine and isoleucine biosynthesis**	5	0.9468	**0.0472**	0.6489	0.2226	-1.23	0.0816	-1.37	0.7116	-1.67
6	**mTOR signaling pathway**	128	0.3904	**0.0492**	0.3224	0.3986	-1.05	**0.0443**	-1.14	0.9199	2.76
7	Hematopoietic cell lineage	155	0.5511	0.0529	0.5811	0.2651	-1.43	0.0791	-1.71	0.4218	11.85
8	Ubiquitin mediated proteolysis	252	0.0896	0.0666	0.7680	0.2348	-1.03	0.1244	-1.05	0.2836	2.60
9	Terpenoid backbone biosynthesis	30	0.8003	0.0761	**0.0124**	0.4301	1.06	**0.0059**	-1.27	**0.0396**	1.64
10	Thyroid cancer	63	0.8149	0.0898	**0.0226**	**0.0100**	1.43	0.5475	-1.07	0.1060	3.05
11	Small cell lung cancer	161	0.4736	0.1002	0.2305	0.7025	-1.02	0.0562	-1.11	0.7096	2.73
12	Sphingolipid metabolism	79	0.4761	0.1008	0.3915	0.0868	-1.30	0.5213	-1.10	0.2760	1.40
13	Ubiquinone and other terpenoid-quinone biosynthesis	11	0.0540	0.1058	**0.0154**	**0.0086**	-1.39	0.4043	1.10	**0.0055**	-1.38
14	Pantothenate and CoA biosynthesis	25	0.5423	0.1125	0.6701	0.1543	-1.15	0.3709	-1.09	0.4676	1.34
15	Aminoacyl-tRNA biosynthesis	67	0.6971	0.1187	0.3145	0.0812	-1.18	0.6462	-1.04	0.6485	1.24
16	Rheumatoid arthritis	117	0.3522	0.1406	0.1875	0.0613	1.19	0.8943	1.01	0.1242	3.13
17	Apoptosis	156	0.2257	0.1412	0.0627	0.7184	1.03	**0.0278**	-1.22	0.5653	2.34
18	Type I diabetes mellitus	70	0.5160	0.1434	0.0856	**0.0351**	3.39	0.8170	-1.09	0.0989	18.38
19	beta-Alanine metabolism	38	0.3524	0.1488	0.2449	0.0784	1.19	0.8146	1.02	0.8546	1.47
20	Retinol metabolism	104	0.1425	0.1632	0.1413	0.0554	-1.53	0.9474	1.02	0.0502	2.86
21	Pentose and glucuronate interconversions	41	0.1020	0.1745	0.1989	0.0752	-1.37	0.9509	-1.01	0.0508	1.17
22	Degradation of aromatic compounds	4	0.7231	0.1800	0.7221	0.2300	-1.23	0.4588	-1.14	0.6171	1.41
23	Selenocompound metabolism	31	0.2463	0.1974	0.4634	0.1625	-1.16	0.6650	-1.05	0.1909	1.10
24	Synthesis and degradation of ketone bodies	13	0.1026	0.1995	**0.0016**	**0.0486**	1.32	**0.0026**	-1.58	**0.0017**	2.55
25	Caffeine metabolism	7	0.1695	0.2067	0.3732	0.1399	-2.81	0.7684	-1.60	0.1210	-2.61

Results sorted according to significance of the ethanol treatment p-value. Of the 255 KEGG pathways were queried, 6 had p < 0.05.

We next examined the Pathway ANOVA results to elucidate the most robust baseline differences between p53 KO and WT mice in the saline treatment condition. We identified a single KEGG pathway with a significant overall effect of Genotype on expression (SNARE interactions in vesicular transport), along with several neurotransmission-related KEGG pathways that all showed evidence of increased transcript expression in p53 KO vs WT mice (Table 8). 

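The 51 tested transcripts of a hand-written SNARE interactions in vesicular transport set averaged 29.3 ± 3.61 RPKM (SD, n = 3) in WT and 38.1 ± 2.99 (SD, n = 3) in KO mice under saline. This is a fold change of 1.30 (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). Vamp2 alone gave 19.8% of the summed RPKM, and 24 of the 51 transcripts were higher in KO mice. Without the 3 most abundant transcripts the log2 ratio was 0.20, against 0.38 with them. The 51 tested transcripts of the Nicotine addiction set averaged 11.5 ± 1.71 RPKM in WT and 16.5 ± 2.43 RPKM in KO mice (SD, n = 3 per group), a fold change of 1.44 (exact permutation p = 0.1). In this set, 35 transcripts were higher in KO mice, 9 of them with an unadjusted p under 0.05. The Neurotrophin signaling and Axon guidance sets were not analysed here.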

The pathways with significant post-hoc changes included SNARE interactions in vesicular transport (+2.88-fold), Neurotrophin signaling (+10.68-fold), Axon guidance (+8.09-fold), and Nicotine addiction (+2.46-fold). The individual gene changes in p53-related transcripts following ethanol exposure in the two different genotypes was made evident after visualization of the expression data in a heat map within the KEGG p53 signaling pathway itself (Fig 3). This indicated that there were more transcripts with decreased expression in the WT mice following ethanol treatment (Fig 4, top). 

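Of the 107 tested p53 signaling transcripts, 54 had a lower level after ethanol in WT mice and 56 in KO mice by the sign of the edgeR log2 fold change. At an unadjusted p under 0.05, 10 were lower and 7 higher in WT mice, against 1 lower and 1 higher in KO mice. The number of lower transcripts in WT mice depended on the normalization. With library size alone in place of TMM factors, 34 were lower in WT and 58 in KO mice. By the mean RPKM they numbered 68 in WT and 59 in KO mice, and with length and GC trends removed, a setting chosen after seeing the data, 67 and 44. An interaction at an unadjusted p under 0.05 was found for 11 of the 107, and 0 had an adjusted p under 0.05 in edgeR.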

We also observed several individual transcripts with opposite patterns of change due to ethanol in the two genotypes, including Bax, Casp8, and Casp9 (decreased in WT, increased in KO), as well as ATR and ATM (increased in WT, decreased in KO).

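Bax (NM_007527; chromosome 7, 45461695 to 45466898) was at 172 ± 77.9 CPM (SD, n = 3) in WT saline and 78.8 ± 27.3 (SD, n = 3) in WT ethanol libraries. This was a log2 fold change of -1.13 (standard error 0.41, adjusted p = 0.199 from the edgeR quasi-likelihood test). In KO mice its log2 fold change was 0.25 (standard error 0.41, edgeR adjusted p = 0.9998). Casp8 (NM_001080126; chromosome 1, 58802502 to 58847503) changed by -0.73 (standard error 1.17) in WT and 1.98 (standard error 1.27) in KO mice, with edgeR adjusted p values of 0.768 and 0.9998. Its counts ranged from 0.2 in a KO saline library to 46.8 in a WT ethanol library. The means of the other tested Casp8 transcript, NM_009812, moved the opposite way. They went from 1.1 ± 1.8 to 1.7 ± 2.7 CPM in WT and from 2.3 ± 1.1 to 0.45 ± 0.77 CPM in KO mice (SD, n = 3 per group). Casp9 (NM_015733; chromosome 4, 141793612 to 141815978) changed by 0.75 (standard error 0.64) in WT and -0.35 (standard error 0.64) in KO mice. Summed over its transcripts, Casp9 changed by -0.07 in WT mice. Atr (NM_019864; chromosome 9, 95857597 to 95951644) changed by 1.24 (standard error 0.71) in WT and -0.73 (standard error 0.69) in KO mice. Atm (NM_007499; chromosome 9, 53437122 to 53536671) changed by 0.61 (standard error 0.41) in WT and -0.60 (standard error 0.41) in KO mice. Of the transcript log2 fold changes given here, only that of Bax in WT mice had an unadjusted p under 0.05. With the trend of each library with transcript length and GC content removed, a setting chosen after seeing the data, Bax changed by -0.19 in KO mice and Atm by -0.21 in WT mice.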

**Fig 4:**
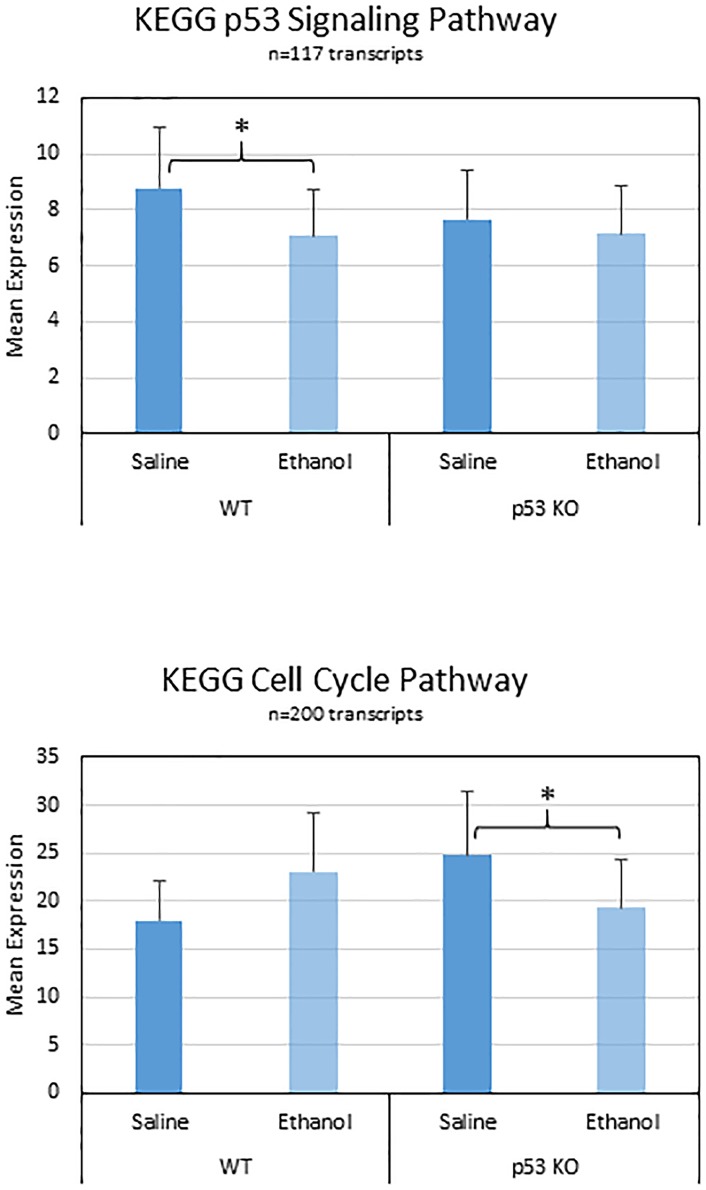
Ethanol-induced changes in the p53 Signaling Pathway and Cell Cycling Pathway. The transcripts contained with each of these KEGG pathways were averaged for each condition. There were trends for decreased expression in the p53 Signaling in the WT mice (upper) and for differential responses to ethanol in the WT and p53 KO mice (lower). Cell Cycle changes were confirmed by a significant Genotype x Treatment interaction from the Pathway ANOVA results. Bars show mean, T-bars depict standard error of the mean. Asterisks indicate significant (p<0.05) post-hoc contrasts within each genotype for the ethanol versus saline comparison.

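The mean RPKM over the 184 tested transcripts of a hand-written Cell cycle set was 19.5 ± 3.50 (SD, n = 3) in WT saline and 25.1 ± 3.06 (SD, n = 3) in WT ethanol libraries, a fold change of 1.28 (exact permutation test, two-sided, p = 0.2). In KO mice it was 26.9 ± 1.77 RPKM after saline and 20.9 ± 3.73 RPKM after ethanol (SD, n = 3 per group), a -1.28-fold change (exact permutation p = 0.1). The interaction, the log2 ratio in KO mice minus that in WT mice, was -0.72 (exact permutation over all equal splits of the 12 libraries between the sides of the contrast, p = 0.00866). Leaving out 1 library at a time kept it between -0.87 and -0.58. Ywhae alone made up 12.9% of the summed RPKM of the set. On the mean of log2(RPKM + 1), which gives the most abundant transcripts less weight, the change after ethanol in WT mice was -0.03 and the interaction was -0.07 (exact permutation p = 0.433). The interaction of the mean RPKM was -0.60 without the 3 most abundant transcripts (exact permutation p = 0.0130) and -0.72 without the 2 libraries whose names open with L (exact permutation p = 0.0191).

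**Figure D3:**
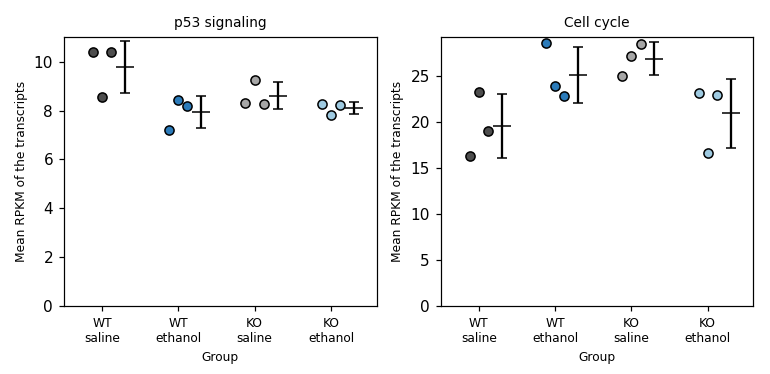
Mean RPKM of the 107 p53 signaling and 184 Cell cycle transcripts (vertical axes) in each library of the 4 groups (horizontal axes). Points are libraries, and the bars give the mean and SD of 3 libraries. The p53 signaling mean was 9.79 in WT saline and 7.94 in WT ethanol, and the Cell cycle mean was 26.9 in KO saline and 20.9 in KO ethanol.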

**Table 8:** Top Pathway ANOVA KEGG gene sets showing effects due to the main effect of genotype.

			*2-way ANOVA*			*Post-Hoc Contrasts*					
			*Treatment*, *Genotype*, *Interaction*			*WT*^*EtOH*^ *vs WT*^*Saline*^		*KO*^*EtOH*^ *vs KO*^*Saline*^		*KO*^*Saline*^ *vs WT*^*Saline*^	
	Top SHIFTED KEGG Pathways	# Genes	p value (Genotype)	p value (Treatment)	p value (Genotype x Treatment)	p value	Fold Change	p value	Fold Change	p value	Fold Change
1	SNARE interactions in vesicular transport	58	**0.0131**	0.8376	0.0553	0.1211	1.14	0.1892	-1.09	**0.0050**	2.88
2	Ubiquinone and other terpenoid-quinone biosynthesis	11	0.0540	0.1058	**0.0154**	0.0086	-1.39	0.4043	1.10	**0.0055**	-1.38
3	Histidine metabolism	41	0.0698	0.4350	0.3924	0.2571	-1.11	0.9550	1.01	0.0670	1.33
4	Ubiquitin mediated proteolysis	252	0.0896	0.0666	0.7680	0.2348	-1.03	0.1244	-1.05	0.2836	2.60
5	Lipoic acid metabolism	4	0.0921	0.2374	0.3080	0.1329	-1.43	0.8973	-1.04	0.0666	-1.76
6	Salivary secretion	146	0.0971	0.5055	**0.0071**	0.0164	1.50	0.0754	-1.26	**0.0048**	8.61
7	Synaptic vesicle cycle	110	0.1019	0.3117	0.2946	0.1582	1.20	0.9772	-1.00	0.0690	1.92
8	Pentose and glucuronate interconversions	41	0.1020	0.1745	0.1989	0.0752	-1.37	0.9509	-1.01	0.0508	1.17
9	Collecting duct acid secretion	34	0.1023	0.0267	**0.0115**	0.0029	1.28	0.7056	-1.02	**0.0069**	1.88
10	Allograft rejection	64	0.1024	0.6223	0.0806	0.1136	-1.51	0.3237	1.41	**0.0263**	1.77
11	Synthesis and degradation of ketone bodies	13	0.1026	0.1995	**0.0016**	0.0486	1.32	**0.0026**	-1.58	**0.0017**	2.55
12	Neurotrophin signaling pathway	253	0.1057	0.8440	**0.0123**	0.0420	1.37	0.0658	-1.27	**0.0074**	10.68
13	Axon guidance	251	0.1145	0.7451	**0.0359**	0.1614	1.18	0.0782	-1.21	**0.0162**	8.09
14	Nicotine addiction	66	0.1235	0.9641	0.0291	0.1025	1.19	0.0927	-1.18	**0.0148**	2.46
15	ErbB signaling pathway	166	0.1238	0.7213	0.0921	0.1451	1.16	0.3068	-1.09	**0.0332**	2.51
16	Pertussis	115	0.1247	0.9263	**0.0084**	0.0439	1.45	**0.0356**	-1.39	**0.0063**	9.79
17	Autoimmune thyroid disease	80	0.1251	0.6858	0.0865	0.1319	-1.49	0.3097	1.43	**0.0320**	2.00
18	Folate biosynthesis	17	0.1251	0.2229	0.1314	0.0666	-1.49	0.8062	1.06	**0.0432**	1.00
19	Lysine degradation	89	0.1271	0.6357	0.6306	0.5028	1.04	0.9959	-1.00	0.1580	2.13
20	Retinol metabolism	104	0.1425	0.1632	0.1413	0.0554	-1.53	0.9474	1.02	0.0502	2.86
21	Amyotrophic lateral sclerosis (ALS)	85	0.1433	0.8988	0.1794	0.2900	1.04	0.3711	-1.04	0.9172	2.12
22	Graft-versus-host disease	66	0.1435	0.7292	0.0967	0.1519	-1.47	0.3130	1.43	**0.0383**	1.91
23	Intestinal immune network for IgA production	62	0.1438	0.7593	0.1235	0.1875	-1.37	0.3498	1.34	**0.0458**	1.53
24	Ribosome	162	0.1507	0.4106	0.1416	0.1152	-1.24	0.6044	1.08	0.0523	-1.01
25	Phosphatidylinositol signaling system	142	0.1522	0.9724	**0.0095**	0.0417	1.55	**0.0451**	-1.42	**0.0079**	13.54

Results sorted by significance of the genotype p-value. Of the 255 KEGG pathways were queried, only 1 had p < 0.05 for the overall effect.

Finally, we examined the Pathway ANOVA results for evidence of significant Ethanol Treatment x Genotype interaction effects. This indicated nominally significant interaction effects in a total of 50 KEGG pathways (Table 9). 

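The 25 tested transcripts of a hand-written Butanoate metabolism set averaged 25.0 ± 2.55 RPKM (SD, n = 3) in WT saline and 34.7 ± 1.44 (SD, n = 3) in WT ethanol libraries, a fold change of 1.39 (exact permutation test, two-sided, p = 0.1). In KO mice the mean went from 38.5 ± 6.22 to 26.8 ± 1.43 RPKM (SD, n = 3 per group), a -1.44-fold change (exact permutation p = 0.1). The interaction was -0.99 on the log2 scale (exact permutation p = 0.00216, the smallest that 12 libraries allow). For Synthesis and degradation of ketone bodies, with 13 tested transcripts, the mean went from 38.1 ± 4.41 to 50.3 ± 1.40 RPKM in WT mice and from 62.4 ± 11.4 to 39.8 ± 3.70 RPKM in KO mice (SD, n = 3 per group). These are fold changes of 1.32 and -1.57 (exact permutation p = 0.1 for each), with an interaction of -1.05 on the log2 scale (exact permutation p = 0.00216). All genes of the ketone body set are also in the Butanoate metabolism set, so the results are not independent. With Benjamini-Hochberg adjustment over the 17 comparisons of set means, the adjusted permutation p was 0.0184 for both of these interactions, 0.0491 for the Cell cycle interaction and 0.121 or more for the other comparisons. These pathways, Cell cycle included, were taken up because the paper reports their interaction from the same data. The adjustment does not cover that choice, so these values are not independent support. Oxct1 made up 28.3% of the summed RPKM of the Butanoate metabolism set and 35.7% of that of the ketone body set. On the mean of log2(RPKM + 1), the interaction was -0.37 for Butanoate metabolism (exact permutation p = 0.0152) and -0.24 for ketone bodies (exact permutation p = 0.0996). On the mean RPKM without the 3 most abundant transcripts, they were -0.72 and -0.71 (exact permutation p = 0.00216 for each), and without the 2 libraries whose names open with L they were -0.94 and -1.02 (exact permutation p = 0.00952 for each).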

The two most robustly affected pathways included Butanoate metabolism and Synthesis and degradation of ketone bodies, which were both increased WT mice exposed to ethanol and decreased in KO mice exposed to ethanol. Other KEGG pathways of interest due to their involvement in brain function or p53 signaling that displayed significant interaction effects included: Amphetamine addiction, Long-term potentiation, Neurotrophin signaling, Cell cycle (Fig 4, bottom), Hedgehog signaling, Dopaminergic synapse, Nicotine addiction, GABAergic synapse, D-Glutamine and D-glutamate metabolism, TGF-beta signaling, and Axon guidance (Table 9). The pattern of individual gene changes in Cell Cycle-related transcripts following ethanol treatment in the two different genotypes became evident after visualization of the expression data in a heat map (Fig 5). We found that WT mice exposed to ethanol showed more decreases in Cell Cycle related transcripts compared to KO mice. Moreover, several of the genes that were increased in the WT mice following ethanol exposure were decreased in the KO mice, and vice versa. 

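Of the 184 tested Cell cycle transcripts, 93 were lower after ethanol in WT mice and 111 in KO mice by the sign of the edgeR log2 fold change. At an unadjusted p under 0.05, 13 were lower and 18 higher in WT mice, against 0 lower and 3 higher in KO mice. Between the genotypes, 63 transcripts were higher after ethanol in WT and lower in KO mice, and 45 were lower in WT and higher in KO mice. The interaction had an unadjusted p under 0.05 for 32 of the 184, and 0 had an adjusted p under 0.05 in the edgeR test. With library size alone in place of TMM factors, 59 of the transcripts were lower in WT and 110 in KO mice. When the 2 libraries named with L were left out, 97 were lower in WT and 97 in KO mice. These numbers after the removal of length and GC trends, a setting chosen after seeing the data, were 110 in WT and 77 in KO mice. From its observations on these transcripts, the paper proposes that p53 normally takes part in the dynamic response to ethanol.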

Together, these observations indicate that p53 is normally involved in the dynamic responses to ethanol.

**Fig 5:**
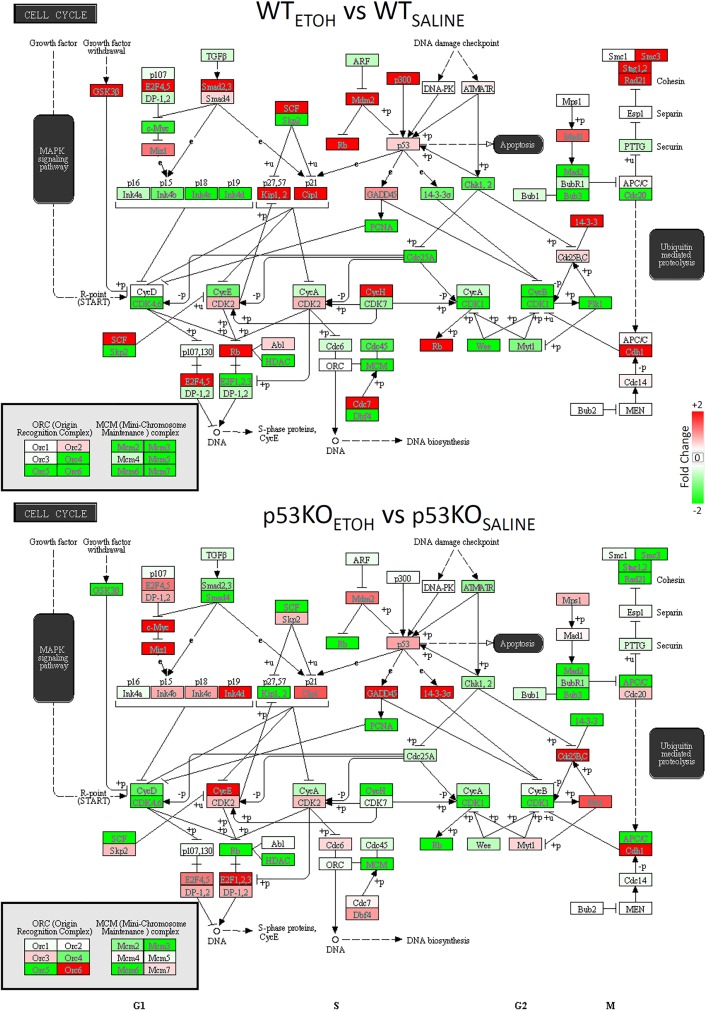
Changes in Cell Cycle genes due to ethanol. Overall, ethanol exposure altered more genes in this KEGG pathway in WT mice than p53 KO mice. Several of the genes that were increased in WT mice after ethanol were decreased in p53 KO, and vice versa. Same convention as Fig 3.

**Table 9:** Top Pathway ANOVA KEGG gene sets showing significant Ethanol x Genotype interaction effects.

			*2-way ANOVA*			*Post-Hoc Contrasts*					
			*Treatment*, *Genotype*, *Interaction*			*WT*^*EtOH*^ *vs WT*^*Saline*^		*KO*^*EtOH*^ *vs KO*^*Saline*^		*KO*^*Saline*^ *vs WT*^*Saline*^	
	Top SHIFTED KEGG Pathways	# Genes	p value (Genotype)	p value (Treatment)	p value (Genotype x Treatment)	p value	Fold Change	p value	Fold Change	p value	Fold Change
1	Butanoate metabolism (ID:157)	36	0.1962	0.6126	0.00074	0.0098	1.38	0.0034	-1.43	0.0015	3.55
2	Synthesis and degradation of ketone bodies (ID:63)	13	0.1026	0.1995	0.00157	0.0486	1.32	0.0026	-1.58	0.0017	2.55
3	Progesterone-mediated oocyte maturation (ID:168)	148	0.3624	0.4765	0.00365	0.0094	1.47	0.0474	-1.28	0.0075	6.02
4	Estrogen signaling pathway (ID:13)	175	0.2079	0.8344	0.00475	0.0202	1.54	0.0324	-1.40	0.0060	8.95
5	Oocyte meiosis (ID:7)	182	0.1975	0.9672	0.00559	0.0277	1.43	0.0304	-1.36	0.0065	7.97
6	Vascular smooth muscle contraction (ID:233)	233	0.2515	0.9832	0.00571	0.0302	1.36	0.0288	-1.32	0.0079	10.47
7	Hepatitis B (ID:101)	271	0.4805	0.2697	0.00619	0.1154	1.13	0.0088	-1.25	0.0141	4.13
8	Melanogenesis (ID:91)	182	0.2386	0.7206	0.00651	0.0218	1.55	0.0491	-1.37	0.0083	11.21
9	Salivary secretion (ID:67)	146	0.0971	0.5055	0.00713	0.0164	1.50	0.0754	-1.26	0.0048	8.61
10	GnRH signaling pathway (ID:243)	186	0.2038	0.8910	0.00813	0.0330	1.47	0.0451	-1.36	0.0087	10.81
11	Pertussis (ID:252)	115	0.1247	0.9263	0.00839	0.0439	1.45	0.0356	-1.39	0.0063	9.79
12	Amphetamine addiction (ID:97)	145	0.2389	0.7661	0.00939	0.0306	1.50	0.0604	-1.35	0.0108	9.60
13	Phosphatidylinositol signaling system (ID:211)	142	0.1522	0.9724	0.00951	0.0417	1.55	0.0451	-1.42	0.0079	13.54
14	Insulin signaling pathway (ID:64)	259	0.2884	0.8576	0.00985	0.0547	1.35	0.0363	-1.35	0.0129	11.57
15	Phototransduction (ID:44)	38	0.1949	0.9828	0.01011	0.0466	1.58	0.0443	-1.47	0.0098	7.52
16	Prostate cancer (ID:159)	155	0.4791	0.3898	0.01014	0.0168	1.65	0.1232	-1.30	0.0202	7.12
17	Circadian entrainment (ID:41)	199	0.2619	0.8712	0.01044	0.0387	1.42	0.0560	-1.33	0.0125	9.49
18	Long-term potentiation (ID:174)	119	0.1856	0.9682	0.01082	0.0457	1.45	0.0500	-1.37	0.0099	9.02
19	Collecting duct acid secretion (ID:109)	34	0.1023	0.0267	0.01146	0.0029	1.28	0.7056	-1.02	0.0069	1.88
20	Glioma (ID:122)	110	0.1584	0.9329	0.01147	0.0453	1.51	0.0549	-1.39	0.0093	10.53
21	Tuberculosis (ID:268)	291	0.1736	0.9829	0.01184	0.0498	1.32	0.0523	-1.27	0.0101	11.19
22	Neurotrophin signaling pathway (ID:128)	253	0.1057	0.8440	0.01233	0.0420	1.37	0.0658	-1.27	0.0074	10.68
23	Terpenoid backbone biosynthesis (ID:258)	30	0.8003	0.0761	0.01239	0.4301	1.06	0.0059	-1.27	0.0396	1.64
24	Cell cycle (ID:3)	200	0.3997	0.9180	0.01254	0.0599	1.28	0.0474	-1.28	0.0201	5.24
25	Valine, leucine and isoleucine degradation (ID:40)	63	0.6122	0.5121	0.01295	0.1155	1.18	0.0256	-1.28	0.0305	3.03
26	NOD-like receptor signaling pathway (ID:152)	103	0.2516	0.4220	0.01310	0.0217	1.59	0.1383	-1.26	0.0143	8.06
27	Ubiquinone and other terpenoid-quinone biosynthesis (ID:81)	11	0.0540	0.1058	0.01539	0.0086	-1.39	0.4043	1.10	0.0055	-1.38
28	Hedgehog signaling pathway (ID:55)	77	0.3147	0.3255	0.01587	0.0200	1.39	0.1949	-1.19	0.2000	2.62
29	Dopaminergic synapse (ID:222)	279	0.3451	0.8748	0.01604	0.0533	1.35	0.0762	-1.28	0.0212	8.53
30	Wnt signaling pathway (ID:172)	272	0.8859	0.9960	0.01719	0.0674	1.20	0.0666	-1.20	0.0569	3.83
31	Gastric acid secretion (ID:164)	142	0.2324	0.6897	0.01800	0.0439	1.52	0.1089	-1.31	0.0168	8.86
32	Cytosolic DNA-sensing pathway (ID:134)	93	0.5845	0.8687	0.01860	0.0588	-1.33	0.0855	1.27	0.1317	1.95
33	Circadian rhythm (ID:146)	60	0.6935	0.3892	0.02142	0.2071	1.17	0.0288	-1.37	0.1223	5.00
34	Endometrial cancer (ID:272)	94	0.9056	0.4219	0.02143	0.0309	1.31	0.1940	-1.15	0.0686	2.61
35	Colorectal cancer (ID:278)	121	0.7217	0.7752	0.02234	0.0584	1.21	0.1115	-1.16	0.0539	2.78
36	Mucin type O-Glycan biosynthesis (ID:21)	34	0.4786	0.7100	0.02252	0.1236	1.17	0.0532	-1.24	0.1803	1.57
37	Thyroid cancer (ID:54)	63	0.8149	0.0898	0.02257	0.0100	1.43	0.5475	-1.07	0.1060	3.05
38	Nicotine addiction (ID:42)	66	0.1235	0.9641	0.02911	0.1025	1.19	0.0927	-1.18	0.0148	2.46
39	GABAergic synapse (ID:90)	165	0.7915	0.9546	0.02979	0.0929	1.13	0.1056	-1.13	0.1330	2.22
40	D-Glutamine and D-glutamate metabolism (ID:231)	6	0.7994	0.4689	0.03018	0.0434	1.38	0.2227	-1.19	0.0750	2.00
41	TGF-beta signaling pathway (ID:71)	125	0.9325	0.6480	0.03211	0.1730	1.17	0.0621	-1.26	0.0950	4.41
42	Axon guidance (ID:154)	251	0.1145	0.7451	0.03587	0.1614	1.18	0.0782	-1.21	0.0162	8.09
43	Thiamine metabolism (ID:255)	6	0.2729	0.4636	0.03733	0.0499	-1.29	0.2577	1.16	0.0318	-1.44
44	T cell receptor signaling pathway (ID:132)	212	0.9175	0.2847	0.03897	0.3783	1.07	0.0339	-1.21	0.1339	3.64
45	Hippo signaling pathway (ID:183)	269	0.6327	0.7546	0.04052	0.0864	1.40	0.1727	-1.28	0.0714	5.94
46	Other glycan degradation (ID:9)	29	0.6687	0.9396	0.04232	0.1162	-1.30	0.1374	1.27	0.2014	1.28
47	Bacterial invasion of epithelial cells (ID:175)	148	0.7963	0.7084	0.04667	0.0889	1.25	0.2027	-1.17	0.1014	4.61
48	Linoleic acid metabolism (ID:73)	69	0.8134	0.9527	0.04703	0.1450	-1.38	0.1272	1.42	0.1045	2.12
49	Tight junction (ID:239)	241	0.8380	0.8406	0.04749	0.1094	1.26	0.1702	-1.21	0.1090	5.38
50	Sulfur relay system (ID:162)	15	0.7482	0.5964	0.04964	0.0776	-1.37	0.2487	1.22	0.0986	-1.09

Results sorted according to significance of the interaction p-value. A total of 255 KEGG pathways were queried, with 50 showing p < 0.05.

### Whole somatosensory cortex expression changes cluster in genomic regions

After completing the pathway and functional enrichment analysis, we sought to test if there were specific chromosomal regions targeted by ethanol, regardless of their function, where greater numbers of significantly changed genes were located than expected by chance. This analysis focused on the WT mice and identified 6 genomic regions (p<0.05) that appeared disproportionately targeted (Table 10).

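Table 10 lists 22 genes in 6 regions, and 20 of their transcripts passed the filter on low counts. In WT mice, 3 of the 20 (15.0%) differed between ethanol and saline at an unadjusted p under 0.05, against 18.2% of all tested transcripts. An adjusted p under 0.05 in edgeR was found for 0 of them. The 3 transcripts were Syk NM_011518 on chromosome 13 (log2 fold change 1.86, standard error 0.74, edgeR adjusted p = 0.221), Il17rd NM_134437 on chromosome 14 (2.33, standard error 0.90, edgeR adjusted p = 0.211) and Arhgef3 NM_001289688 on chromosome 14 (2.73, standard error 0.96, edgeR adjusted p = 0.192). The region on chromosome 14 from 26944770 to 27320961 had 6 tested transcripts, all higher after ethanol. No transcript in the regions on chromosomes 5, 6, 12 and 15 had an unadjusted p under 0.05. The number at this level was between 1 and 4 when 1 library was left out at a time.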

**Table 10:** Genomic regions with enriched ethanol effects in WT mice.

Chr	Start	End	Length	Average P-value	Genes in chromosome region
13	52517606	52882394	364788	0.012	Diras2, Gm2848, Syk, BB123696, Auh
6	148355126	148801076	445950	0.019	Tmtc1, Rps4l, Gm6313 4930528G23Rik, Ipo8
15	33685879	34112552	426673	0.028	Tspyl5, Mtdh
14	26944770	27320961	376191	0.032	Appl1, Hesx1, Il17rd, Arhgef3
12	34450193	35097333	647140	0.041	Hdac9, Prps1l1, Snx13
5	62684312	63729823	1045511	0.042	Arap2, Dthd1, Nwd2

### Increased levels of incomplete p53 transcripts in p53 KO mice

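Trp53 (chromosome 11, 69580359 to 69591873) is listed as 2 transcripts. NM_011640 was at 13.4 ± 10.3 CPM in WT saline, 11.3 ± 4.42 in WT ethanol, 5.32 ± 2.93 in KO saline and 14.8 ± 6.51 in KO ethanol libraries (SD, n = 3 per group). Its main effect of Genotype was -0.49 on the log2 scale (standard error 0.47, adjusted p = 0.758 from the edgeR quasi-likelihood test). Under saline, its KO versus WT log2 fold change was -1.30 (standard error 0.67, edgeR adjusted p = 0.302). NM_001127233 was at 1.56 ± 1.21 CPM in WT saline, 2.72 ± 2.09 in WT ethanol, 11.4 ± 6.42 in KO saline and 11.8 ± 9.26 in KO ethanol libraries (SD, n = 3 per group). Its main effect of Genotype was 2.55 (standard error 0.67, edgeR adjusted p = 0.485), with an unadjusted p of 0.00195. Under saline, its KO versus WT log2 fold change was 2.85 (standard error 0.97, edgeR adjusted p = 0.17), with an unadjusted p of 0.0111. Summed over both transcripts, Trp53 had a main effect of Genotype of 0.59 (standard error 0.42, edgeR adjusted p = 0.658), with an unadjusted p of 0.185.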

While examining the expression data of p53-related genes, we were struck by the observation that the p53 transcript itself was reported as increased in expression in the KO mice. To explore this in more detail, we examined the alignment of p53 transcript reads along the exons of p53 in Partek Flow software. This indicated that while there were higher levels of overall p53 transcripts in the KO mice, the transcripts were not derived from the region that had been deleted by gene- targeted recombination in the creation of the KO mouse line (Fig 6). Instead, there was a notable increase in the aligned read coverage of the last few exons (9–11) of the 3’region of the p53 mRNA in the KO mouse.

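The Trp53 transcripts share 10 of their 11 exons in the GENCODE annotation of GRCm38 and differ at the start of exon 11. This exon runs from 69591254 to 69591872 (619 bases) in NM_001127233 and from 69591350 to 69591872 (523 bases) in NM_011640. Exon 9 runs from 69589789 to 69589862, and exon 10 from 69590656 to 69590762. The deposited counts are per transcript, so coverage per exon was not analysed here. Of the Trp53 count, NM_001127233 had 68.5% (63.6% to 73.0%), 70.6% (63.7% to 76.6%) and 65.7% (57.0% to 73.0%) in KO saline replicates 7, 8 and 9, with 95% Wilson intervals in parentheses. It had 70.6% (65.6% to 75.0%) and 48.3% (43.8% to 52.9%) in KO ethanol replicates 10 and 18. In the WT libraries the highest share was 23.1% (16.1% to 31.3%), in WT ethanol replicate 14. A share of 7.0% was found in WT saline replicates 1 and 3, WT ethanol replicate 5 and KO ethanol replicate 12, whose Trp53 counts were 20.0, 51.0, 78.0 and 14.0. The intervals treat each estimated count as a read of 1 transcript and cover no other source of error. Reads in the shared exons were divided by the quantification, so the intervals understate the counting error as well.

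**Figure D4:**
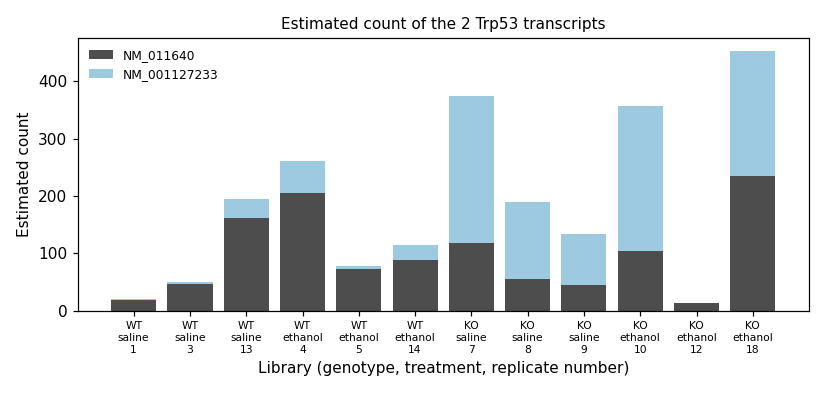
Estimated counts (vertical axis) of the 2 Trp53 transcripts in each library (horizontal axis). NM_001127233 has between 48.3% and 70.6% of the count in 5 of the 6 KO libraries and at most 23.1% in the WT libraries, while KO ethanol replicate 12 has 14.0 counts in all.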

**Fig 6:**
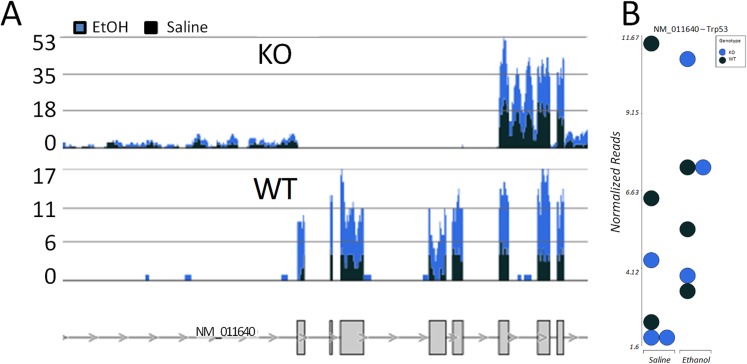
Visualization of p53 expression from the whole somatosensory cortex RNA-Seq data. A, Alignment of RNA-Seq reads spanning the p53 gene, with exon structure shown in gray below. At this magnification, only 8 of the exons can be distinguished (some boxes contain > 1). Note the absence of aligned reads in the p53 KO mice near the 5’ half of the gene, but normal or increased levels of RNA-Seq alignments in the 3’ half of the gene. B, plots of the mean normalized expression level across the entire p53 gene locus for the WT and p53 KO mouse. After ethanol exposure, the levels of the residual p53 gene show evidence of an attempt to increase expression.

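After ethanol, Trp53 NM_011640 in KO mice went from 5.32 ± 2.93 to 14.8 ± 6.51 CPM (SD, n = 3 per group), a log2 fold change of 1.41 (standard error 0.68, adjusted p = 0.9998 from the edgeR quasi-likelihood test). Without adjustment, p was 0.0570. Leaving out 1 library at a time gave log2 fold changes between 1.12 and 1.99, with an unadjusted p under 0.05 in 4 of 12 fits. NM_001127233 changed by 0.16 (standard error 0.86) in KO mice. Summed over both transcripts, the log2 fold change was 0.69 (standard error 0.60, edgeR adjusted p = 0.999) in KO mice and -0.04 (standard error 0.60) in WT mice. The interaction of the summed counts was 0.73 (standard error 0.85).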

### Targeted RNA-sequencing (TREx) confirms findings in somatosensory cortex and reveals heterogeneity in ethanol responses in different cortical and hippocampal subregions

The pathway analysis of the whole somatosensory cortex indicated a close association of p53-related genes with genes involved in the control of cell cycle and neuronal function. These findings reinforce the view of p53 as a central hub in the ethanol-induced dysregulation of brain cellular functions that ultimately leads to either an adaptive survival response or apoptosis. However, the immunohistochemical findings suggested that apoptosis did not occur equally in all cortical layers at the experimental timepoint examined. To examine this further, and provide validation of the initial RNA-Seq results, we performed Targeted RNA-Sequencing (TREx) using a custom panel of 280 p53-related genes involved in neuronal activity, apoptosis, DNA damage and repair, cell cycle regulation, and cell fate, plus housekeeping genes (gene list provided as S1 Table). Specifically, we measured gene expression in RNA samples obtained from somatosensory cortex layers 2–3 (combined), layer 4, layer 5, and layer 6 as well as the dentate gyrus and CA1 regions of the hippocampus.

#### Overall effects

TREx data were analyzed using a two-way ANOVA within each of the subregions to identify genes with significant expression changes due to ethanol Treatment in either WT or KO mice, as well as genes with significant Treatment x Genotype interaction effects. The overall results were grouped into five functional categories based on the TREx design and are summarized in Table 11. Notably, the highest percentage of genes with detectable effects due to Treatment or Treatment x Genotype interactions were found in the p53 Signaling Pathway (11/36 genes changed; 31%), Apoptosis (25/124; 20%), Regulation of Developmental Process (22/99; 22%), and several smaller categories related to neuronal function, including Synaptic Transmission (6/14; 43%) and Regulation of Long-Term Synaptic Plasticity (3/5; 60%).

**Table 11:** Combined summary of TREx expression changes due to ethanol in different brain regions, by function.

GENE ONTOLOGY CATEGORY	# Genes in Ontology	# Genes selected for TREx	Δ Genes	Genes from combined areas that changed in custom TRex assay (p < 0.05)
KEGG 04115: p53 signaling pathway	69	36	11	ATM, BAI1, CCNE2, CDK1, CDK4, EI24, PTEN, RPRM, SESN1, SESN2, TSC2
GO:0006915 Apoptosis	1698	124	25	ATM, BCL2, BCL2L1, BIRC5, CASP2, CASP6, CASP8, CD27, CDK1, CDKN1B, CRADD, CTGF, DLX1, EI24, FOXO3, GAD1, JUN, KRAS, NR2E1, PAK7, PTEN, SOX9, TRP53BP, XPA, YWHAE
GO:0007049 Cell Cycle	1421	133	17	ATM, BCL2, BIRC5, CDK1, CDKN1B, CTGF, DDB1, JUN, LIG3, MAPK1, PPP3CA, PTEN, RPRM, SESN1, SMC1A, TRP53BP2, TSC2
GO:0006974 Response to DNA damage stimulus	641	119	13	APEX2, ATM, BCL2, CDK1, DDB1, FOXO3, LIG3, MAPK1, PARP1, SMC1A, TDG, XPA, XRCC4
GO:0006281 DNA repair	402	87	9	APEX2, ATM, DDB1, LIG3, PARP1, SMC1A, TDG, XPA, XRCC4
GO:0050767 Regulation of neurogenesis	787	43	8	BCL2, DLX1, DLX2, HES1, MIB1, NR2E1, PTEN, XRCC4
GO:0030182 Neuron differentiation	1308	54	8	BCL2, DLX1, DLX2, HES1, MIB1, NR2E1, PTEN, SMAD4
GO:0007268 Synaptic transmission	562	14	6	EGR1, GAD1, KRAS, PPP3CA, PTEN, SYP
GO:0043005 Neuron projection	1169	44	6	CASP8, GAD1, MAPK1, PTEN, TSC2, YWHAE
GO:0048169 Regulation of long-term neuronal synaptic plasticity	33	5	3	EGR1, KRAS, SYP
GO:0045321 Leukocyte activation	768	38	6	ATM, BCL2, CD27, EGR1, FOXP1, XRCC4
GO:0050793 Regulation of developmental process	2369	99	22	BAI1, BCL2, CAMK1, CASP6, CD27, CDK1, CDKN1B, DLX1, DLX2, ERRFI1, FOXO3, HES1, JUN, MAPK1, MIB1, NR2E1, PTEN, SMAD1, SMAD4, SOX9, STAT1, XRCC4
GO:0016477 Cell migration	1177	35	7	BCL2, CTGF, GAD1, NR2E1, PTEN, SST, YWHAE

Colors indicate functional classes: Green, p53-related genes; Red, apoptosis-related genes; Yellow, cell cycle-related genes; Orange, DNA damage and repair; Blue, Neuronal and immune

#### Heterogeneity of ethanol-induced effects

Our overall results indicated that ethanol exposure triggers gene expression changes in the five functional categories of interest related to p53 and neuronal signaling (Table 11). However, we also noted that the specific genes with expression changes were not the same in each subregion in the WT and KO mice exposed to ethanol. For example, nine genes in the p53 Signaling Pathway were changed in WT mice exposed to ethanol, but the specific genes with changes were unique for each area, with Layer 5 and the dentate gyrus containing no significantly changed genes, Layer 4 and Layer 6 containing one changed gene, Layer 2–3 containing three changed genes, and the CA1 region containing four changed genes (Table 12). The distinct patterns of expression changes for each area were best visualized following hierarchical clustering (Fig 7). In general, the top most changed genes were decreased by ethanol exposure. 

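The genes of the TREx panel were also examined in the whole somatosensory cortex libraries. Of the 280 panel genes, 278 matched a symbol in the files, with 405 tested transcripts. In WT mice, 54 of these (13.3%) differed between ethanol and saline at an unadjusted p under 0.05, 36 higher and 18 lower. The lowest adjusted p in edgeR was 0.0841, for Dnmt3a. In KO mice, 12 of the 405 (3.0%) had an unadjusted p under 0.05. Requiring at least 10 counts in every library left 17 such transcripts in WT mice, with 8320 transcripts tested over all genes in place of 21715. The layer-specific TREx measurements were not analysed here.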

Another observation from the TREx results indicated that most of the significant expression changes found in the whole somatosensory cortex by RNA-Seq were not changed in the layer-specific TREx analysis, with a few notable exceptions. Specifically, Ei24, Errfi1, and Smad1 were changed in the whole somatosensory cortex as well in specific microdissected layers (denoted by asterisks in Table 12). This demonstrated that genes changes measured in whole brain region analyses may not be attributable to the whole region but rather to specific cell populations. It is also possible that inclusion of layer I and underlying white matter in the whole somatosensory cortex sample led to different results.

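In the whole somatosensory cortex of WT mice, Ei24 (NM_007915; chromosome 9, 36779153 to 36797068) was at 291 ± 103 CPM (SD, n = 3) after saline and 114 ± 25.8 (SD, n = 3) after ethanol. The log2 fold change was -1.35 (standard error 0.37, adjusted p = 0.129 from the edgeR quasi-likelihood test), and it stayed between -1.64 and -1.18 when 1 library was left out at a time. Errfi1 (NM_133753; chromosome 4, 150855091 to 150868880) was at 30.2 ± 6.23 and 19.9 ± 2.42 CPM (SD, n = 3 per group), a log2 fold change of -0.61 (standard error 0.37, edgeR adjusted p = 0.392). Smad1 (NM_008539; chromosome 8, 79338398 to 79399468) was at 24.9 ± 9.66 and 47.2 ± 12.9 CPM (SD, n = 3 per group), a log2 fold change of 0.94 (standard error 0.41, edgeR adjusted p = 0.250). The unadjusted p was 0.00250 for Ei24, 0.124 for Errfi1 and 0.0385 for Smad1. It was under 0.05 in 12, 1 and 4 of the 12 fits that each left out 1 library. In limma on log2(RPKM + 1), the Errfi1 change was -0.53 with an unadjusted p of 0.0398.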

**Fig 7:**
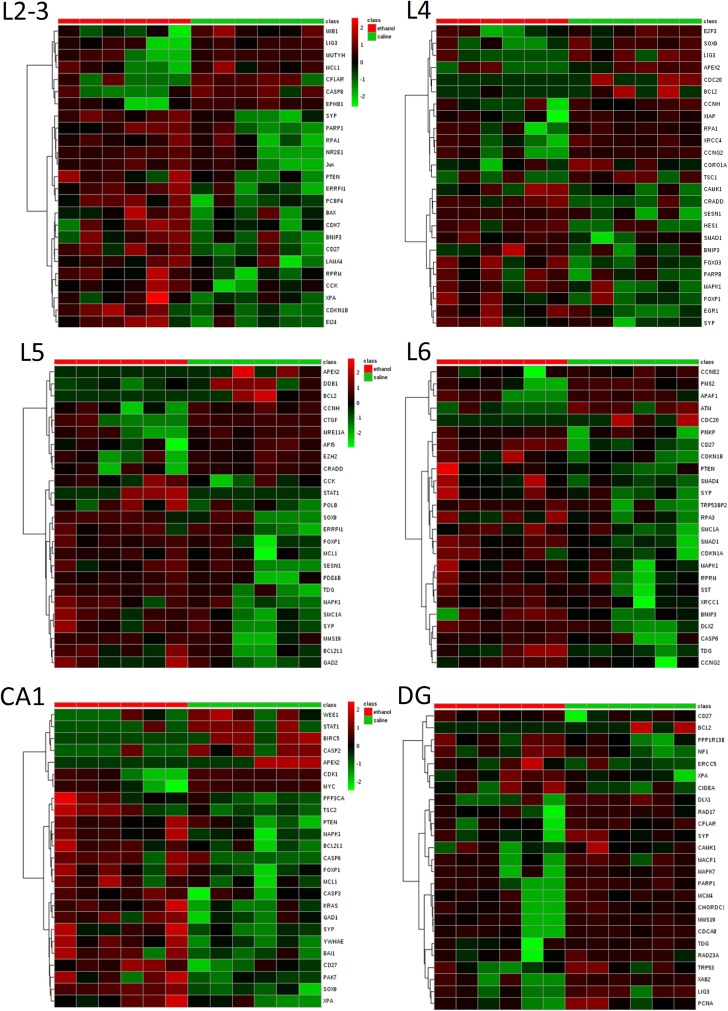
Heterogeneous responses of p53-related genes in different brain regions after ethanol exposure in WT mice. Hierarchical cluster maps show the 25 most significantly changed genes in each area ranked by t test. Each column represents the data from one mouse brain region sample (n = 6 per treatment group). Note that the pattern of change in each subregion distinguishes the ethanol and saline treated samples, but largely involves different genes.

**Table 12:** TREx expression changes due to ethanol in WT mice for different brain regions, grouped by function.

Post-hoc contrast (p < 0.05): WT ^ethanol^ vs WT ^saline^	SOMATOSENSORY CORTEX				HIPPOCAMPUS	
GENE ONTOLOGY CATEGORY	Layer 2–3	Layer 4	Layer 5	Layer 6	CA1	DG
KEGG 04115: p53 signaling pathway	Ei24*, Rprm, Casp8^Ø^	Sesn1		Atm	Bai1, Cdk1, Pten, Tsc2	
GO:0006915 apoptosis	Ei24*, Casp8^Ø^, **Cdkn1b**, **Cd27**^Ø^, Jun, Nr2e1, **Parp1**	Sesn1, Egr1, Foxo3^Ø^, Cradd, **Sox9**, Xrcc4	Bcl2, Ctgf, Ddb1, Foxp1	Atm, **Cd27**^Ø^, **Cdkn1b**, Smad1*, Trp53bp2	Bcl2l1, Birc5, Casp6, Casp2, Pak7, Pten, **Sox9**	Dlx1, **Parp1**
GO:0007049 cell cycle	**Cdkn1b**, Jun, Nr2e1, Rprm	Hes1, Lig3, **Sox9**	Bcl2, Ddb1, Ctgf, **Smc1a**	Atm, **Cdkn1b**, **Smc1a**, Trp53bp2	Bcl2l1, Birc5, Pten, Casp2, Cdk1, Ppp3ca, Mapk1, **Sox9**	
GO:0006974 response to DNA damage stimulus	Parp1, Pcbp4		Ddb1	Atm		
GO:0006281 DNA repair	**Parp1**	Lig3, Xrcc4	Ddb1, **Smc1a**, **Tdg**	Atm, **Tdg**, **Smc1a**	Apex2, Cd27, Xpa	**Parp1**
GO:0050767 regulation of neurogenesis	Mib1, Nr2e1	Foxo3^Ø^, Hes1, **Sox9**, Xrcc4	Bcl2		Pten, **Sox9**	Dlx1
GO:0030182 neuron differentiation	Jun, Mib1, Nr2e1	Foxo3^Ø^, Hes1	Bcl2, Foxp1	Smad1*, Smad4, Dlx2	Pten, Sox9	Dlx1
GO:0007268 synaptic transmission	Nr2e1, **Syp**	Egr1, Sox9		Sst, **Syp**	Gad1, Kras, Pten, **Syp**	
GO:0043005 neuron projection	Casp8^Ø^, **Cd27**^Ø^			**Cd27**^Ø^, Syp	Pten, Tsc2, Ywhae	
GO:0048169 regulation of long-term neuronal synaptic plasticity		Egr1		Syp		
GO:0045321 leukocyte activation	**Cd27**^Ø^, Jun	Egr1, Hes1, Xrcc4	Bcl2, **Foxp1**	Atm, **Cd27**^Ø^	**Foxp1**	
GO:0050793 regulation of developmental process	Casp8^Ø^, **Cd27**^Ø^, **Cdkn1b**, Errfi1*, Jun, Mib1, Nr2e1, **Parp1**	Egr1, Hes1, **Sox9**, Xrcc4	Bcl2, Ctgf, **Foxp1**	**Cd27**^Ø^, **Cdkn1b**, Dlx2, Smad1*	Bai1, Casp6, Pten, **Sox9**	Dlx1, **Parp1**
GO:0016477 cell migration	Jun, Nr2e1	Egr1, Hes1, **Sox9**	Bcl2, Ctgf, Foxp1	Sst	Pak7, Pten, **Sox9**	

* Gene transcript also found significantly changed in total somatosensory RNA seq analysis

^Ø^ Gene transcript was not detected in total somatosensory RNA seq analysis, possibly due to poor read counts or gene not present in gene annotation

Genes in bold are significantly changed in more than one region

In addition to functional gene group analysis, we also examined the expression profile of the p53 transcript itself across multiple brain regions in the TREx data. These results indicated a somewhat consistent pattern of ethanol-induced decreases in five out of six of the regions (Fig 8). Moreover, the absolute basal levels of expression were higher in the dentate gyrus than the other brain regions examined. Based on the immunohistochemical images showing a possible increase in the numbers of apoptotic cells in layer 5 of the somatosensory cortex, we also specifically looked at the evidence for apoptosis-related gene expression changes in this specific area in the TREx data. Of the 280 genes assayed via TREx, only six were changed in layer 5 of the WT mice exposed to ethanol. However, of these, four were mapped to the KEGG apoptosis pathway (Table 12). The relationship of these genes to each other and to the other unchanged apoptosis-related genes was visualized using the STRING database interaction tool (Fig 9). This indicated an absence of direct gene-to-gene (or protein-to-protein) relationships within an otherwise densely interconnected network, that prominently featured p53 and caspase-3. The TREx data for the KO mice exposed to ethanol also showed that significant expression changes were present in each of the same functional categories, but the pattern differed across areas (Table 13). Several genes involved in multiple pathways tended to show up as changed in multiple regions in the KO mice. For example, Pten was changed in four of the six regions examined, and was also present in nine of the 13 functional categories. Similarly, Camk1 was changed in four of the six regions examined, and present in four of the 13 functional categories. And Nf1 was changed in three of the six regions examined and present in five of the 13 functional categories (Table 13).

**Fig 8:**
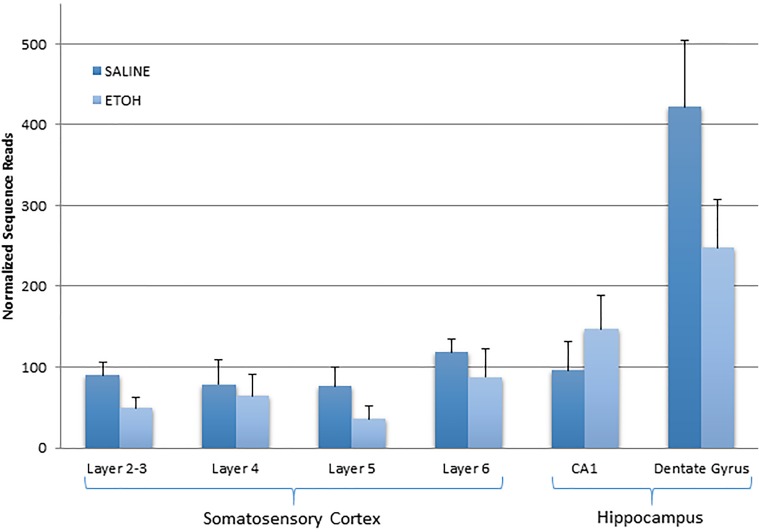
Expression of p53 transcript by targeted RNA-Seq in WT mice exposed to saline or ethanol. There is a general trend for decreased transcript expression in most brain regions following ethanol exposure (except for the CA1 region of the hippocampus). Bars show mean and T-bars indicate standard error of the mean n = 6 per group, four groups total.

**Fig 9:**
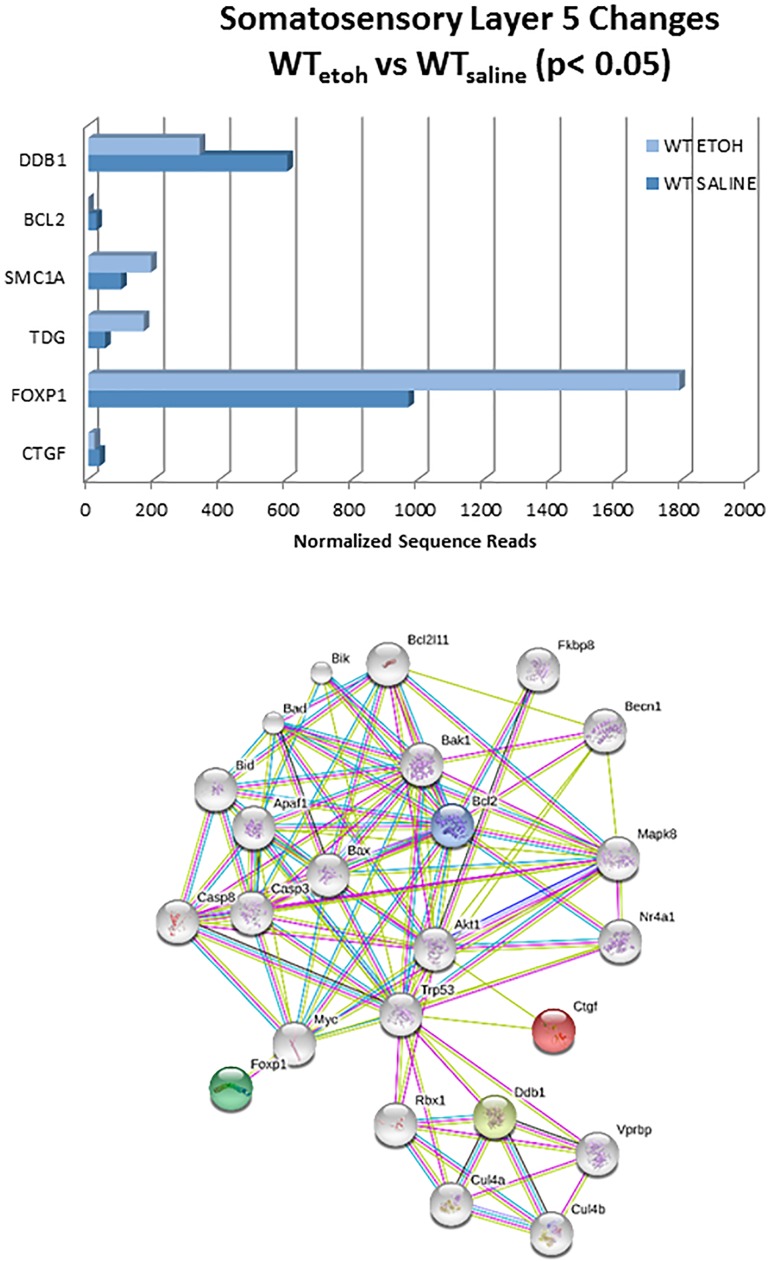
Expression changes in layer 5 of somatosensory cortex. Of the 280 genes assayed in the TREx, only 6 were changed in the WT mice exposed to ethanol. Of these, 4 were mapped in a single interaction network using the STRING database. Upper, normalized gene expression levels in TREx assay, with colors indicating the convention used for the KEGG TREx. Lower, STRING network for apoptosis. Note the presence of many genes that were assayed by TREx, but not found to be significantly changed (gray color). The genes that were changed are colored.

**Table 13:** TREx expression changes due to ethanol in p53 KO mice for different brain regions, grouped by function.

Post-hoc contrast (p < 0.05): KO ^ethanol^ vs KO ^saline^	SOMATOSENSORY CORTEX				HIPPOCAMPUS	
GENE ONTOLOGY CATEGORY	Layer 2–3	Layer 4	Layer 5	Layer 6	CA1	DG
KEGG 04115: p53 signaling pathway	**Cdk1**, **Pten**	**Pten**	**Pten**	Ccne2	Bai1, **Cdk1**, **Pten**, Sesn2	Cdk4
GO:0006915 apoptosis	**Cdk4**, **Dlx1**, **Nf1**	**Jun**, **Polb**, **Pten**	**Pten**	Api5, Myc	Cdk1, Ctgf, Foxp1, **Jun**, Lig4, Mcl1, Nes, Nf1, **Polb**, **Pten**, Slk, Xpa	**Cdk4**, **Dlx1**, **Nf1**, Ppp1r13b
GO:0007049 cell cycle	**Camk1**, Ccnh, **Cdk4**, **Crebbp**, **Pms2**, Tada3	**Camk1**, **Jun**, **Pten**	**Pten**, Rpa3	**Camk1**, Ccne2^Ø^, Myc	Cdk1, Ctgf, **Jun**, Lig4, Mcl1, Nes, Ppp1r13b, **Pten**	**Camk1**, Ccnh, **Cdk4**, **Crebbp**, **Pms2**, Tada3
GO:0006974 response to DNA damage stimulus					Xpa	
GO:0006281 DNA repair	**Ccnh**, **Pms2**	**Polb**, Smug1	Rpa3		Actl6a, Cdk1, Lig4, **Polb**, Xpa	**Ccnh**, **Pms2**
GO:0050767 regulation of neurogenesis	**Camk1**, Jun, **Pten**	**Pten**, **Camk1**	**Pten**	**Camk1**, Myc	Lig4, Mib1, Nf1, **Pten**	**Camk1**, Dlx1, Nf1
GO:0030182 neuron differentiation	**Camk1**, **Dlx1**	**Camk1**, **Jun**, **Pten**	**Pten**	**Camk1**, Dcx*	Bai1, Foxp1, **Jun**, Lamc1, Mib1, Nes, **Pten**	**Camk1**, **Dlx1**
GO:0007268 synaptic transmission	**Nf1**, **Syp**	**Pten**, **Syp**	**Pten**		Gad1, **Nf1**, **Pten**	**Nf1**, **Syp**
GO:0043005 neuron projection	**Nf1**, **Syp**	**Pten**, **Syp**	**Pten**	Calb2, Myc	Gad1, **Nf1**, **Pten**	**Nf1**, **Syp**
GO:0048169 regulation of long-term neuronal synaptic plasticity	**Nf1**, **Syp**	**Syp**		Dcx*	**Nf1**	**Nf1**, **Syp**
GO:0045321 leukocyte activation		**Jun**			Foxp1, **Jun**, Lig4	
GO:0050793 regulation of developmental process	**Nf1**, Syp	**Camk1**, **Jun**, **Pten**	**Pten**	**Camk1**, Myc	Cdk1, Ctgf, Foxp1, **Jun**, Mib1, **Pten**	**Camk1**, Ccnh, Dlx1, Lig4, **Nf1**
GO:0016477 cell migration	**Nf1**	**Jun**, **Pten**	**Pten**	Dcx*, Myc	Cdk1, Ctgf, Foxp1, **Jun**, Lamc1, **Nf1**, **Pten**, Slk	**Nf1**

Conventions same as Table 12

To formally probe the evidence for ethanol-induced effects that were influenced by the genotype of the mice, we examined the TREx data for evidence of Treatment x Genotype interaction effects. The results identified a much smaller set of genes (Table 14). Of the genes with ethanol-induced expression changes in the presence of p53 protein, most were concentrated in the neuronal category and not the apoptosis category, except in the CA1 region of the hippocampus (Table 14).

**Table 14:** TREx expression changes due to interaction of ethanol treatment and genotype in WT and KO mice.

** **	SOMATOSENSORY CORTEX				HIPPOCAMPUS	
2 way ANOVA (p < 0.05): GENOTYPE x TREATMENT						
GENE ONTOLOGY CATEGORY	Layer 2–3	Layer 4	Layer 5	Layer 6	CA1	DG
KEGG 04115: p53 signaling pathway					Cdk1	
GO:0006915 apoptosis					Casp2, Cdk1, Stat1	
GO:0007049 cell cycle			Ctgf	**Camk1**	Casp2, Cdk1	**Camk1**
GO:0006974 response to DNA damage stimulus						
GO:0006281 DNA repair					Cdk1	
GO:0050767 regulation of neurogenesis				Camk1		Camk1
GO:0030182 neuron differentiation	Ephb1			Camk1		Camk1
GO:0007268 synaptic transmission						
GO:0043005 neuron projection	Ephb1				Stat1	
GO:0048169 regulation of long-term neuronal synaptic plasticity						
GO:0045321 leukocyte activation	Ephb1					
GO:0050793 regulation of developmental process	Ephb1		Ctgf	Camk1	Cdk1, Stat1	Camk1
GO:0016477 cell migration	Ephb1		Ctgf		Cdk1	

Surprisingly, layer 4 of the somatosensory cortex did not show any p53 interaction-related effects, although it did have many ethanol-related gene changes (Tables 12 and 13). Interestingly, Camk1 was the sole gene with interaction effects in layer 6 of the somatosensory cortex and the DG of the hippocampus, although it showed different directions of change in these brain regions (increased in layer 6, Fig 10; decreased in DG, Fig 11). In cortical layers 2–3 and layer 5, two genes involved in cell adhesion (Ephb1 and Ctgf, respectively) showed p53-dependent changes due to ethanol exposure (Fig 10). The CA1 subregion itself had the most robust interaction effects, with three distinct transcripts showing expression changes due to the interaction of ethanol and p53. These genes included Stat1, a transcription activator, caspase 2, a pro-apoptotic gene, and Cdk1, which promotes G1 and G2 progression. Two of these genes (caspase 2, Stat1) decreased in the presence of ethanol and p53 (Fig 11).

**Fig 10:**
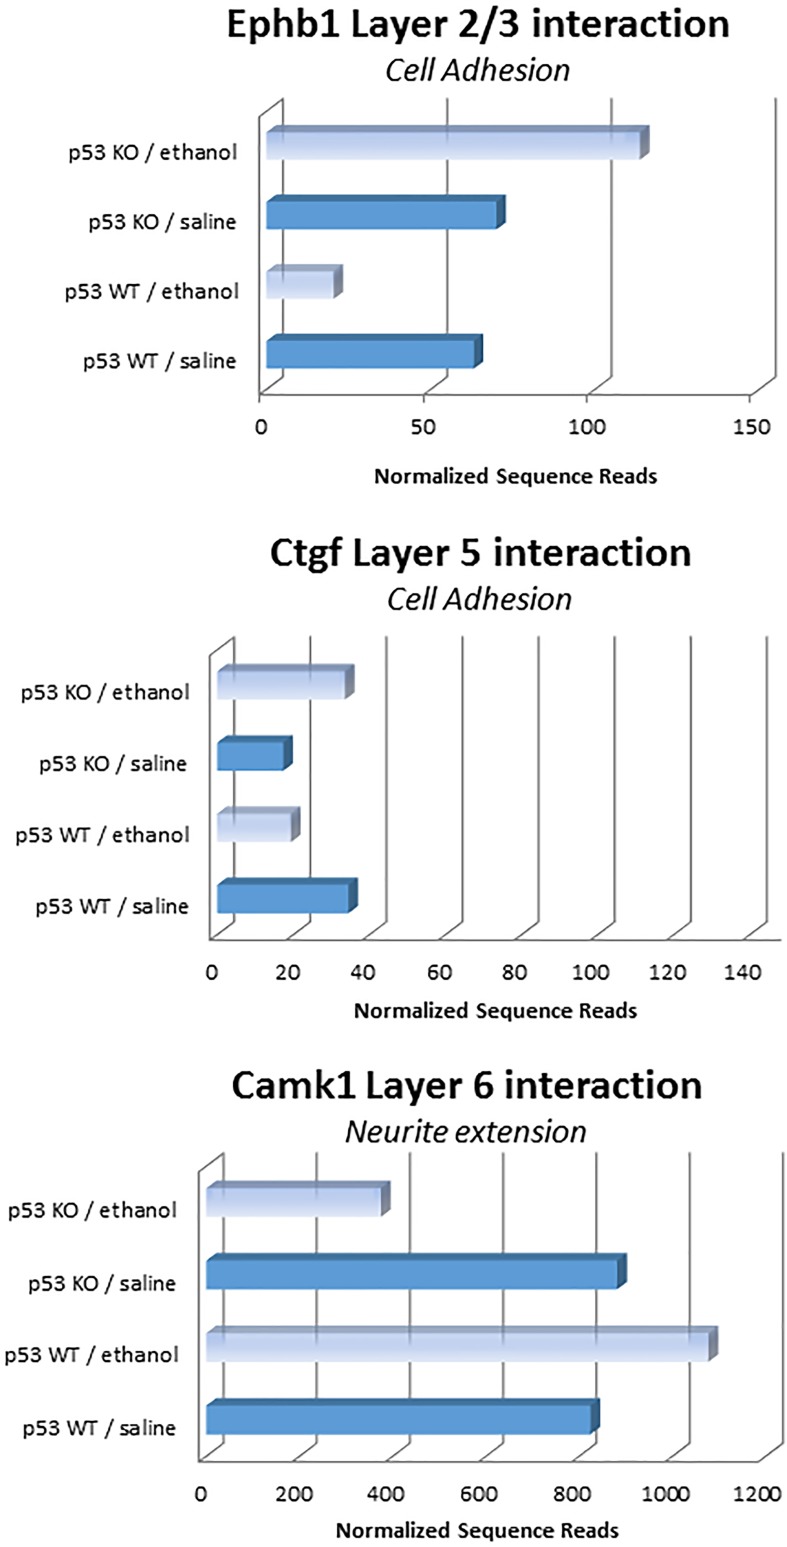
Genes with significant interactions between Ethanol Treatment and p53 Genotype Expression in subregions of the somatosensory cortex. Note that each of these 3 genes are involved in neuronal-related functions (cell adhesion or neurite extension. Note that for two of the genes (Ephb1, Ctgf) the direction of change in two different layers was an increase following ethanol in the p53 KO mice but a decrease following ethanol in the WT mice. The opposite pattern of change was seen in Layer 6 for Camk1 n = 6.

**Fig 11:**
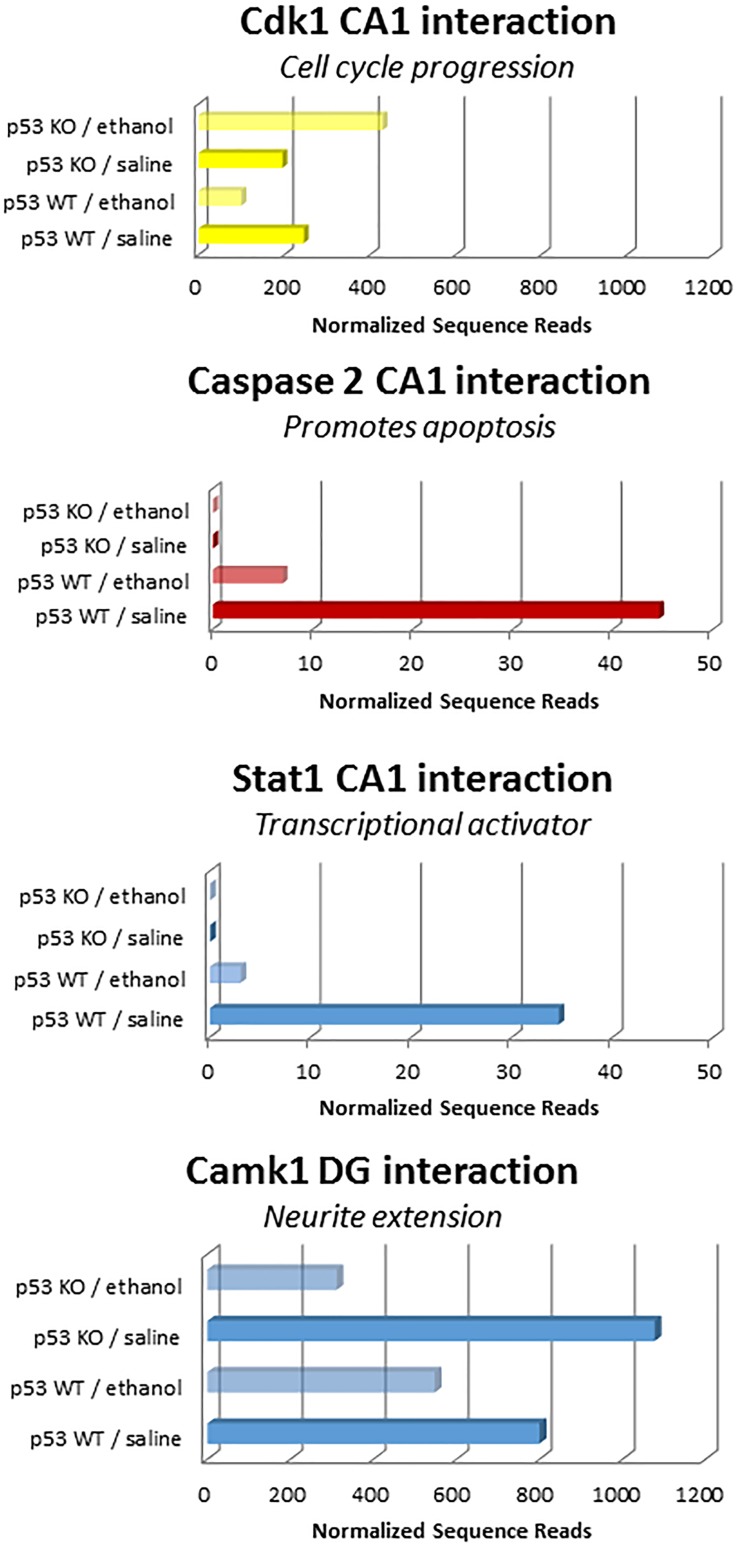
Genes with significant interactions between Ethanol Treatment and p53 Genotype Expression in subregions of the hippocampus. Two genes (Caspase 2 and State1) were not detected in the p53 KO mice, but showed decreased expression following ethanol administration in the WT mice CA1 regions. The Cdk1 gene showed opposite changes in response to ethanol in the p53 KO and WT mice (increased and decreased, respectively; top panel). The Camk1 gene showed a significant interaction of Treatment and Genotype that was due to a much larger decrease in expression in p53 KO mice after ethanol administration than in WT mice (bottom panel).

### P53 acetylation levels are unchanged by ethanol exposure

Examination of total p53 and acetylated p53 levels indicated no significant changes due to genotype or ethanol exposure or their interaction (Fig 12), although the mean levels were lower in WT mice following ethanol exposure. Additional examination of the potential changes in the ratio of acetylated to total p53 also failed to demonstrate any significant differences.

**Fig 12:**
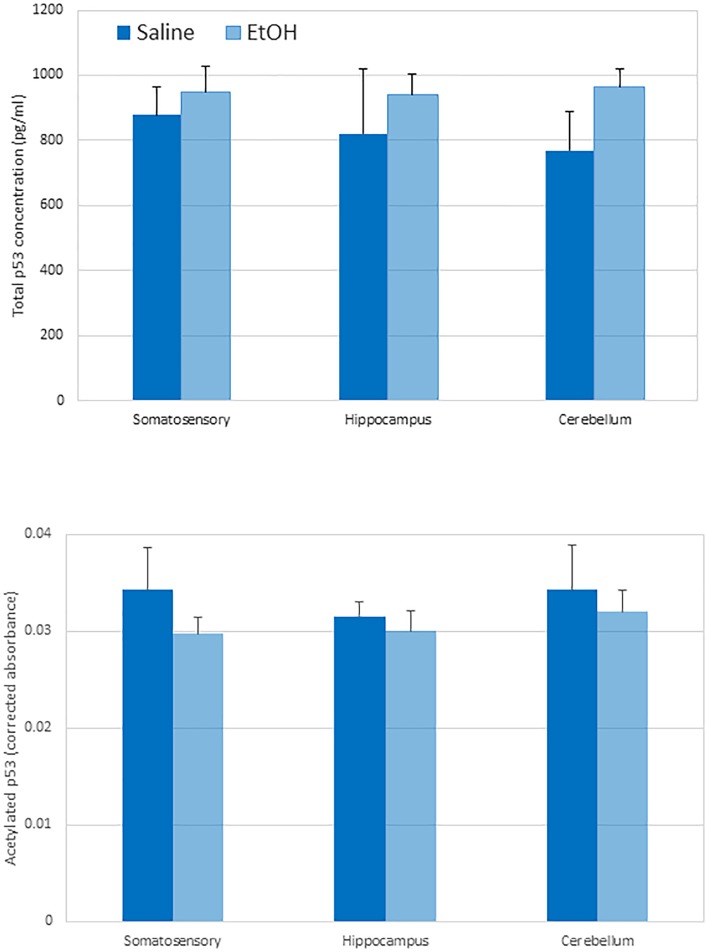
No change in the amount of total p53 or acetylated p53 levels due to ethanol exposure in WT mice. Upper, total p53 was detected using a pan-p53 antibody in an ELISA kit. Lower, acetylated p53 levels were detected using an acetylated p53 ELISA kit. Although total p53 increased and acetylated p53 decreased across the three brain regions in WT mice following ethanol exposure, the differences were not significant for any comparison. Mean and standard error of the mean are shown n = 3 per group.

## Discussion

Postnatal day 7 in mice is well established as part of a two week neuronal pruning and synaptic strengthening period in which some neurons are specifically destroyed in normal developmental process in the brain [29]. This period parallels parts of the second and third trimester period in human fetal development, which is why it is commonly used to model FASD, as we have done in the present study. Expression of the protein p53 is thought to be altered by ethanol, as well as other exogenous agents. These changes can promote either cell cycle arrest or apoptosis depending on the age and physiological state of the cell [21,30–32]. We hypothesized that part of the apoptotic response to ethanol was dependent on the presence of p53, or its downstream signaling. This hypothesis was examined using unbiased neuroanatomical immunohistochemical counting methods and transcriptome-wide molecular profiling.

We present four major findings. First, the vast majority of cells in the brain do not undergo apoptosis at the time point examined after ethanol exposure, and the presence or absence of p53 does not significantly alter the levels of apoptosis as measured in two different established methods. Nonetheless, the cell death observed is statistically greater than the basal levels that are occurring during this developmental period of synaptogenesis. Second, there are robust changes in genes related to cell cycling, DNA damage and repair, neuronal development, and synaptic function that occur in response to ethanol treatment, and some of these are strongly dependent on, or affected by, the presence of the p53 protein. Third, the specific genes and functional pathways that are altered by ethanol exposure and influenced by p53 are different in somatosensory cortex and hippocampus. And finally, there are no overall changes in these brain regions in the levels of total p53 or acetylated p53 following ethanol exposure in WT mice. In the sections that follow, we briefly review and discuss the implications of these findings.

### Apoptosis following ethanol exposure in P7 mouse model of FASD

We measured apoptosis using two different established methods–cleaved caspase 3 and ApopTag immunohistochemistry. Interestingly, we observed greater ApopTag staining than caspase 3 staining across all regions examined. This observation may be due to the fact that not all DNA damage (which is measured by ApopTag) leads to apoptosis or the fact that caspase 3 has yet to be activated in some cells or it may only be active for part of the cell death timeline, and the timing of the insult may change this. In fact, some of this damage may be repaired. In any case, the initial DNA damage is likely upstream of the active apoptotic protein cleavage activity in the cell [33]. Despite the overall differences, however, our data show that the results from both methods are well-correlated, and thus remain as reliable markers of apoptosis.

Our observations in the somatosensory cortex and the hippocampus also confirm findings from previous studies. Basal cell death assessed by ApopTag staining was approximately 0.4% in both genotypes, and this increased to approximately 1.45% following ethanol exposure, representing a 3.5 fold-increase. The average baseline cell death across brain regions assessed by active caspase 3 was 0.07% in both genotypes, and this increased to 0.76%, representing an 11-fold increase. Thus, ethanol clearly leads to increased apoptosis of a small subset of cells in the P7 brain, 8 hours after exposure.

Among the brain subregions examined, the dentate gyrus showed the smallest induction in apoptosis compared to baseline. Moreover, this was strongly influenced by the presence of p53, as it was the sole subregion showing an interaction effect between p53 genotype and ethanol exposure. One reason for the possible differences between the DG and other brain regions is the fact that this brain area retains populations of highly proliferative neural stem cells in the postnatal time periods.

### Gene expression changes related to cell cycling, neuronal activity and cell metabolism

To gain insight into the molecular changes induced by acute ethanol exposure, we performed transcriptome analysis of the whole somatosensory cortex using RNA-Seq. 

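At an unadjusted p under 0.05, 18.2% of the 21715 tested RefSeq transcripts differed between ethanol and saline in WT mice and 3.0% in KO mice. The main effect of Treatment over both genotypes was at this level for 7.4%. With counts summed per gene symbol, 18.3% of genes were at this level in WT mice.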

We found that many genes were significantly changed as a result of ethanol exposure, namely 14% of the 15,248 transcripts that were queried according to RefSeq annotation. 

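For the main effect of Genotype, the lowest adjusted p from the edgeR quasi-likelihood test was 0.479, so 0 of the 21715 transcripts had an adjusted p under 0.30, while 1770 (8.2%) had an unadjusted p under 0.05. The 3 transcripts with the smallest p were Map4 NM_001205332 (log2 fold change 1.45, standard error 0.25), Sh3kbp1 NM_001135727 (4.03, standard error 0.71) and Schip1 NM_001282044 (3.42, standard error 0.64). Summed over the transcripts of each gene, these were 0.00, -0.06 and -0.09. The Sh3kbp1 and Schip1 transcripts had at most 0.5 and 0.7 counts in a WT saline library, so the sizes of their changes are not well measured. The number at an adjusted p under 0.30 was 827 with DESeq2 and 9113 without the 2 libraries whose names open with L.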

A much smaller percentage of these changes were related to the presence of p53, with only 23 genes surviving multiple testing correction for the main effect of genotype at a cutoff of q<0.30. These data suggest that p53 is not the main focus of ethanol-induced genomic responses.

In an attempt to characterize the effect of p53 on genomic responses following ethanol exposure, the top significantly changed genes were examined in detail using a two-way ANOVA. Interestingly, the most robustly changed single genes were not related to apoptosis as some previous research has indicated in whole brain analyses [11, 34]. Rather, changes in gene expression due to ethanol exposure and the presence of p53 were grouped into functional categories related to the cell cycle, cellular metabolism, and neurodevelopment and neural activity. Possible explanations for these findings could be related to the known effect that ethanol has on cell cycle progression, neuronal activity (it acts on both GABA and NMDA receptors), as well as cellular metabolism and oxidative balance [35].

Categories related to the cell cycle that figured prominently in the top expression changes included Cell Cycle, Hippo Signaling Pathway, and several cancer-related pathways, including Glioma, Prostate Cancer, Endometrial Cancer, Colorectal Cancer, and Thyroid Cancer (Table 9). We point out that most of these cancer pathways reflect over-representation of cell cycle genes, and should not be interpreted as establishing a relationship between a particular end organ cancer pathway (as defined by KEGG) and the brain.

In terms of the effect on cellular metabolism genes, we note that the intracellular microenvironment is normally a reducing one, but alcohol dramatically changes this into an oxidative one [36–39]. Evidence for this can be inferred from expression changes that mapped onto categories including Butanoate Metabolism (KEGG ID 157, p = 0.00074) and also Synthesis and Degradation of Ketone Bodies (KEGG ID 63, p = 0.00157). Butanoate metabolism is centered on the production of butyrate, an important intermediate molecule with widespread cellular effects. For example, butyrate acts as a source of ATP during fatty acid metabolism, as a “nutrient sensor” through its binding to free fatty acid receptors, and as an inhibitor of histone deacetylases (HDACs), thereby promoting gene expression. Metabolic pathways such as the Synthesis and Degradation of Ketone Bodies could be related to multiple intracellular processes (including fatty acid metabolism, citric acid cycle, and glycolysis), but are also directly affected by the secondary and tertiary breakdown products of ethanol itself, including acetone. Thus, the effects on both of these pathways could reflect an altered energy homeostasis and redox state as a result of alcohol exposure.

We do not believe that the effects on the estrogen signaling pathways and related steroid biosynthesis networks (Tables 6, 7 and 9) are directly related to regulation of sex hormones *per se*. Rather, we believe that these changes likely reflect the involvement of estrogen signaling as a pro-survival or anti-apoptotic factor as well as a regulator of and cell cycle signaling. In fact, of the 24 genes involved in apoptosis that showed changes in the targeted RNA sequencing of individual brain subregions (Table 12), 9 are annotated as belonging to the Response to Lipid Gene Ontology (GO ID 0033993: Bcl2, Casp8, Cdk1, Ctgf, Jun, Kras, Nr2e1, Pten, and Sox9), 7 map to the Response to Steroid Hormone Gene Ontology (GO ID 0048545: Bcl2, Casp8, Cdk1, Ctgf, Kras, Nr2e1, and Pten) and 4 map to the Response to Estradiol Gene Ontology (GO ID: 0032355: Casp8, Cdk1, Ctgf and Pten). Moreover, Caspase 3 (Casp3) is also known to be responsive to estradiol and at least showed changes at the protein level in selected brain regions (Fig 2; Table 1). Thus, there is clearly cross-talk between cellular pathways affected by ethanol and p53 and those involved in lipid, steroid, estrogen and apoptotic signaling. Many of the changes noted such as increased expression of Steroid, Progesterone, and Estrogen genes in p53KO versus WT mice (Table 9) could represent potential compensatory mechanisms to mitigate the effects of loss of p53 by reducing apoptosis under baseline conditions (e.g., by modifying Bcl2 expression). Indeed, Bcl2 is widely recognized as a direct target of p53 itself.

Among the ethanol-induced expression changes related to neurodevelopment and neural activity that were also influenced by p53 genotype, we observed considerable enrichment of genes in several brain-specific pathways related to synaptic activity, including: Long-Term Potentiation, Dopaminergic Synapse, GABAergic Synapse, as well as Axon Guidance, and Neurotrophin Signaling Pathway (Table 9). Collectively, these observations suggest that p53 signaling impacts a wide range of processes that are considered essential for normal brain development and function and are also changed by ethanol.

### Heterogeneous gene expression changes in different brain regions in p53-related genes

To explore the p53 related molecular changes in more detail, we microdissected the individual layers of the somatosensory cortex and two of the subregions of the hippocampus. As in the whole somatosensory cortex profiling, the gene expression changes that were attributed to the presence of p53 comprised a relatively small fraction of the total ethanol-induced changes and included only six out of 280 queried genes. Surprisingly, we found that the brain-related genes that were identified with the presence of p53 tended to predominate. The predicted cell cycle changes were also identified in four out of six subregions of interest. Apoptosis-related gene expression changes only appeared to function in a p53-dependent manner in the CA1 of the hippocampus, though other non-p53 related apoptosis pathways may be in play. In fact, p53 appeared to play a major role in the ethanol response in the CA1, more than any other subregion investigated, according to our analysis. In contrast we did not find any attributable role of p53 in the ethanol induced gene changes in somatosensory cortex layer 4, which receives prominent input from the thalamus and other cortical layers. These localized gene expression profiles were not evident from whole somatosensory cortex analysis, suggesting that p53 is part of distinct active pathways in each subregion. Surprisingly all subregions, even in adjacent layers, showed distinct molecular alterations as manifested by the different combinations of gene expression changes. This is evidence of the heterogeneity of cellular responses to ethanol in the brain.

### Trend for decreased p53 transcript expression, but no change in protein expression

Comparable to previous results from our lab, we found a trend toward a decrease in expression of p53 transcript in ethanol-exposed mouse brain [10]. The trend held in all areas investigated except for the hippocampal CA1 area. Nonetheless the decreases were not statistically significant. However, sequencing data also showed that while the N-terminus of the p53 gene is not expressed in the KO mice, a portion of the 3’mRNA -terminus is expressed (Fig 6), and its levels appear to increase in these mice following ethanol exposure. If the partial C-terminus sequence is transcribed into a truncated protein, such a protein would likely be without effect, since upon expression it would be a sterically- hindered peptide incapable of tetramerization and binding to the DNA consensus sequence, which is required for p53 to become a functional protein, thus maintaining p53 null activity (Jackson Laboratories (*Trp53^tm1Tyj^*). On the other hand, if the truncated 3’ mRNA is increased in expression, it could also serve as a “decoy” for microRNAs that would normally target this region of the p53 transcript (such as miR-122-5p). The net effect of this would be to reduce the ability of such miRNAs to interact with other targets. Indeed, changes in p53-related miRNAs have been consistently observed following ethanol exposure in human subjects as well as ethanol drinking rats and neural stem cell culture [40].

At the protein level, in the whole somatosensory cortex, hippocampus, and cerebellum, we found no change in pan p53 protein levels following ethanol exposure in WT mice. However, the absence of a significant change in total p53 by itself does not mean p53 was not activated upon exposure to ethanol [31–32, 41]. Constitutively activated p53 (not bound to its inhibitor MDM2) can be lethal in development [42], and we did not assess levels of MDM2 protein expression. Moreover, there are many possible post-secondary modifications that p53 may undergo [32]. Phosphorylation of ser15 in mice is how p53 becomes increasingly active and functions as a transcriptional modifier even in unperturbed cells [17]. Another change that has been reported in studies of ethanol exposure in mouse liver is increased levels of acetylated p53 [22, 24]. However, we did not find evidence of increases in acetylation in any of the three brain regions considered (somatosensory cortex, hippocampus, and cerebellum).

### Limitations

There are a number of limitations of the present study that should be pointed out. First, in the initial whole-transcriptome profiling of the whole somatosensory cortex, we were not able to correct for false discovery in one of the specific contrasts of interest (comparisons of ethanol-treated p53 KO mice with saline-treated KO mice). Thus, the genes identified in that screen for whole somatosensory cortex changes must be considered tentative. Second, we did not pursue validation of individual genes identified in the whole somatosensory cortex analysis. Rather, we focused on a more in-depth approach of examining the potential for layer specific changes in expression of genes in the somatosensory cortex as well as subregions of the hippocampus. Part of the rationale for this was based on the initial immunohistochemical results that appeared to indicate possible differences in caspase-3 immunoreactivity in different cortical layers. In these follow-up studies, the decision of which genes to pursue in our was based largely on consideration of the Pathway Enrichment analysis of single genes and on the GO ANOVA results of entire gene sets, which suggested that there was potential disruption of synaptic, immune, p53 and apoptosis related functions. In retrospect, more of the top individual genes from the whole somatosensory cortex could have been included along with whole somatosensory cortex RNA samples. Finally, the results reported herein are based only on male mice, and we do not know how the effects might differ in females.

## Conclusions

In general, a more profuse cell death response to a binge ethanol exposure was expected based on previous literature [43]. Nonetheless, we did observe a significant increase in apoptosis upon ethanol exposure. Moreover, we consistently found that the absence of p53 in C57BL6 mice did not protect against apoptosis in the brain in the specific areas we examined that have been shown to be particularly vulnerable to ethanol exposure. These results are supported by findings in Ghosh and colleagues [28] and suggests that pro-apoptotic signaling is occurring via a p53-independent pathway.

Our results indicate that p53 is likely to be involved in cell cycle-related gene expression changes in layers 5 and 6 of the somatosensory cortex as well as both the CA1 and DG of the hippocampus, the latter of which is a site of continual neurogenesis in postnatal mice. There is evidence from previous studies that p53 can play a role in differentiation and cell division in neuronal stem cell cultures [44]. In the somatosensory cortex, the p53 cell cycle signaling changes we observed may be occurring in neurons but we cannot discount that it may also be occurring in non-neuronal cell populations such as microglia and other cell types. Nonetheless, the fact that ethanol causes significant changes in cell cycle genes means it impacts both neurogenesis and gliogenesis, leading to devastating ramifications on brain circuitry formation and function.

The present study has identified that p53 is engaged in neurodevelopmental signaling pathways in all subregions interrogated except layer 4 of the somatosensory cortex. Changing neuronal projections in the early postnatal brain can have severe consequences as this is a particular time when synaptic connections are refined, which sets the foundation for functional brain activity throughout life [45]. Previous alcohol research has shown that there are physical changes in neuronal processes and neuronal spine densities [46] (reviewed in [4]). Moreover, decreases in spine density following ethanol exposure correlate with decreased spatial memory (reviewed in [4]). Thus, the observed p53 dependent changes in synaptic transcripts and cell cycle transcripts in the brain may collectively impair normal brain maturation and lead to the intellectual disability that is well established as a possible consequence of FASD.

Our results also highlight a relatively new category of p53 dependent signaling responses following ethanol exposure that relate to effects on fatty acid (butanoate in particular) and ketone body metabolism. This was made evident by expression changes in Butanoate Metabolism and Synthesis and Degradation of Ketone Bodies pathways. Although we did not examine the biochemical mechanisms in this study, alcohol can contribute to a multitude of oxidation reactions, and to fatty acid synthesis in the brain [47]. Moreover, p53 has also been implicated in fatty acid transport [48–49] (reviewed in [30]). Previous research has shown that changes in proteins that transport ketone bodies (produced from fatty acids) are associated with epilepsy and synaptic changes [50]. Coincidently, people with FASD have a high-comorbidity of epilepsy [51] (reviewed in [4]). In fact, efforts to control seizures using a ketone rich diet show some clinical benefit, and blood beta-hydroxybutyrate levels (an example of an oxidized ketone body) correlate with the degree of seizure control [52]. In addition fatty acid accumulation in a newborn’s meconium is a marker of ethanol exposure in second or third trimester of development [53].

Considering these findings, we propose a new model of the role of p53 following ethanol exposure in the developing brain. This model posits that there are developmental changes in p53 signaling which in turn cause a detrimental change in synaptic function or structure, and lead to long term deficits in intellectual and behavioral function. Furthermore, the mechanism for this effect may be related to a change in fatty acid and ketone body metabolism, although further research will be needed to test this possibility.

Finally, we wish to comment on the potential relevance of our findings using a third-trimester equivalent binge drinking model for human exposures. Few studies are available to provide precise statistics regarding the 2nd and 3rd trimester alcohol consumption patterns in women, and self-reported rates differ considerably in different countries. Nonetheless, there are strong indications that such drinking patterns pose a significant public health risk. For example, a recent study of 1577 Australian women found that almost half of the women who drank prior to pregnancy (46%) continued their weekly or binge drinking patterns into pregnancy, while 40% reduced their consumption and 14% stopped drinking completely [54]. Moreover, among the women who only binge drank prior to pregnancy, 55% were more likely to continue this pattern rather than reduce drinking (29%), and among the combined weekly and binge drinking group 61% continued to binge and 47% continued weekly drinking throughout their pregnancy. In the US, a study of 992 women in the California Pregnancy Cohort by Feldman and colleagues [55] reported that 89% of women drank alcohol during their 1st trimester, 40% drank during their 2nd trimester and 31% drank during their 3rd trimester. Furthermore, 25% of these women reported at least 1 binge drinking episode during their first trimester, which dropped to 8.5% during their 2nd trimester and 4% during their 3rd trimester. These numbers are consistent with more recent studies in the US involving much larger surveys of more than 311,000 women in the 2002–2009 Pregnancy Risk Assessment Monitoring System (PRAMS) dataset whose drinking patterns prior to pregnancy and during the last trimester of pregnancy were compared [56]. In that study, almost half of the surveyed women (49.4%) consumed alcohol before pregnancy, and among these women, 6.4% reported no reduction in drinking into their 3rd trimester, 6.6% reported some reduction of their drinking, and the remaining 87% reported that they stopped drinking altogether as of their 3rd trimester. Thus, even in this large US sample, 13% of women continued to drink through their 3rd trimester, although the percentage who binge drank is likely much smaller (in the 2–4% range based on the Feldman study). Consequently, the findings from our study, which was based on a single binge day exposure, holds potential relevance for at least 2–13% of pregnancies in the US alone.

## Methods

### Ethanol administration

All procedures involving animals were approved by the appropriate Institutional Animal Care and Use Committee (IACUC) at the University of Maryland, Baltimore, and were in accordance with NIH guidelines. p53 heterozygous knockout mice originally developed by Taconic and maintained on a C57Bl/6 background were obtained from Jackson Laboratories (*Trp53^tm1Tyj^*, strain 002101;Bar Harbor, ME). Permission to breed the mice was provided by Taconic. Mice were maintained on a 12 hour light/dark cycle (7 am on, 7 pm off). The wildtype (WT) and p53 knockout (p53 KO) offspring of the mating of male and female p53 heterozygotes were injected intraperitoneally with ethanol (EtOH, 2.5 g/kg, 20% v/v solution) on postnatal day 7 (P7; the day of birth was designated P0) between 8–10 am with a second injection administered 2 hr later. Prior work has established that this protocol produces blood ethanol concentrations exceeding 400 mg/dl within 30 min after the second injection. The control mice of both genotypes received equivalent volume injections of normal saline. Genotypes were confirmed by PCR using three primers:

ACAGCGTGGTGGTACCTTAT (present in both WT and p53 KO)
TATACTCAGAGCCGGCCT (WT-specific)
CTATCAGGACATAGCGTTGG (p53 KO-specific)

A total of 44 male mouse pups were injected in this study, divided equally (n = 11/group) into four treatment groups: (1) WT + Ethanol; (2) WT + Saline; (3) p53 KO + Ethanol; (4) p53 KO + Saline. Five mice in each group were used for visualization of ApopTag and active caspase 3 immunoreactivity, with the six remaining mice used for molecular assays.

### Immunohistochemistry and cell counting

Eight hr after the second injection, mice were euthanized by isoflurane anesthesia and decapitation (for fresh frozen specimens) or isoflurane anesthesia and transcardial perfusion with PBS followed by 4% paraformaldehyde in PBS and decapitation. Brains were removed and fixed in 4% paraformaldehyde overnight, then submerged in graded sucrose solutions (15%-30%) and frozen at -80°C. Brains were then cryosectioned at 12μM thickness in the coronal plane and sections stored at -80°C. For immunostaining, sections were thawed and air-dried, then submerged in PBS (5 min), 3% H_2_O_2_ in 80% methanol (10 min), PBS (2 x 5 min), and blocked in 1% Bovine Serum Albumin (BSA) with 5% Non-fat Dry Milk (NFDM) in 0.5% Triton in PBS (60 min). Slides were processed for either ApopTag™ or active caspase 3 immunoreactivity. ApopTag was visualized according to the manufacturer's protocol, in the *In Situ* Apoptosis Detection Kit S7100 (Millipore, Billerica, MA) with anti-digoxigenin conjugate for colorimetric staining. Active caspase 3 reactivity was detected by incubating the tissue with primary antibody (AF835, 1:100; R&D Minneapolis, MN) at 37°C for 2 hrs, rinsed in 0.5% Triton (3 x 5 min), then incubated with a biotinylated secondary antibody (anti-rabbit [1:250]; Santa Cruz Biotechnology, Dallas TX SC2004) for 60 min. Slides were washed in 0.5% Triton (2 x 10 min), and PBS (2 x 5 min). ABC reagent was applied according to the manufacturer’s instructions using the Vector Laboratories (Burlingame, CA) kit PK-7100, followed by a PBS wash (3 x 2 min). Peroxidase substrate solution was then applied containing 0.05% DAB Acros Organics (Thermo Fisher Scientific, Waltham MA) 868272-85-9, and 0.015% H_2_O_2_ (Sigma, St Louis, MO H1009) in PBS, pH 7.2, until adequate color development (at least 30 sec). Slides were then rinsed in PBS (3 x 1 min) and counterstained with methyl green. All slides were then rinsed in three changes of distilled water, rapidly dehydrated in 95% ethanol, 100% ethanol and then cleared in xylene. Coverslips were then mounted on the glass slides with resinous mounting medium Cytoseal 280 8311–4 (Thermo Scientific, Waltham, MA). For quantification, the sections were examined using an Olympus (Center Valley, PA) BX53 light microscope at 20x for counting, and images were taken at 10x and 20x. Counts were done blinded to genotype and treatment using BioQuant (Nashville, TN) software (2013 version, BIOQUANT Image Analysis Corporation, Nashville TN) by random selection of 100 μM^2^ areas in the primary somatosensory cortex and three subregions of the hippocampal formation, CA1, CA3 and the dentate gyrus.

Initial statistical analysis of the cell count data was performed using a two-way (Genotype x Treatment) analysis of variance (ANOVA). Because of the low cell counts of immunopositive cells in several of the treatment groups, and the tendency for non-normal distribution of these data, the post-hoc contrasts were examined using a non-parametric Mann-Whitney test, with significance set at p < 0.05 for between-group comparisons. We also examined the correlation in the count data between the active caspase 3 and ApopTag methods using the Spearman correlation.

### Whole-transcriptome profiling of somatosensory cortex

We first used stranded RNA-Sequencing (RNA-Seq) to examine global gene expression changes in the four treatment groups (n = 6/group). Brains used for these studies were extracted and rapidly frozen at -80°C at 8 hrs after the second ethanol injection. Brains were shipped to SUNY Upstate Medical University for processing. Initially, we dissected the primary somatosensory cortex after crysectioning brains in the sagittal plane at 20 μM thickness and rapidly mounting them on PENfoil slides (Leica, Wetzlar, Germany) before performing a cytoarchitectural stain using the HistoGene (ThermoFisher Scientific, Waltham, MA) stain and procedure (Arcturus). Stained sections were compared with the Allen Developing Mouse Brain Atlas cytoarchitectural images and the somatosensory cortex dissected using the AS LMD laser dissection microscope (Leica) into PCR tubes containing Qiazol solution (Qiagen, Valencia, CA). These tubes were stored frozen at -20°C until purification according to manufacturer protocol using a two step procedure that combined the Trizol method for DNA, RNA, and protein purification followed by the RNeasy method for clean-up of the RNA. After performing the laser microdissection on half of the samples, the subsequent collections of somatosensory cortex were obtained using a hole-punch method on the same cortical areas in frozen brain specimens. These were also collected into Qiazol and the RNA purified in the same manner as before. All purified RNA samples were subsequently assessed to determine the yield, purity, and quality of the RNA using a Nanodrop (ThermoFisher) and the Agilent Technologies (Santa Clara, CA) RNA 6000 Pico Kit.

For whole-transcriptome analysis, three of the RNA samples that passed quality control standards (RNA Integrity Number ≥ 7) in each treatment group (n = 12 total) were submitted to the SUNY Molecular Analysis Core for Stranded Total RNA-Seq. Libraries were prepared using standard Illumina methods and sequenced with an Illumina (San Diego, CA) NextSeq 500 instrument using 1 x 75 bp single end reads at a targeted depth ≥ 15 million (M) reads per sample. Raw FASTQ files from the sequencing were generated in Illumina BaseSpace for initial quality control (filtering out reads with a q score < 30) and alignment was performed to version mm10 of the mouse genome and annotated to RefSeq (5-2-16) using the Bowtie2 algorithm within the TopHat application.

The aligned BAM files were downloaded into Partek Flow and Genomics Suite (St Louis, MO) for downstream analysis. The data summarization, quantification, and normalization of RNA counts into total reads per kilobase of gene model per million reads (RPKM) and initial single statistical analysis were performed in Partek Flow. Raw FASTQ files and normalized RPKM data are freely available in the NCBI Gene Expression Omnibus (Accession GSE100217). To identify single genes and transcripts with changes in expression, we used a two-way ANOVA to test for significant main effects of the two factors ethanol Treatment and p53 Genotype, as well as the interaction of these two factors. Whenever possible, false discovery rate (FDR) adjustment for multiple testing was performed on the main and interaction effects, with a cutoff of 0.3 or less initially used for single gene discovery in the comparisons of ethanol effects in WT mice, as well as the genotype effects and the ethanol x genotype interaction effects. Notably, no FDR cutoff was used for the ethanol contrasts in the KO mice due to less robust effects. For these comparisons, the top 25 genes were shown based on uncorrected nominal significance. False discovery rate (FDR) adjustment for multiple testing was performed on the main and interaction effects, with a cutoff of 0.3 or less used for single gene findings. Post-hoc contrasts were obtained using a Fisher's Protected Least Significant Difference, without correction for multiple testing. Functional enrichment analysis of the 50 most-robustly affected genes for each contrast of interest was performed based on the Gene Ontology (GO) and KEGG (Kyoto Encyclopedia of Genes and Genomes) annotation using Partek Pathway. We also transferred the normalized data from Partek Flow into Partek Genomics Suite to perform Pathway ANOVA using the KEGG annotation database. This procedure tests for shifts in the expression of all of the transcripts represented in a particular gene set, rather than annotating the most robustly-changed in a particular contrast.

### Targeted RNA-seq analysis of expression changes in selected cell populations

Laser dissected RNA samples of discrete lamina in the somatosensory cortex (layers 2–3 combined, layer 4, layer 5, layer 6) and discrete regions of the hippocampus (CA1 and dentate gyrus) were obtained using the previously described staining methods, with the exception that the dissected cells were collected into RLT Lysis Buffer from the RNeasy Kit (Qiagen, Valencia, CA). These RNA samples (6 per group for each region of interest, n = 144 samples total) were then subjected to Targeted RNA-Seq Expression (TREx) analysis according to the manufacturer’s protocol.

The content of the TREx panel included 280 genes involved in neuronal activity, apoptosis, DNA damage and repair, cell cycle regulation, and cell fate, plus housekeeping genes (S1 Table). These libraries were sequenced using the Illumina MiSeq instrument, with reads mapped to the mouse genome, normalized to the mean counts of peptidylprolyl isomerase A (PPIA) and hypoxanthine phosphoribosyltransferase (HPRT), and subsequently analyzed using a two-way ANOVA and t-test procedures for each brain region of interest in Metaboanalyst software. The 25 most robustly affected genes in each brain region comparison were subjected to hierarchical clustering for display purposes.

### Protein assays

For protein analysis, fresh frozen brains were thawed to 20°C and the left hemisphere was dissected. Partial samples of somatosensory cortex, hippocampus, and the cerebellum were obtained using a beveled 16G needle as a hole punch. These specimens were immediately placed in 500 μL of Qiazol (Qiagen, Valencia, CA). Protein/DNA/RNA purification was done following the Trizol extraction method. Protein was reconstituted in 50 μL of 1% SDS with 1:100 protease inhibitor cocktail and quantified using the Micro BCA Protein Assay Kit (Pierce, Waltham, MA) and measured on a plate reader at 562nm. Total p53 was measured using 1 μg total protein with the MyBioSource ELISA kit San Diego, CA (Cat. # MBS076677). Acetylated p53 was measured using 1 μg total protein with the Cell Signaling Technology (Danvers, MA) PathScan Acetylated p53 sandwich ELISA kit (Cat. #7236). Analysis of the protein data was performed using a two-way ANOVA to test for significant main effects of ethanol Treatment and p53 Genotype, as well as their interaction.

## Supporting information

S1 Table 280 genes in the Targeted RNA Seq (TREx) assay. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

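Whole somatosensory cortex of P7 mice was profiled by stranded total RNA-Seq in 12 libraries, 3 each from WT and p53 KO mice given saline or ethanol. The authors filtered the reads by quality score, aligned them to mouse genome version mm10 with Bowtie2 within TopHat, and quantified RefSeq transcripts in Partek Flow. The deposited estimated counts, one per RefSeq transcript and library, are not scaled for library size and include fractions, so reads shared between transcripts were divided by the authors' quantification. The version and counting settings of Partek Flow are not stated. The deposited RPKM values were made by the authors from the same quantification, and their sorted values are nearly the same in all libraries (99.8% of the 20504 ranks above 0 coincided within 0.1%), so a quantile normalization that the methods do not mention had been applied. Each library is 1 column in each kind of file, and none was pooled.

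Genotype and treatment were taken from the sample labels, and the replicate number is the library number there. The 4 groups share no replicate number, so no libraries were paired. The median total count was 9659724 in WT saline, 10861741 in WT ethanol, 11627871 in KO saline and 10311978 in KO ethanol libraries, and the lowest was 719735. The authors' laser microdissection and hole-punch methods could not be assigned to libraries, and the first letter of the library name (L in 2 libraries, P in the others) was used as a covariate and as a reason to leave libraries out in the alternatives.

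The counts were rounded and analysed in edgeR 4.0.16 (R 4.3.3) with the default low-count filter, TMM factors and a quasi-likelihood model with 1 mean per group, and 21715 of 35840 transcripts were tested. The 6 contrasts were ethanol versus saline in WT mice and in KO mice, KO versus WT mice under saline, the main effects of Treatment and Genotype, and their interaction. All tests were two-sided, with Benjamini-Hochberg adjustment over the transcripts of a contrast. Transcripts were counted at an unadjusted p under 0.05, at an adjusted p under 0.05 and at the paper's adjusted level of 0.30. The standard error of a log2 fold change was derived from its F statistic. The 8 gene sets were written by hand from the pathway names, and their mean RPKM was compared by exact permutation of libraries between groups. The smallest p of 3 libraries against 3 is 0.1. The summaries in Python 3.11.15 used numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

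The genes named were set by a rule. It covered every gene that the results text names for whole somatosensory cortex in the contrasts it is named for, the genes marked as not detected, and the 3 transcripts with the smallest p in each contrast, of which not every one is reported here. Where a symbol has several transcripts, the one matched to the paper's table was taken, and otherwise the one with the highest total count. Tables 2, 3 and 4 were matched by the nearest group means of RPKM and Table 5 by the nearest fold changes. Coordinates are those of mm10, and transcript lengths, GC content and exons were taken from the GENCODE annotation of the same assembly.

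The comparisons, the rule for named genes and the following alternatives were chosen before the data were examined. They were DESeq2 1.42.0 in place of edgeR, library size without TMM factors, at least 1 count in any library or at least 10 counts in every library, counts summed per gene symbol, limma 3.58.1 on log2(RPKM + 1) or log2(RPKM + 0.1), an unmoderated linear model of Genotype and Treatment on RPKM, the first letter of the library name or the library number set as a covariate, fits without the 2 libraries named with L, only the groups compared, and each of the 12 libraries left out in turn. For gene sets, the mean of log2(RPKM + 1) and the mean without the 3 most abundant transcripts were used. Removal of each library's trend with transcript length and GC content (splines with 5 degrees of freedom) and a fit to autosomes alone were added after seeing the data. The models were tested on simulated data with 200 transcripts changed 8-fold, drawn only from those with higher mean counts. No trend with transcript length or GC content was simulated. In WT ethanol versus saline, edgeR found 70.5% of them at an adjusted p under 0.05 with 5 false calls, and DESeq2 found 90% with 67 false calls. The TREx, layer-specific, protein and histological experiments were not analysed here.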

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

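The tests on the direction of the length trend and on the Y chromosome counts were chosen only after the results were seen.

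The ethanol effect differed between WT and KO mice, by the interaction in edgeR, for Sik2 (-2.38), Dmtf1 (-2.23), Map4 (-3.31), Smarca2 (-4.10) and Sh3kbp1 (-8.48), each on the log2 scale with an unadjusted p under 0.05 and an edgeR adjusted p between 0.137 and 0.201. The Sh3kbp1 transcript had 0.0, 0.0 and 0.5 counts in the WT saline libraries and 0.0 in KO ethanol replicate 12, so the size of its interaction is not well measured. The interactions of its other transcripts ranged from -4.36 for NM_021389 to 9.88 for NM_001290661. For the 3325 interaction transcripts, 2 of 100 assignments of the 12 libraries to the groups gave as many. A trend with transcript length and GC content is 1 technical explanation. With these trends removed, 2687 transcripts had an unadjusted p under 0.05 for the interaction, so the trends do not fully explain that number. At an adjusted p under 0.30, however, 511 remained in place of 2623, so the trends may account for a part. The interactions then were -1.82 for Sik2, -1.20 for Dmtf1, -2.20 for Map4, -2.92 for Smarca2 and -7.38 for Sh3kbp1, each with an unadjusted p under 0.05. Low depth of the 2 libraries named with L is another. Without them the number was 4013, within 1.5 times of 3325 but above the 2742, 2897, 3351 and 3483 given by leaving out each pair of a WT saline and a KO ethanol library not named with L. Leaving out WT saline replicate 3 with KO ethanol replicate 10 or 18 gave 4169 and 4406. Leaving out KO ethanol replicate 12 with WT saline replicate 1 or 13 gave 2274 and 2958. The higher number thus went with leaving out WT saline replicate 3. With the name letter as covariate instead, the number was 2180, and 2 transcripts had an adjusted p under 0.30 in place of 2623. The number thus depends on how these libraries are treated, and a part played by them is not ruled out. The authors' division of reads between transcripts is another, and with counts summed per gene the interactions were -0.31 for Map4, -0.34 for Smarca2, -0.46 for Sh3kbp1, -1.32 for Dmtf1 and -2.40 for Sik2. Sik2 is listed as a single transcript, so its value does not depend on the division, and the Dmtf1 interaction stayed at an unadjusted p of 0.0220. Low signal of longer transcripts in the WT saline libraries, described under the other observations, was not ruled out for the number as a whole (rho 0.48 between length and log2 fold change in KO versus WT mice under saline, across transcripts). For Sik2, Dmtf1 and Map4 the interactions were smaller with the trends removed, and the trend did not account for all of the difference. WT saline replicate 3, where the fitted log2 difference between long and short transcripts was only -0.02, had 4.09, 11.3 and 8.19 normalized CPM of them, against 3.21, 10.8 and 10.2 in replicate 1 and 5.00, 14.7 and 8.92 in replicate 13. KO ethanol replicate 12, with a difference of -0.91, had 8.19, 44.2 and 29.5, against 12.8, 43.5 and 42.9 in replicate 10 and 15.1, 50.4 and 55.2 in replicate 18, so its Sik2 and Map4 levels were the lowest of the KO ethanol libraries, as the trend would give, but above those of all WT saline libraries. Few counts lie behind these levels in the 2 shallow libraries (for Sik2, 8.0 and 5.0). A response to ethanol that depends on genotype remains as a candidate explanation for these genes, and other differences of the WT saline libraries were not tested.

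The ethanol effect on a set mean also differed between genotypes by an exact permutation test. The sets were taken up because the paper reports their interaction from the same data, so the tests are not independent support. The interaction was -0.72 for Cell cycle, -0.99 for Butanoate metabolism and -1.05 for Synthesis and degradation of ketone bodies on the log2 scale. On the mean of log2(RPKM + 1) they were -0.07, -0.37 and -0.24, with exact permutation p values of 0.433, 0.0152 and 0.0996. Without the 3 most abundant transcripts, the interactions of the mean RPKM were -0.60, -0.72 and -0.71, with exact permutation p values of 0.0130, 0.00216 and 0.00216. Leaving out the libraries named with L gave -0.72, -0.94 and -1.02, with exact permutation p values of 0.0191, 0.00952 and 0.00952. The deposited RPKM were used as they are, so the length trend was not removed from the set means, and it remains as an explanation together with a response to ethanol that depends on genotype.

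Xist, a transcript of the inactive X chromosome that the paper does not discuss, had 15369 counts in WT ethanol replicate 4 and 10016 in WT ethanol replicate 14. The other 10 libraries had at most 26. Counts on 4 Y chromosome genes were between 57 and 5086 in those 10 libraries. RNA of a female mixed into a male library would leave Y chromosome counts, and the number of Y chromosome counts in replicates 4 and 14 was 0. The sample labels and the paper both give males for every library. Female mice recorded as males or a sample exchange remain as candidate explanations, and since the design compares no sexes, no biological explanation was tested. In ethanol versus saline in WT mice, Xist NR_001463 had a log2 fold change of 9.62 (standard error 1.83, edgeR adjusted p = 0.0771). Without the X and Y chromosomes, 3758 transcripts differed at an unadjusted p under 0.05, against 3947 with them. Without WT ethanol replicate 4 the number was 2196, the lowest of the 12 fits that each left out 1 library. That library also had the highest Ttr count (86878), so this fit cannot tell the part played by sex. Sex and ethanol are partly confounded in the WT mice if these libraries are from females, since the other WT ethanol library and the WT saline libraries have the Y chromosome counts.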

How the results depend on the processing

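The settings that removed the length and GC trends or kept only autosomes were chosen only after the data were seen, and the other alternatives were set earlier. In edgeR with TMM factors, the transcripts that differed numbered 3947 at an unadjusted p under 0.05, 12 at an adjusted p under 0.05 and 4677 at an adjusted p under 0.30 for ethanol in WT mice, 650 at an unadjusted p under 0.05, 0 at an adjusted p under 0.05 and 0 at an adjusted p under 0.30 for ethanol in KO mice, and 4142 at an unadjusted p under 0.05, 15 at an adjusted p under 0.05 and 5166 at an adjusted p under 0.30 for KO versus WT mice under saline. They numbered 1607 at an unadjusted p under 0.05, 0 at an adjusted p under 0.05 and 1 at an adjusted p under 0.30 for Treatment, 1770 at an unadjusted p under 0.05, 0 at an adjusted p under 0.05 and 0 at an adjusted p under 0.30 for Genotype, and 3325 at an unadjusted p under 0.05, 0 at an adjusted p under 0.05 and 2623 at an adjusted p under 0.30 for the interaction. The log2 fold changes of the named genes kept their direction and their side of an unadjusted p of 0.05 in 524 of the values under other settings. Another 35 were no longer under 0.05, 18 came under 0.05 and 16 changed sign. Counts and set means stayed within 1.5 times, or within the spread between replicates, in 272 values, and the values that moved further or lost their p follow. The number tested also changed with the filter, from 21715 to 8320 at 10 counts in every library, 28758 at 1 count in any library and 14739 genes for counts per gene symbol. For every change in this section, the cause was not tested.

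With DESeq2, transcripts at an adjusted p under 0.05 numbered 1245 for ethanol in WT mice, 5 for ethanol in KO mice, 1463 for KO versus WT mice under saline, 117 for Treatment, 87 for Genotype and 681 for the interaction. With DESeq2, transcripts at an adjusted p under 0.30 numbered 827 for Genotype and 4401 for the interaction. With library size only, transcripts at an adjusted p under 0.05 numbered 6 for ethanol in WT mice. With library size only, there were 9 Table 3 transcripts at an unadjusted p under 0.05 in the direction of the table, 6 Table 10 transcripts at an unadjusted p under 0.05 for ethanol in WT mice, 34 p53 signaling transcripts lower after ethanol in WT mice and 59 Cell cycle transcripts lower after ethanol in WT mice. With library size only, the log2 fold change changed sign to 0.087 for Trp53 (ethanol in WT mice). At 1 count in any library, transcripts at an unadjusted p under 0.05 numbered 1002 for ethanol in KO mice. At 1 count in any library, transcripts at an adjusted p under 0.05 numbered 21 for ethanol in WT mice and 24 for KO versus WT mice under saline. At 10 counts in every library, transcripts at an unadjusted p under 0.05 numbered 1724 for ethanol in WT mice, 355 for ethanol in KO mice, 1925 for KO versus WT mice under saline, 457 for Treatment, 543 for Genotype and 1690 for the interaction. At 10 counts in every library, transcripts at an adjusted p under 0.05 numbered 3 for the interaction. At 10 counts in every library, transcripts at an adjusted p under 0.30 numbered 2398 for ethanol in WT mice, 2866 for KO versus WT mice under saline and 2 for Genotype. At 10 counts in every library, there were 1327 transcripts shared by ethanol in WT mice and KO versus WT mice under saline, 9 Table 2 transcripts at an unadjusted p under 0.05 in the direction of the table, 8 Table 3 transcripts at an unadjusted p under 0.05 in the direction of the table, 13 Table 4 transcripts at an unadjusted p under 0.05 in the direction of the table, 10 Table 5 transcripts at an unadjusted p under 0.05 in the direction of the table, 1 Table 10 transcript at an unadjusted p under 0.05 for ethanol in WT mice, 17 TREx panel transcripts at an unadjusted p under 0.05 for ethanol in WT mice and 6 TREx panel transcripts at an unadjusted p under 0.05 for ethanol in KO mice. For counts per gene symbol, genes at an unadjusted p under 0.05 numbered 1045 for Treatment and 1130 for Genotype. For counts per gene symbol, genes at an adjusted p under 0.05 numbered 8 for KO versus WT mice under saline. For counts per gene symbol, genes at an adjusted p under 0.30 numbered 1632 for the interaction. For counts per gene symbol, there were 6 Table 3 genes at an unadjusted p under 0.05 in the direction of the table and 5 TREx panel genes at an unadjusted p under 0.05 for ethanol in KO mice. For counts per gene symbol, the log2 fold change changed sign to -0.066 for Casp9 (ethanol in WT mice), 0.23 for Trp53 (KO versus WT mice under saline), 0.59 for Trp53 (Genotype), -0.016 for Sh3kbp1 (Treatment), -0.061 for Sh3kbp1 (Genotype) and -0.093 for Schip1 (Genotype). In limma on log2(RPKM + 1), transcripts at an adjusted p under 0.05 numbered 4 for ethanol in WT mice. In limma on log2(RPKM + 1), transcripts at an adjusted p under 0.30 numbered 2016 for ethanol in WT mice, 1987 for KO versus WT mice under saline and 1435 for the interaction. In limma on log2(RPKM + 1), there were 24 Table 3 transcripts at an unadjusted p under 0.05 in the direction of the table and 1 Table 10 transcript at an unadjusted p under 0.05 for ethanol in WT mice.

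With a pseudocount of 0.1 in limma, transcripts at an adjusted p under 0.05 numbered 7 for ethanol in WT mice and 1 for the interaction. With a pseudocount of 0.1 in limma, transcripts at an adjusted p under 0.30 numbered 1365 for ethanol in WT mice, 1169 for KO versus WT mice under saline and 483 for the interaction. With a pseudocount of 0.1 in limma, there were 1655 transcripts shared by ethanol in WT mice and KO versus WT mice under saline and 1 Table 10 transcript at an unadjusted p under 0.05 for ethanol in WT mice. In the unmoderated linear model on RPKM, transcripts at an unadjusted p under 0.05 numbered 2481 for ethanol in WT mice, 2590 for KO versus WT mice under saline and 1061 for Treatment. In the unmoderated linear model on RPKM, transcripts at an adjusted p under 0.05 numbered 1 for ethanol in WT mice, 1 for KO versus WT mice under saline and 1 for Treatment. In the unmoderated linear model on RPKM, transcripts at an adjusted p under 0.30 numbered 589 for ethanol in WT mice, 720 for KO versus WT mice under saline, 1 for Genotype and 4 for the interaction. In the unmoderated linear model on RPKM, there were 1543 transcripts shared by ethanol in WT mice and KO versus WT mice under saline, 25 Table 3 transcripts at an unadjusted p under 0.05 in the direction of the table and 1 Table 10 transcript at an unadjusted p under 0.05 for ethanol in WT mice. With the name letter as covariate, transcripts at an unadjusted p under 0.05 numbered 397 for ethanol in KO mice and 2180 for the interaction. With the name letter as covariate, transcripts at an adjusted p under 0.05 numbered 5 for ethanol in WT mice and 3 for KO versus WT mice under saline. With the name letter as covariate, transcripts at an adjusted p under 0.30 numbered 1 for Genotype and 2 for the interaction. With the name letter as covariate, there were 5 TREx panel transcripts at an unadjusted p under 0.05 for ethanol in KO mice. With the name letter as covariate, the log2 fold change changed sign to 0.36 for Trp53 (ethanol in WT mice). With the library number set as covariate, transcripts at an adjusted p under 0.05 numbered 0 (3610 at an unadjusted p under 0.05) for ethanol in WT mice and 0 (4063 at an unadjusted p under 0.05) for KO versus WT mice under saline. Without the 2 libraries named with L, transcripts at an unadjusted p under 0.05 numbered 6998 for ethanol in WT mice, 7362 for KO versus WT mice under saline, 5511 for Treatment and 6250 for Genotype. Without the 2 libraries named with L, transcripts at an adjusted p under 0.05 numbered 3061 for ethanol in WT mice, 3864 for KO versus WT mice under saline, 406 for Treatment, 1920 for Genotype and 3 for the interaction. Without the 2 libraries named with L, transcripts at an adjusted p under 0.30 numbered 10510 for ethanol in WT mice, 10761 for KO versus WT mice under saline, 9113 for Genotype and 4656 for the interaction. Without the 2 libraries named with L, there were 5692 transcripts shared by ethanol in WT mice and KO versus WT mice under saline, 105 TREx panel transcripts at an unadjusted p under 0.05 for ethanol in WT mice and 4 TREx panel transcripts at an unadjusted p under 0.05 for ethanol in KO mice. Without the 2 libraries named with L, the log2 fold change changed sign to -0.080 for Sh3gl2 (ethanol in WT mice), -0.056 for Sh3gl2 (KO versus WT mice under saline), 0.086 for Casp9 (ethanol in KO mice) and 0.43 for Trp53 (ethanol in WT mice).

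With only the compared groups fitted, transcripts at an adjusted p under 0.05 numbered 0 (2810 at an unadjusted p under 0.05) for ethanol in WT mice and 0 (3400 at an unadjusted p under 0.05) for KO versus WT mice under saline. With only the compared groups fitted, transcripts at an adjusted p under 0.30 numbered 1223 for ethanol in WT mice. With length and GC trends removed (chosen after seeing the data), transcripts at an adjusted p under 0.05 numbered 0 (3496 at an unadjusted p under 0.05) for ethanol in WT mice and 6 for KO versus WT mice under saline. With length and GC trends removed (chosen after seeing the data), transcripts at an adjusted p under 0.30 numbered 2857 for KO versus WT mice under saline and 511 for the interaction. With length and GC trends removed (chosen after seeing the data), there was 1 Table 10 transcript at an unadjusted p under 0.05 for ethanol in WT mice. With length and GC trends removed (chosen after seeing the data), the log2 fold change changed sign to -0.14 for Sh3gl2 (ethanol in WT mice), -0.14 for Sh3gl2 (KO versus WT mice under saline), -0.19 for Bax (ethanol in KO mice) and -0.21 for Atm (ethanol in WT mice). With autosomes only (chosen after seeing the data), transcripts at an adjusted p under 0.05 numbered 7 for ethanol in WT mice. On the mean of log2(RPKM + 1), the log2 ratio was -0.12 for p53 signaling (ethanol in WT mice), -0.030 for Cell cycle (ethanol in WT mice), -0.10 for Cell cycle (ethanol in KO mice), -0.071 for Cell cycle (the interaction, exact permutation p = 0.433), -0.11 for Apoptosis (ethanol in KO mice), 0.26 for Butanoate metabolism (ethanol in WT mice), -0.11 for Butanoate metabolism (ethanol in KO mice), 0.012 for Synthesis and degradation of ketone bodies (ethanol in WT mice), -0.23 for Synthesis and degradation of ketone bodies (ethanol in KO mice), -0.24 for Synthesis and degradation of ketone bodies (the interaction, exact permutation p = 0.0996) and 0.18 for SNARE interactions in vesicular transport (KO versus WT mice under saline). The Cell cycle change after ethanol in WT mice thereby changed direction, since the log2 ratio of mean RPKM was 0.36. Without the 3 most abundant transcripts, the log2 ratio was -0.18 for Steroid biosynthesis (ethanol in KO mice), -0.22 for Butanoate metabolism (ethanol in KO mice), -0.40 for Synthesis and degradation of ketone bodies (ethanol in KO mice) and 0.20 for SNARE interactions in vesicular transport (KO versus WT mice under saline).

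Across the 12 fits that each left out 1 library, transcripts at an unadjusted p under 0.05 ranged from 2196 to 5775 for ethanol in WT mice, from 175 to 1273 for ethanol in KO mice, from 2517 to 6170 for KO versus WT mice under saline, from 928 to 3454 for Treatment and from 1036 to 4162 for Genotype. Across the 12 fits that each left out 1 library, transcripts at an adjusted p under 0.05 ranged from 0 to 316 for ethanol in WT mice, from 0 to 1353 for KO versus WT mice under saline, from 0 to 3 for Treatment, from 0 to 3 for Genotype and from 0 to 2 for the interaction. Across the 12 fits that each left out 1 library, transcripts at an adjusted p under 0.30 ranged from 298 to 8774 for ethanol in WT mice, from 72 to 9156 for KO versus WT mice under saline, from 0 to 5161 for Genotype and from 0 to 5849 for the interaction. In the same fits there were 1600 to 4600 transcripts shared by ethanol in WT mice and KO versus WT mice under saline, 8 to 17 Table 3 transcripts at an unadjusted p under 0.05 in the direction of the table, 1 to 4 Table 10 transcripts at an unadjusted p under 0.05 for ethanol in WT mice, 32 to 81 TREx panel transcripts at an unadjusted p under 0.05 for ethanol in WT mice and 3 to 22 TREx panel transcripts at an unadjusted p under 0.05 for ethanol in KO mice. The log2 fold change changed sign for Sh3gl2 (ethanol in WT mice, from -0.18 to 0.27), Sh3gl2 (KO versus WT mice under saline, from -0.056 to 0.29), Casp9 (ethanol in KO mice, from -0.66 to 0.067) and Trp53 (ethanol in WT mice, from -0.69 to 0.43). Of the other values of named genes in these fits, 537 kept direction and side of 0.05, 23 lost and 10 gained an unadjusted p under 0.05. The counts at an unadjusted p under 0.05 beside those that reached 0 were 2196 or more for ethanol in WT mice, 2517 or more for KO versus WT mice under saline, 928 or more for Treatment, 1036 or more for Genotype and 2218 or more for the interaction.

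No value was given by the minimum of 10 counts in every library for transcripts that include those of Atm, Atr, Casp8, Casp9, Eif4e2, Errfi1, Hhip, Hivep3, Jdp2, Rasgrf1, Rbbp8, Schip1, Sh3kbp1, Sik2, Smad1 and Syne1, or by the fit to autosomes alone for Dcx and Sh3kbp1, because the transcripts were left out. No paired analysis was possible because the groups share no replicate numbers. The shallowest libraries were KO ethanol replicate 12 (719735 counts) and WT saline replicate 3 (1953154 counts). Without both, 734 transcripts differed after ethanol in KO mice at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05, and whether depth limits that comparison was not tested. Counts were simulated with the library sizes of all 12 libraries. In them, 70.5% of 8-fold changes had an adjusted p under 0.05 for ethanol in WT mice, among transcripts with higher mean counts and without trends with length or GC content. Smaller changes were not simulated, and for ethanol in KO mice only counts without changes were. There, 1003 of 21715 transcripts had an unadjusted p under 0.05, against 650 in the data, and 0 had an adjusted p under 0.05. This gives the rate of false calls and not the share of real changes that would be found. The method of tissue collection could not be assigned to libraries. An effect of the name letter cannot be told apart from the replicate where a group has 1 library named with L.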

Differences from the paper's values

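A number of transcripts counts as different from the paper's where 1 of the values is more than 1.5 times the other. The numbers were not scaled to the transcripts tested, 21715 here and fewer in the paper. As shares of those tested, the values here lie nearer to the paper's than the numbers do. The shares here were 18.2% for ethanol in WT mice, 19.1% for KO versus WT mice under saline and 15.3% for the interaction. Fewer transcripts were also tested with 10 counts in every library or counts summed per gene. Lower numbers there need not be nearer to the paper's as shares. A fold change counts as different where its direction is the opposite or where it lies further from the paper's, on the log2 scale, than the SD between replicates. The removal of length and GC trends and the fit to autosomes alone were chosen only after the results were seen. The transcripts with a Genotype effect at an unadjusted p under 0.05 numbered 1770 here, against the paper's 824, and 7 of the 23 alternatives set before the data were examined came within the margin, namely counts summed per gene (1130), the unmoderated linear model on RPKM (1211) and the fits without WT saline replicate 1 (1186), WT ethanol replicate 5 (1167), KO saline replicate 7 (1174), KO ethanol replicate 10 (1036) and KO ethanol replicate 18 (1077). Those with a Treatment effect numbered 1607 here, against the paper's 763, and 6 of the 23 alternatives set before the data were examined came within the margin, namely counts summed per gene (1045), the unmoderated linear model on RPKM (1061) and the fits without WT ethanol replicate 4 (1095), KO saline replicate 8 (928), KO ethanol replicate 10 (1122) and KO ethanol replicate 18 (960). The interaction was at this level for 3325 here, against the paper's 1969, and 11 of the 23 alternatives set before the data were examined came within the margin, namely at least 10 counts in every library (1690), counts summed per gene (2237), limma on log2(RPKM + 1) (2839), limma on log2(RPKM + 0.1) (2551), the unmoderated linear model on RPKM (2327), the name letter as covariate (2180) and the fits without WT saline replicate 1 (2862), WT ethanol replicate 4 (2358), KO saline replicate 8 (2409), KO saline replicate 9 (2218) and KO ethanol replicate 12 (2316). The removal of length and GC trends, chosen after seeing the values, gave 2687.

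For the interaction, the note of Table 5 gives another number, and the value was 3325 here, against the paper's 2144, and 16 of the 23 alternatives set before the data were examined came within the margin, namely at least 10 counts in every library (1690), counts summed per gene (2237), limma on log2(RPKM + 1) (2839), limma on log2(RPKM + 0.1) (2551), the unmoderated linear model on RPKM (2327), the name letter as covariate (2180), the library number set as covariate (3165) and the fits without WT saline replicate 1 (2862), WT ethanol replicate 4 (2358), WT ethanol replicate 5 (2990), WT ethanol replicate 14 (3007), KO saline replicate 7 (3176), KO saline replicate 8 (2409), KO saline replicate 9 (2218), KO ethanol replicate 10 (3052) and KO ethanol replicate 12 (2316). The removal of length and GC trends and the fit to autosomes alone, both chosen after seeing the values, gave 2687 and 3177. For ethanol versus saline in WT mice, the number was 3947 here, against the paper's 2038, and 8 of the 24 alternatives set before the data were examined came within the margin, namely at least 10 counts in every library (1724), counts summed per gene (2704), limma on log2(RPKM + 1) (2977), limma on log2(RPKM + 0.1) (2755), the unmoderated linear model on RPKM (2481), only the compared groups fitted (2810) and the fits without WT saline replicate 1 (2556) and WT ethanol replicate 4 (2196). KO and WT mice under saline differed in 4142 here, against the paper's 2088, and 8 of the 24 alternatives set before the data were examined came within the margin, namely at least 10 counts in every library (1925), counts summed per gene (2890), limma on log2(RPKM + 1) (3032), limma on log2(RPKM + 0.1) (2768), the unmoderated linear model on RPKM (2590) and the fits without WT saline replicate 1 (2556), KO saline replicate 8 (3069) and KO saline replicate 9 (2517). At an adjusted p under 0.30, the number with a Genotype effect was 0 here, against the paper's 23. None of the 23 alternatives set before the data were examined gave a value within the margin. The number at an unadjusted p under 0.05 was 1770. The Table 3 transcripts at an unadjusted p under 0.05 in the direction of the table numbered 15 here, against the paper's 25, and 7 of the 23 alternatives set before the data were examined came within the margin, namely DESeq2 (17), limma on log2(RPKM + 1) (24), limma on log2(RPKM + 0.1) (21), the unmoderated linear model on RPKM (25), the fit without the 2 libraries named with L (17) and the fits without WT saline replicate 1 (17) and WT saline replicate 3 (17).

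The Sik2 fold change after ethanol in WT mice was 4.09 here, against the paper's 3.17, and 3 of the 22 alternatives set before the data were examined came within the margin, namely limma on log2(RPKM + 0.1) (3.04), the unmoderated linear model on RPKM (3.17) and the fit without WT saline replicate 1 (3.62). The Map4 fold change after ethanol in WT mice was 5.45 here, against the paper's 4.36, and 3 of the 23 alternatives set before the data were examined came within the margin, namely limma on log2(RPKM + 0.1) (4.17), the unmoderated linear model on RPKM (4.36) and the name letter as covariate (4.95). The Hivep3 fold change after ethanol in WT mice was 9.60 here, against the paper's 5.78, and 1 of the 22 alternatives set before the data were examined came within the margin, namely the unmoderated linear model on RPKM (5.78). The Sh3gl2 fold change after ethanol in WT mice was 1.08 here, against the paper's 1.67, and 4 of the 23 alternatives set before the data were examined came within the margin, namely library size only (1.53), limma on log2(RPKM + 1) (1.65), limma on log2(RPKM + 0.1) (1.66) and the unmoderated linear model on RPKM (1.67). With length and GC trends removed, a setting chosen after seeing the values, the log2 fold change of Sik2 after ethanol in WT mice was 1.58, which lies within the margin.

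The Sik2 fold change in KO versus WT mice under saline was 3.83 here, against the paper's 2.93, and 3 of the 22 alternatives set before the data were examined came within the margin, namely limma on log2(RPKM + 0.1) (2.8), the unmoderated linear model on RPKM (2.93) and the fit without WT saline replicate 1 (3.42). The Map4 fold change in KO versus WT mice under saline was 8.58 here, against the paper's 6.94, and 6 of the 23 alternatives set before the data were examined came within the margin, namely limma on log2(RPKM + 0.1) (6.54), the unmoderated linear model on RPKM (6.95), the name letter as covariate (7.8), the fit without the 2 libraries named with L (8.08) and the fits without WT saline replicate 3 (8.07) and KO saline replicate 8 (7.34). The Hivep3 fold change in KO versus WT mice under saline was 18.52 here, against the paper's 11.51, and 1 of the 22 alternatives set before the data were examined came within the margin, namely the unmoderated linear model on RPKM (11.51). The Sh3gl2 fold change in KO versus WT mice under saline was 1.09 here, against the paper's 1.83, and 4 of the 23 alternatives set before the data were examined came within the margin, namely library size only (1.58), limma on log2(RPKM + 1) (1.82), limma on log2(RPKM + 0.1) (1.83) and the unmoderated linear model on RPKM (1.83). With length and GC trends removed, a setting chosen after seeing the values, the log2 fold change of Sik2 in KO versus WT mice under saline was 1.51, which lies within the margin.

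For the p53 signaling set mean, the fold change in KO versus WT mice under saline was -1.14 here, against the paper's 2.21. None of the 15 alternatives set before the data were examined gave a value within the margin. For the SNARE interactions in vesicular transport set mean, the fold change in KO versus WT mice under saline was 1.30 here, against the paper's 2.88. None of the 15 alternatives set before the data were examined gave a value within the margin. For the Nicotine addiction set mean, the fold change in KO versus WT mice under saline was 1.44 here, against the paper's 2.46. None of the 15 alternatives set before the data were examined gave a value within the margin.

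The paper gives a decrease of Casp9 after ethanol in WT mice and an increase in KO mice. Here the log2 fold change was 0.75 in WT and -0.35 in KO mice. In WT mice the direction was the paper's with counts summed per gene (-0.07), and in KO mice it was the paper's without the 2 libraries named with L (0.09) and without KO ethanol replicate 12 (0.067). The paper states that more p53 signaling transcripts were decreased in WT mice after ethanol. Here 54 of them were lower in WT and 56 in KO mice by the edgeR log2 fold change, and 10 were lower in WT and 1 in KO mice at an unadjusted p under 0.05. More were lower in WT than in KO mice by the mean RPKM (68 and 59), in the fits without WT saline replicate 1 (59 and 58), WT ethanol replicate 4 (62 and 56), WT ethanol replicate 5 (57 and 56) and KO saline replicate 8 (57 and 56), and, in a setting chosen after seeing the values, with length and GC trends removed (67 and 44). The paper also states that Cell cycle transcripts showed more decreases in WT than in KO mice. Here 93 were lower in WT and 111 in KO mice, while at an unadjusted p under 0.05 the numbers were 13 in WT and 0 in KO mice. The number was 97 in each genotype without the 2 libraries named with L, and with length and GC trends removed, a setting chosen after seeing the values, 110 were lower in WT and 77 in KO mice. Table 2, sorted by p, opens with Sik2, Dmtf1 and Map4. Here they ranked 79, 13 and 6, after Rasgrf1, Smarca2 and Syne1. The paper gives Errfi1 as changed by ethanol in WT mice, and here its unadjusted p in edgeR was 0.124. It was 0.0398 in limma on log2(RPKM + 1), 0.00546 in the unmoderated linear model on RPKM, 0.0343 with the name letter as covariate, 0.0198 without the 2 libraries named with L and 0.0458 without WT saline replicate 3. After the removal of length and GC trends, chosen after seeing the values, it was 0.00926. The paper states that male mice were used, whereas Xist had 15369 and 10016 counts in WT ethanol replicates 4 and 14. The paper marks Casp8, Cd27, Foxo3 and Ccne2 as not detected. Here the highest count of any of their transcripts in a library was 52.4 for Casp8, 4.0 for Cd27, 312.0 for Foxo3 and 116.4 for Ccne2.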

Other observations

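The tests on the direction of the length trend, the red blood cell level in KO mice, Ttr and the Trp53 transcripts were chosen only after the results were seen.

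The libraries were split in other ways to see how often a comparison gives as many transcripts. The 6 libraries of ethanol versus saline in WT mice, of ethanol versus saline in KO mice and of KO versus WT mice under saline have 10 splits each, so no share under 0.1 can arise. At an unadjusted p under 0.05, 1 of 10 splits reached the 3947 transcripts in WT mice, 3 of 10 reached the 650 in KO mice and 1 of 10 reached the 4142 for KO versus WT mice. The highest of the other splits gave 3478 in WT mice and 3529 for KO versus WT mice, not far below the real groups. At an adjusted p under 0.05, 1 of 10 reached the 12 in WT mice and 1 of 10 the 15 for KO versus WT mice, and at an adjusted p under 0.30, 1 of 10 and 1 of 10 did. For ethanol in KO mice the number at an adjusted p under 0.05 was 0 (650 at an unadjusted p under 0.05), which all 10 of 10 splits reach by definition. In 100 assignments of all 12 libraries, 20 of 100 reached the 1607 transcripts for Treatment, 13 of 100 the 1770 for Genotype and 2 of 100 the 3325 for the interaction at an unadjusted p under 0.05. The numbers for Treatment and Genotype could therefore arise from arbitrary groupings of these libraries. At an adjusted p under 0.30, 2 of 100 reached the 2623 interaction transcripts. The numbers of 0 at an adjusted p under 0.05 for Treatment, Genotype and the interaction and under 0.30 for Genotype were reached by 100 of 100, 100 of 100, 100 of 100 and 100 of 100 by definition. As many as 2751 transcripts shared by ethanol in WT mice and KO versus WT mice under saline were given by 1 of 100, the real assignment itself.

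Of the splits of 6 libraries, 1 of 10 gave as many Table 2 transcripts at an unadjusted p under 0.05 in the direction of the table, 1 of 10 as many of Table 3 and 1 of 10 as many of Table 4, and 1 of 100 assignments gave as many of Table 5. These genes were listed because they differ in the real groups, so the splits cannot show more. As many Table 10 transcripts (3) were given by 1 of 10 splits. For the TREx panel, 2 of 10 splits gave as many transcripts as the 54 in WT mice and 3 of 10 as many as the 12 in KO mice. In KO mice, 8 of the 20 Table 10 transcripts had an unadjusted p under 0.05.

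The log2 fold changes followed transcript length. Across the 21437 transcripts with a known length, which are not independent replicates, Spearman's rho was 0.43 for ethanol in WT mice and -0.52 for the interaction. An ethanol effect on longer transcripts in both genotypes would give a positive rho in KO mice as well, and there it was -0.38. Low signal of longer transcripts in the WT saline libraries, whatever the treatment, would give a positive rho in KO versus WT mice under saline, and there it was 0.48. The fitted log2 difference between transcripts of 6257 and 1228 bases, each library taken against the mean of all, was -1.77, -0.02 and -0.83 in the WT saline replicates 1, 3 and 13, -0.91 in KO ethanol replicate 12 and 0.94 in WT ethanol replicate 4, so the trend was almost absent in 1 WT saline library and present in 1 KO ethanol library. The fitted difference was 0.35 and 0.40 in KO ethanol replicates 10 and 18, and 0.43, 0.42 and 0.75 in the KO saline libraries. The rho of -0.38 in KO mice thus leans on replicate 12 and was not computed without it, so its sign does not decide. An ethanol effect in both genotypes would place replicates 10 and 18 above the KO saline libraries, and they were not above. A difference in RNA fragmentation or library preparation between libraries is a candidate explanation, and the files hold no separate measure of it. With the trend of each library with length and GC content removed, rho was 0.01 for ethanol in WT mice. There were then 3496 transcripts at an unadjusted p under 0.05 for ethanol in WT mice. The numbers were 3406 for KO versus WT mice under saline and 2687 for the interaction, so the trend does not fully explain them. At an adjusted p under 0.30, the numbers fell from 4677 to 3259, from 5166 to 2857 and from 2623 to 511 in the same comparisons.

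Red blood cell transcripts (of the hemoglobin genes and Alas2) were lower after ethanol in WT mice, with a median log2 fold change of -2.94 and an unadjusted p under 0.05 for 7 of 8. Their share per 1e6 counts was between 456 and 1560 in WT saline, 115 and 296 in WT ethanol, 75.5 and 203 in KO saline, and 72.9 and 1100 in KO ethanol libraries. If transcript length bias were the cause, transcripts of similar length and abundance would fall as far, but the red blood cell transcripts were at percentile 2.1 of them on average. With the length and GC trends removed, the median was -2.08 and 2 had an unadjusted p under 0.05. An ethanol effect in both genotypes would lower them in KO mice as well, and their median log2 fold change there was 1.75. This value rests on KO ethanol replicate 12, without which it was -1.40, so an effect in both genotypes is not ruled out. The other KO ethanol libraries had 80.3 and 72.9 per 1e6 counts. More residual blood in the WT saline libraries and in KO ethanol replicate 12 is a candidate explanation, and the files hold no separate measure of it.

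Ttr counts differed widely within groups, from 4 to 1461 in WT saline and from 215 to 86878 in WT ethanol libraries. If choroid plexus was carried over in some libraries, Ttr would follow other choroid plexus markers. Over the 12 libraries, log2 Ttr and 8 other markers had a Pearson r of 0.91 (permutation p = 1e-05, the smallest that the resampling can give) and a Spearman rho of 0.95 (permutation p = 2e-05), two-sided, as the 1 relation computed. Without the 2 libraries farthest from the median, WT ethanol replicate 4 and KO saline replicate 9, r was 0.9. Among the 10 libraries named with P, r was 0.87 (permutation p = 4e-05) and rho was 0.93 (permutation p = 0.00031), and the 2 named with L are too few for a value. The libraries of a group had the same order in Ttr and in the other markers in 4 of 4 groups. Carry-over of choroid plexus in a part of the dissections is thus a candidate explanation, and no biological explanation was tested.

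In ethanol versus saline in WT mice, 119 genes had transcripts at an unadjusted p under 0.05 in opposite directions. With counts summed per gene, 10 of them (8.4%) had an unadjusted p under 0.05, against 18.3% of all genes. Opposite changes cancel in a sum, so this low share follows from how the genes were chosen and cannot tell whether the authors' division of reads gave rise to them. For Eif4e2 in KO mice, the log2 fold change of 4.18 for NM_001039170 became 0.005 per gene (edgeR adjusted p = 0.999). For Eif4e2, the division of reads is a candidate explanation, while a switch between transcripts after ethanol would give the same counts and was not tested.

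In KO ethanol replicate 12, 7.0% of the 14.0 Trp53 counts were on NM_001127233, against at least 48.3% in the other KO libraries. A mislabelled or mixed library and the low depth of the library were examined. By counting error alone, a share as low had an exact binomial p of 0.00137 (one-sided) against the lowest share of the other KO libraries. The share is, however, the one that the authors' quantification gives in 4 libraries of different depth (WT saline replicates 1 and 3, WT ethanol replicate 5 and KO ethanol replicate 12), so it is not a free count and the test of counting error does not apply to it. This limit was seen after the test had been set, and the share therefore cannot tell a mislabelled library from low depth or from a default share of the quantification.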
